# Asc-1 regulates white versus beige adipocyte fate in a subcutaneous stromal cell population

**DOI:** 10.1038/s41467-021-21826-9

**Published:** 2021-03-11

**Authors:** Lisa Suwandhi, Irem Altun, Ruth Karlina, Viktorian Miok, Tobias Wiedemann, David Fischer, Thomas Walzthoeni, Christina Lindner, Anika Böttcher, Silke S. Heinzmann, Andreas Israel, Ahmed Elagamy Mohamed Mahmoud Khalil, Alexander Braun, Ines Pramme-Steinwachs, Ingo Burtscher, Philippe Schmitt-Kopplin, Matthias Heinig, Martin Elsner, Heiko Lickert, Fabian J. Theis, Siegfried Ussar

**Keywords:** Mechanisms of disease, Differentiation, Obesity

## Abstract

Adipose tissue expansion, as seen in obesity, is often metabolically detrimental causing insulin resistance and the metabolic syndrome. However, white adipose tissue expansion at early ages is essential to establish a functional metabolism. To understand the differences between adolescent and adult adipose tissue expansion, we studied the cellular composition of the stromal vascular fraction of subcutaneous adipose tissue of two and eight weeks old mice using single cell RNA sequencing. We identified a subset of adolescent preadipocytes expressing the mature white adipocyte marker *Asc-1* that showed a low ability to differentiate into beige adipocytes compared to *Asc-1* negative cells in vitro. Loss of *Asc-1* in subcutaneous preadipocytes resulted in spontaneous differentiation of beige adipocytes in vitro and in vivo. Mechanistically, this was mediated by a function of the amino acid transporter ASC-1 specifically in proliferating preadipocytes involving the intracellular accumulation of the ASC-1 cargo D-serine.

## Abstract (web summary)

Adipose tissue is composed of a variety of cell types, including adipocyte precursor populations, that contribute to adipose tissue function upon differentiation. Here, using scRNA-sequencing of adolescent and adult mouse subcutaneous adipose tissue, the authors identify an Asc-1 positive preadipocyte population that is enriched in adolescent subcutaneous fat and demonstrate that loss of *Asc-1* triggers spontaneous beige adipocyte differentiation.

## Introduction

Increasing evidence in humans and rodents suggests that maintaining adipose tissue function dissociates body fat mass gain from the development of metabolic complications enabling a “fat-fit” phenotype^1–3^. A key element of healthy adipose tissue expansion is de novo differentiation of adipocytes rather than storage of fat in already existing adipocytes^4,5^. However, recent data indicate the existence of multiple white^6–9^ and brown^10,11^ adipocyte subtypes that originate from distinct precursor populations. Thus, the type of de novo differentiating adipocytes could strongly affect the metabolic response of the organism to weight gain, as lipid storage capacity, as well as adipokine production differs between white adipocyte subtypes^6–9^. Previous studies mainly focused on differences in precursor and adipocyte populations in adult mice in the transition from normal weight to obesity and insulin resistance. However, adipose tissues show a dramatic, but healthy expansion in the first postnatal weeks, which is essential for the establishment of a functional metabolism. Moreover, C57Bl/6 mice, among other strains, show a transient peak in the number of thermogenic beige adipocytes ~14 days postpartum, which decreases thereafter, when mice are housed at room temperature^12^. However, these dramatic changes in cellular composition and size of adipose tissues, especially subcutaneous adipose tissue, have not been studied in detail to elucidate novel mechanisms enabling healthy adipose tissue expansion in adults.

Here, we show that single-cell transcriptome profiling by single-cell RNA sequencing (scRNA-seq) of adolescent and adult stromal vascular fraction (SVF) from subcutaneous white adipose tissue of C57Bl/6 mice reveals major differences in adipocyte precursor populations. Among the various populations, we identify a subset of cells expressing the mature adipocyte marker alanine serine cysteine transporter-1 (*Asc-1*), which we show to be enriched in the adolescent SVF and to favor white over beige adipocyte differentiation. Mechanistically, we demonstrate that loss or inhibition of *Asc-1* specifically in proliferating preadipocytes results in spontaneous differentiation into thermogenic beige adipocytes, at least in part due to intracellular accumulation of the NMDA receptor co-agonist D-serine. Thus, the white adipocyte-specific amino acid transporter *Asc-1* plays an important role in regulating cell fate decisions in a subpopulation of proliferating precursor cells. Moreover, our data highlight that understanding the regulatory and cellular differences between adolescent and adult adipose tissues will foster the development of pharmacological approaches maintaining adipose tissue function upon weight gain in adult life.

## Results

### Identification of an *Asc-1*^*+*^ preadipocyte population

At 2 weeks, subcutaneous adipose tissue (SCF) of C57Bl/6 mice is rapidly expanding and shows a peak in beige adipocytes^12^, whereas at 8 weeks, SCF is mature. As adipose tissue expansion in adolescent mice is not associated with insulin resistance or inflammation, we aimed to identify cell populations or genes selectively expressed at this age to elucidate mechanisms promoting healthy tissue expansion in adults. 

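The stromal vascular fraction (SVF), which holds the cells of fat tissue other than mature adipocytes, was taken from the subcutaneous adipose tissue of 7 mice aged 2 weeks and of 5 mice aged 8 weeks. Cells of each age were pooled into a single library, so there was 1 adolescent and 1 adult library, with no replicate at either age. In droplet-based scRNA-seq, each captured mRNA carries a unique molecular identifier (UMI), and copies of a molecule made by PCR are counted once. The authors aligned the reads to GRCm38, counted UMIs per gene and cell with Cell Ranger, and deposited these raw counts for the barcodes called as cells. The values are therefore whole numbers without normalization, given for 31125 genes. The adolescent library held 28010800 UMIs, with a median of 5676 UMIs per cell (quartiles 3378 and 10230) and a median of 1906 detected genes. The adult library held 29517430 UMIs, with a median of 4147 UMIs per cell (quartiles 2707 and 7588) and a median of 1513 detected genes. The mitochondrial share of the UMIs was 2.19% in the adolescent and 2.14% in the adult library. As a check of sex, the Y-linked gene Ddx3y had 1805 UMIs in the adolescent and 2089 in the adult library, and Xist had 2 UMIs in each. Doublets were kept, as the paper's text names no doublet removal. Scrublet, run on each library, marked 62 adolescent cells (1.58%) and 51 adult cells (0.939%) as doublets. Expression was measured as the UMIs of a gene summed over the cells of a class and divided by all UMIs of those cells, on the CPM scale. Ranges in brackets are 95% intervals, exact Poisson for counts and their ratios and exact binomial for shares of cells, and they cover counting error only. Cells of 1 library are not replicates, so no gene was tested between the ages and none was called changed. Age and library were the same split, and a difference between the ages is also a difference between these 2 libraries.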

To study compositional differences between adolescent (2 weeks old) and adult (8 weeks old) SVF of murine subcutaneous adipose tissue, we performed scRNA-seq of 3915 and 5429 cells, respectively (Fig. 1a). In contrast to previous studies^6–8^, we did not enrich for preadipocytes but sequenced cells from the entire SVF to obtain an unbiased view on the cellular composition of the SVFs at these different ages. 

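Cells were assigned to classes by clustering both libraries together and comparing the genes of each cluster with lists of marker genes. A cluster received a name when at least 75% of the markers of a class were each detected in at least 25% of its cells, at least 2 of them were among its 10 leading genes by fold over all other cells, and no other class had more among these 10. The names are rebuilt from the counts and are not the authors' annotation, and these thresholds were set after the clusters had been seen. Preadipocyte-like cells made up 1633 of the 3915 adolescent cells, or 41.7% (40.2% to 43.3%), and 1426 of the 5429 adult cells, or 26.3% (25.1% to 27.5%). The remaining clusters, all led by genes of immune cells, held 58.3% (56.7% to 59.8%) of the adolescent and 73.7% (72.5% to 74.9%) of the adult cells. B-cell-like cells were 17.0% (15.9% to 18.3%) of the adolescent and 19.7% (18.7% to 20.8%) of the adult library. T-cell-like cells took 8.56% (7.70% to 9.48%) and 8.79% (8.05% to 9.57%), which differed by less than counting error. For macrophage-like cells, the adolescent share was 8.97% (8.09% to 9.90%) and the adult share 10.9% (10.1% to 11.8%). Mast-cell-like cells were the rarest class, with 81 adolescent cells, or 2.07% (1.65% to 2.57%), and 21 adult cells, or 0.387% (0.240% to 0.591%). In 3 clusters the leading genes did not settle a single class, and they stayed unnamed. Cluster 2, led by Ccl5, Nkg7 and Il2rb, combined T cell and NK cell markers and held 12.0% of the adolescent and 16.7% of the adult cells. Cluster 4, led by Cd74, H2-Aa and H2-Eb1, held 5.13% and 12.9%, and cluster 8, led by Lyz2, Lst1 and Msrb1, held 4.57% and 4.35%. Endothelial cells formed no cluster. Cells with UMIs of at least 3 of 12 endothelial markers numbered 17 in the adolescent library, or 0.434% (0.253% to 0.694%), and 48 in the adult library, or 0.884% (0.653% to 1.17%). Of these, 13 adolescent and 42 adult cells lay in cluster 2. With at least 3 of 9 mural cell markers, there were 16 adolescent and 6 adult cells. By the same minimum of 3 markers, neutrophil markers gave 99 adolescent cells, or 2.53%, and 23 adult cells, or 0.424%. Of the 99 adolescent cells, 29 lay in preadipocyte-like clusters. Mature adipocyte markers gave 12 adolescent and 27 adult cells, erythrocyte markers 23 and 37, and Schwann cell markers 8 and 7. Cluster 2 held 7 of the 12 adolescent cells with mature adipocyte markers, and 11 adolescent and 24 adult cells with erythrocyte markers. It was therefore not made of T cells and NK cells alone. The lower preadipocyte-like share in the adult library was also seen when cells were instead counted by at least 1 Pdgfra UMI, the alternative that moved the shares most, which gave 33.6% and 21.9%.

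**Figure D1:**
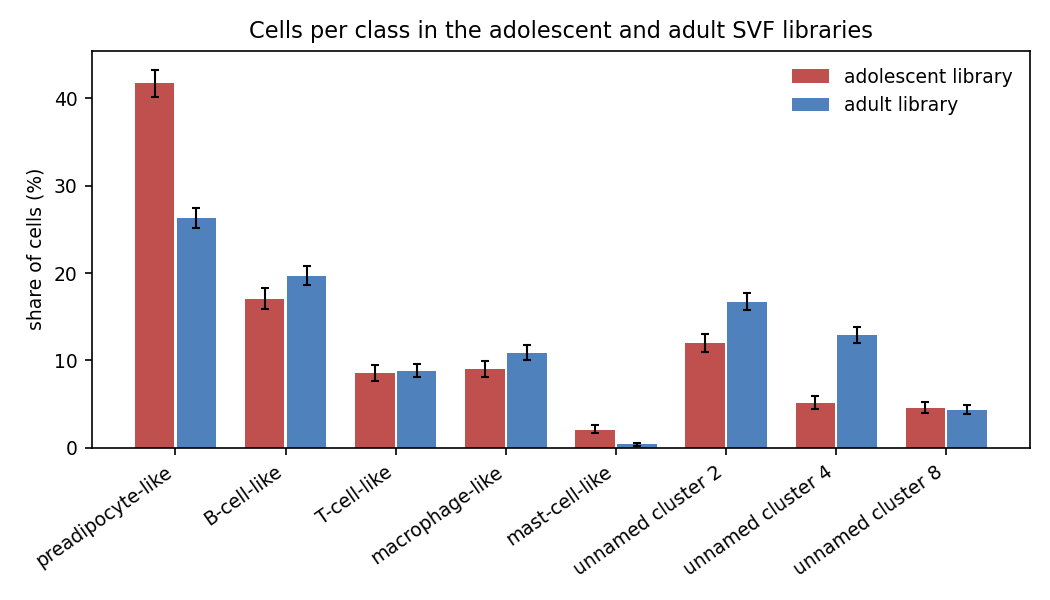
Share of cells (%) in each rebuilt class, with adolescent (red) and adult (blue) libraries side by side. Bars are shares of all cells in 1 library and error bars are 95% exact binomial intervals for counting error; preadipocyte-like cells stand at 41.7% and 26.3%.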

A combined view of both datasets identified 11 major Louvain clusters (Fig. 1b), with overlaps between adolescent and adult cells in clusters representing diverse immune cell populations (Fig. 1c). In contrast, we identified three clusters with *Pdgfra*, *Fbn1*, *Col4a1*, *Cd34*, and *Dlk1*, positive preadipocytes^6^ (Fig. 1c, d), in which the cells were clearly separated by age (Fig. 1a). This was even more apparent in *t*-SNE plots focusing on preadipocytes (Fig. 1e). 

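The settings of Supplementary Data 3 were followed. Counts were scaled to the median total per cell and reduced to 50 principal components without log transformation, and Louvain clusters were taken at resolution 1 from a graph of the 100 nearest neighbours. The igraph form of the Louvain algorithm and exact neighbours were used. This gave 10 clusters, of 1737, 1379, 1376, 943, 900, 851, 829, 812, 415 and 102 cells. Leiden clustering also gave 10 clusters, resolutions of 0.5 and 1.5 gave 8 and 12, and 30 neighbours gave 15. To measure how far the ages overlapped, the 15 nearest neighbours of every cell were examined, and the share that came from the other library was divided by the share expected if the cells of that class were mixed at random. A value of 1 stands for random mixing. The intervals of these ratios took each neighbour as a separate draw. Neighbours of the same cell are not independent, so these intervals are too narrow. The ratio was 0.335 (0.325 to 0.344) for B-cell-like, 0.455 (0.439 to 0.470) for T-cell-like and 0.778 (0.712 to 0.846) for mast-cell-like cells. It was 0.573 in unnamed cluster 2, 0.708 in cluster 4 and 0.662 in cluster 8. Macrophage-like cells had the lowest value of the immune classes, 0.211 (0.201 to 0.222). Over all clusters other than the preadipocyte-like ones the ratio was 0.442 (0.436 to 0.447), so immune cells overlapped between the ages but fell short of random mixing. A log1p transformation before the principal components, the change of setting that lowered this value most in T-cell-like cells, gave 0.0978 there and 0.0914 in B-cell-like cells. After log1p, some immune clusters also split by age. B-cell-like clusters held 20 adolescent and 1001 adult cells, and 656 and 40. Macrophage-like clusters held 26 and 643 cells, and 328 and 8, while a T-cell-like cluster stayed mixed with 359 and 523.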

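Of the 3 preadipocyte-like clusters, cluster 1 held 813 adolescent and 566 adult cells and was led by Col1a1, Dcn and Sparc. Cluster 5 held 3 adolescent and 848 adult cells and was led by Gsn, Col4a1 and Igfbp7. Cluster 6 held 817 adolescent and 12 adult cells, with Col1a1, Col1a2 and Col3a1 in the lead. With 1 library per age, a cluster made almost wholly of 1 library may reflect that library as well as a cell state. Pdgfra, Fbn1, Col4a1, Cd34 and Dlk1 are among the markers that named these clusters and serve here as a description. Pdgfra stood at 177 CPM (171 to 184) in adolescent and 242 CPM (233 to 251) in adult preadipocyte-like cells, against 9.81 CPM and 7.43 CPM in all other cells. Fbn1 stood at 1416 CPM (1398 to 1434) in adolescent and 607 CPM (593 to 621) in adult preadipocyte-like cells. Col4a1 had the opposite order, with 278 CPM (270.4 to 287) and 1369 CPM (1348 to 1391). For Cd34 the levels were 854 CPM (840 to 868) and 573 CPM (559 to 587). Dlk1 was almost confined to the adolescent library, with 6515 UMIs or 398 CPM (388 to 407) there and 43 UMIs or 3.74 CPM (2.71 to 5.04) in adult preadipocyte-like cells. In cluster 5, 3 of the 848 adult cells held a Dlk1 UMI, or 0.354% (0.0730% to 1.03%) at a median depth of 9264 UMIs, beside 2 of the 4003 adult cells outside the preadipocyte-like clusters, or 0.0500% (0.00605% to 0.180%) at a median depth of 3428 UMIs. Preadipocyte-like cells had 3.81% of their neighbours from the other library where random mixing would give 49.8%, a ratio of 0.0765 (0.0730 to 0.0801), below that of every immune class in the same components. With every cell thinned to 1000 UMIs, which left out no cell, the ratio was 0.128 (0.124 to 0.133), against 0.449 for B-cell-like, 0.710 for T-cell-like and 0.240 for macrophage-like cells at the same depth. With 2000 highly variable genes after log1p, the setting that lowered it most, it was 0.0165, and the immune classes also fell, to 0.130, 0.116 and 0.0904.

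**Figure D2:**
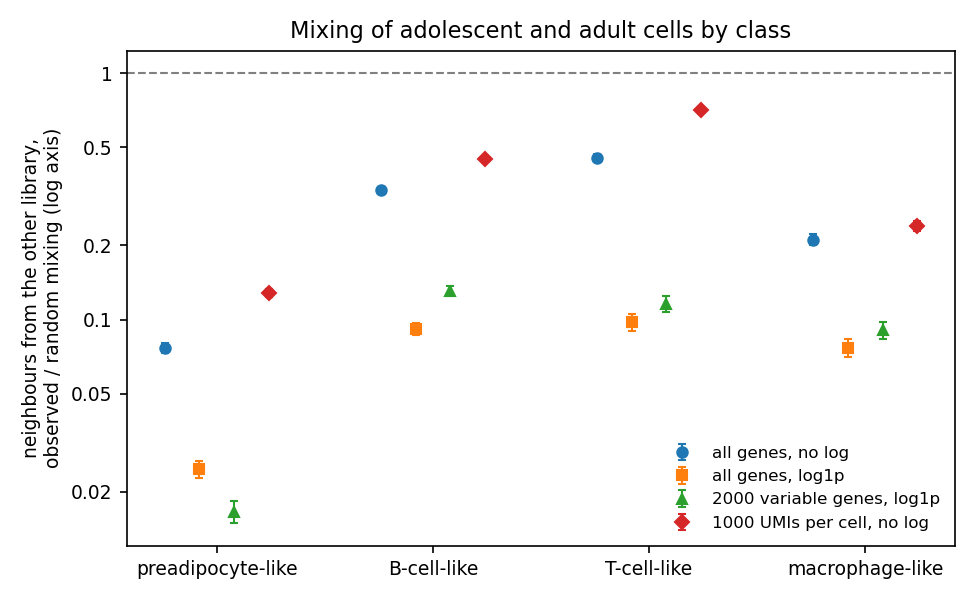
Share of nearest neighbours that come from the other library, divided by the share under random mixing (log axis; 1, dashed line, is random mixing), for 4 cell classes under 4 settings. Points are 1 value per class and setting. Bars are 95% exact binomial intervals that take each neighbour as a separate draw and are therefore too narrow. Preadipocyte-like cells lie lowest under each setting, and all classes lie lower after log1p.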

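The 3059 preadipocyte-like cells of both ages were scaled, log1p transformed and reduced to principal components on their own, as in Supplementary Data 3. They formed 5 clusters, and between 86.7% and 100% of the cells of a cluster belonged to the age that made up most of it. One cluster of 939 cells held adolescent cells alone, and another of 892 cells held 4 adolescent and 888 adult cells. The most mixed cluster held 157 adolescent and 24 adult cells. Neighbours from the other library made up 1.46% of all neighbours, a ratio to random mixing of 0.0294 (0.0272 to 0.0317). This was lower than in the joint principal components of all cells without log transformation. Clusters made almost wholly of 1 age are not special to these cells, since B-cell-like and macrophage-like cells also gave them after log1p. In joint components after log1p, the ratio for the same cells was 0.0247 (0.0227 to 0.0268).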

Differential gene expression analysis between adolescent and adult preadipocytes identified 3359 differentially regulated genes with a corrected *P* value <0.01 (Fig. 1f). 

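The UMIs of the preadipocyte-like cells were summed within each library, to 16390046 UMIs over the adolescent and 11488206 UMIs over the adult cells. A count of changed genes was not made, since it would rest on cells as replicates. Instead, the spread of the ratios between the ages was set beside that of other classes from the same 2 libraries. All sums were first thinned to 1517566 UMIs, and genes at 100 CPM or more in at least one library were kept. The interquartile range of the log2 ratio was 0.65 across 1454 genes in preadipocyte-like cells, 0.47 across 1282 genes in B-cell-like, 0.41 across 1067 genes in T-cell-like and 0.45 across 1439 genes in macrophage-like cells. Lowering the minimum to 20 CPM moved the T-cell-like value most, to 0.53. No sums without change were simulated at this thinned depth, so the part of counting noise in these ranges is not known. Preadipocyte-like cells also pooled clusters of unlike age mix, while each other class compared was a single cluster. At full depth, 5571 genes reached 20 CPM in preadipocyte-like cells, and their log2 ratios, after a pseudocount of 1 UMI, had a median of -0.07 and quartiles of -0.32 and 0.18. Simulated sums of the same size with no gene changed had quartiles of -0.05 and 0.05 across 5276 genes. The 10 genes with the highest log2 ratio of adolescent over adult were Igf2 (9.76), H19 (7.25), Nrk (6.79), Dlk1 (6.70), Ptn (6.07), Agtr2 (5.55), Slc7a10 (5.27), Cthrc1 (4.76), Fbn2 (4.29) and Akr1c14 (4.08). Igf2, with 2467 adolescent UMIs and 1 adult UMI, had a CPM ratio of 1729 with a counting interval of 310.1 to 68326. H19 had 37450 adolescent and 171 adult UMIs. The 10 lowest were Sult1e1 (-6.28), Cxcl13 (-5.25), Wisp2 (-5.19), Cxcl14 (-5.14), Fbln7 (-4.47), C3 (-4.34), Enpep (-4.28), Hsd11b1 (-4.22), Cd300lg (-4.17) and Enpp2 (-4.08). Among these, C3 had the most UMIs, 1005 in adolescent and 14233 in adult cells.

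**Figure D3:**
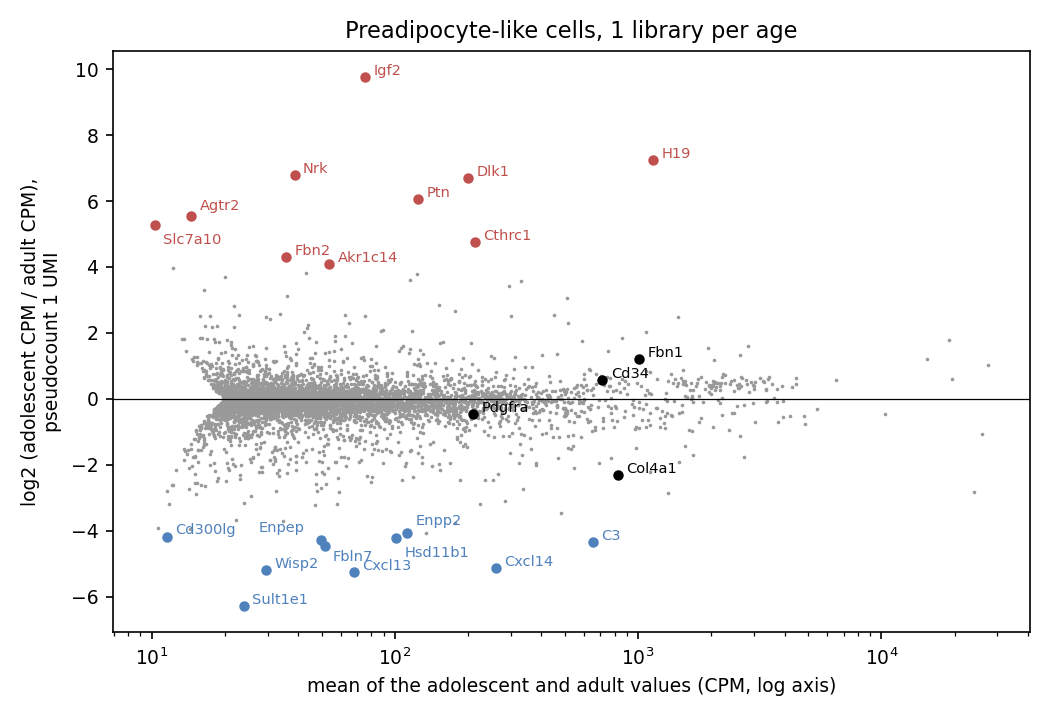
log2 ratio of adolescent over adult CPM in preadipocyte-like cells (vertical axis, pseudocount of 1 UMI) against the mean of both CPM values (horizontal log axis) for the 5571 genes at 20 CPM or more in at least one library. Each point is 1 gene from 1 library per age, without replicates; red and blue mark the 10 highest and 10 lowest ratios, from Igf2 at 9.76 to Sult1e1 at -6.28, and black marks 4 preadipocyte markers.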

Interestingly, among the most differentially expressed genes, enriched in the adolescent SVF, we identified the small uncharged amino acid transporter *Asc-1/ Slc7a10*, which we previously described as marker for mature white adipocytes^13^ (Figs. 1f–g and  2a). 

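Slc7a10, the gene of ASC-1, lies on the plus strand of chromosome 7 of GRCm38, from 35186385 to 35201114. It is a protein-coding gene, and its principal transcript has 11 exons and a 3′ UTR from 35200849 to 35201114, the end that this assay reads. Lrp3 overlaps it on the opposite strand, with CPM values of 23.1 and 17.9 at the 2 ages. In preadipocyte-like cells, 330 Slc7a10 UMIs were counted in the adolescent and 5 in the adult library, or 20.1 CPM (18.0 to 22.4) and 0.435 CPM (0.141 to 1.02). The CPM ratio was 46.3 (19.6 to 143), a log2 ratio of 5.53 without a pseudocount, which was larger than counting error but has no replicate check. By log2 ratio, Slc7a10 ranked 7 among the genes at 20 CPM or more, a minimum that it only just reached. Under the alternatives the ratio lay between 28.9 (9.57 to 143), with cells holding any UMI of an endothelial or mural marker left out, and 64.2 (21.7 to 314), with cells counted by at least 1 Pdgfra UMI. At 1000 UMIs per cell, 32 of 1633 adolescent preadipocyte-like cells, or 1.96% (1.34% to 2.76%), held a Slc7a10 UMI. None of the 1426 adult cells did at this depth, which allows a share of up to 0.210%. As background at the same depth, none of 667 adolescent B-cell-like cells held one, which allows up to 0.450%, and 2 of 1070 adult B-cell-like cells did, or 0.187% (0.0226% to 0.674%). In T-cell-like cells, none of 335 adolescent and none of 477 adult cells did, which allows up to 0.896% and 0.629%. Median depths before thinning were 10258 and 8302 UMIs in adolescent and adult preadipocyte-like cells, 2957 and 2522.5 UMIs in B-cell-like cells, and 4277 and 3584 UMIs in T-cell-like cells, and no cell was left out by the thinning. These shares come from 1 random thinning. Over all possible thinnings, a mean computed after the values had been seen, the shares were 1.87% and 0.0358% in adolescent and adult preadipocyte-like cells and 0.135% and 0.0804% in B-cell-like cells. Without thinning, 267 adolescent preadipocyte-like cells, or 16.4% (14.6% to 18.2%), and 5 adult ones, or 0.351% (0.114% to 0.816%), held a Slc7a10 UMI. The adult level in preadipocyte-like cells was no higher than the 0.672 CPM (0.0814 to 2.43) of adult B-cell-like cells, so expression in adult cells was not detectable above background at this depth. Adipoq, a transcript of mature adipocytes, had 19 UMIs or 1.16 CPM (0.698 to 1.81) in the adolescent preadipocyte-like cells. The paper places Asc-1 among the genes that differ most between the ages, and then turns to clusters of adolescent preadipocytes.

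**Figure D4:**
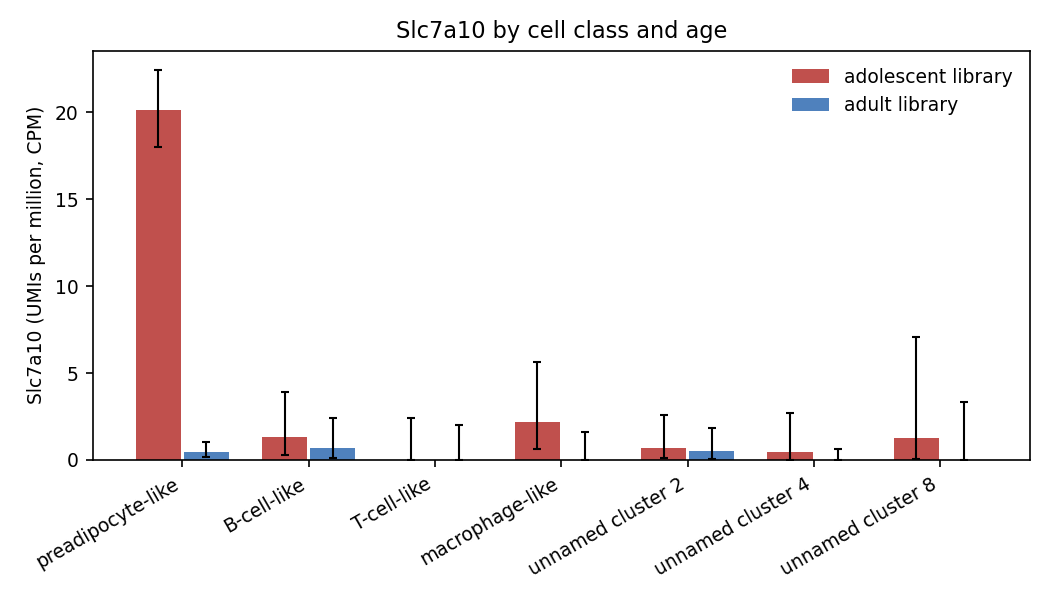
Slc7a10 level (CPM) by rebuilt cell class in the adolescent (red) and adult (blue) library. Bars are 1 sum per class and library, error bars are 95% exact Poisson intervals for counting error, and mast-cell-like cells are left out for their small number; adolescent preadipocyte-like cells stand at 20.1 CPM and the other sums at 2.19 CPM or less.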

We identified two major clusters in the adolescent preadipocytes (Supplementary Fig. 1a), one of which is enriched in *Asc-1*^+^ cells (Supplementary Fig. 1b, c; *P* value of 1.41E−07, *t* test), which we used to compare gene expression between *Asc-1* enriched and *Asc-1* low cell populations. 

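The 1633 adolescent preadipocyte-like cells were processed again on their own after Supplementary Data 3, with log1p transformed values and Louvain clustering at resolution 0.5, which gave 2 clusters of 1111 and 522 cells. Since genes that shape clusters should not be compared between them, the clustering was repeated with Slc7a10, Srr, Cd34, Dpp4, Dlk1 and Fabp4 left out. It again gave 2 clusters, of 1112 and 521 cells, and 7 cells changed sides. Other genes that differ strongly between the clusters stayed in, such as Pi16 with a ratio of 18.6 and Wnt2 with 15.1. Leaving out the compared genes therefore does not make their differences independent of the clustering. The clusters were told apart by their Dpp4 level and are called Dpp4-high and Dpp4-low. In the Dpp4-high cluster, 268 Slc7a10 UMIs were counted, or 23.4 CPM (20.7 to 26.4), and in the Dpp4-low cluster 62 UMIs, or 12.5 CPM (9.61 to 16.1). The CPM ratio was 1.87 (1.41 to 2.51). The Dpp4-high cluster held 68.1% of the cells and 81.2% of the Slc7a10 UMIs. At 1000 UMIs per cell, with no cell left out, 21 Dpp4-high cells, or 1.89% (1.17% to 2.87%), and 3 Dpp4-low cells, or 0.576% (0.119% to 1.67%), held a Slc7a10 UMI. This was a separate random thinning of these cells, and its 2 counts add up to fewer cells than the earlier thinning of both clusters together. Over all possible thinnings, a mean also added after the values had been seen, 24.9 Dpp4-high cells (SD between thinnings 4.60), or 2.24%, and 5.55 Dpp4-low cells (SD 2.20), or 1.06%, would hold one. Without thinning the shares were 19.3% (17.1% to 21.8%) and 9.98% (7.54% to 12.9%), at median depths of 10750 and 9548 UMIs. Both levels lay above the 1.34 CPM (0.277 to 3.92) of adolescent B-cell-like cells, so Slc7a10 was detected in both clusters. The alternative that moved the ratio most, leaving out cells with any endothelial or mural marker UMI, gave 2.56 (1.41 to 5.04). All of these cells came from 1 library, and no test between the clusters was made.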

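Across the 5504 genes at 20 CPM or more in at least one of the 2 adolescent clusters, the log2 ratio of Dpp4-high over Dpp4-low had quartiles of -0.28 and 0.23 and a median of -0.03. The middle 90% of the genes ran from -1.17 to 1.08. Clusters are made so that their genes differ, so the spread was also taken from UMIs that had no part in making them. The UMIs of each cell were divided at random into 2 equal parts, the clusters were built from one part, and the ratios were read from the other. The quartiles were then -0.31 and 0.25 across 5523 genes, with the middle 90% from -1.20 to 1.08. No count of differentially expressed genes and no gene set test was made from these cells, which are not replicates.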

Differential gene expression analysis revealed 2442 genes and gene set enrichment analysis indicated that the differences between both clusters are mainly related to developmental processes (Supplementary Tables 1 and 2). 

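Srr, which encodes serine racemase, lies on the minus strand of chromosome 11 of GRCm38 from 74906359 to 74925948, and overlaps Smg6 and Tsr1 on the opposite strand. It had 126 UMIs in the Dpp4-high and 53 in the Dpp4-low adolescent cluster, which is 11.0 CPM (9.17 to 13.1) and 10.7 CPM (8.02 to 14.0). The ratio of 1.03 (0.740 to 1.44) was within counting error, and a difference smaller than that interval was not detectable at this depth. One alternative changed this. With cells holding any endothelial or mural marker UMI left out, the ratio was 2.49 (1.21 to 5.74).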

Serine racemase (SRR), the enzyme generating the NMDAR co-agonist D-serine that is transported by ASC-1 was not differentially expressed between these two clusters (Supplementary Fig. 1b, c). Thus, we identified a unique subpopulation of precursor cells high for the stem cell marker *Cd34* and the marker for fibro-inflammatory stromal cells *Dpp4*, but low for the classical preadipocyte marker *Dlk1* and the mature adipocyte marker *Fabp4* that express *Asc-1*, a marker for mature adipocytes (Supplementary Fig. 1b), which was recently identified as interstitial progenitors by Merrick and colleagues^14^.

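The remaining compared genes, also left out of the clustering, differed between the adolescent clusters by more than counting error. Cd34, on chromosome 1 from 194938819 to 194961279, stood at 1053 CPM (1034.5 to 1072) in the Dpp4-high cluster and 392 CPM (375 to 409.8) in the Dpp4-low cluster, a ratio of 2.69 (2.56 to 2.82). Dpp4, on chromosome 2 from 62330073 to 62412231, served to orient the clusters, so its direction is given by construction. Its size was 291 CPM (281 to 301.1) against 29.1 CPM (24.5 to 34.3), a ratio of 10.0 (8.46 to 11.9). Dlk1, on chromosome 12 from 109452823 to 109463336, had the opposite order with 98.1 CPM (92.5 to 104) and 1089.9 CPM (1061 to 1119), and was 11.1-fold lower in the Dpp4-high cluster. Fabp4, on chromosome 3 from 10204088 to 10208576, was 30.04-fold lower there, with 32.7 CPM (29.5 to 36.2) against 982 CPM (954 to 1009.8). From these genes and the enrichment of Asc-1, the paper concludes that these cells are a precursor subpopulation, and it relates them to interstitial progenitors described by others.

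**Figure D5:**
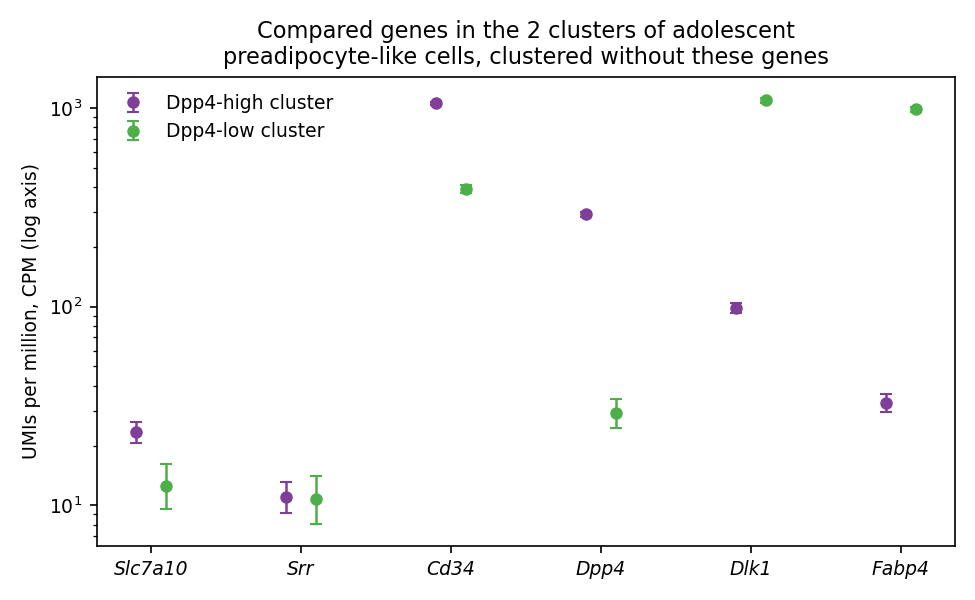
Level (CPM, log axis) of the 6 compared genes in the Dpp4-high (purple) and Dpp4-low (green) clusters of adolescent preadipocyte-like cells. Points are 1 sum per cluster from 1 library and bars are 95% exact Poisson intervals for counting error; the intervals of Srr overlap, and Fabp4 has the widest gap, 32.7 against 982 CPM.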

**Fig. 1:**
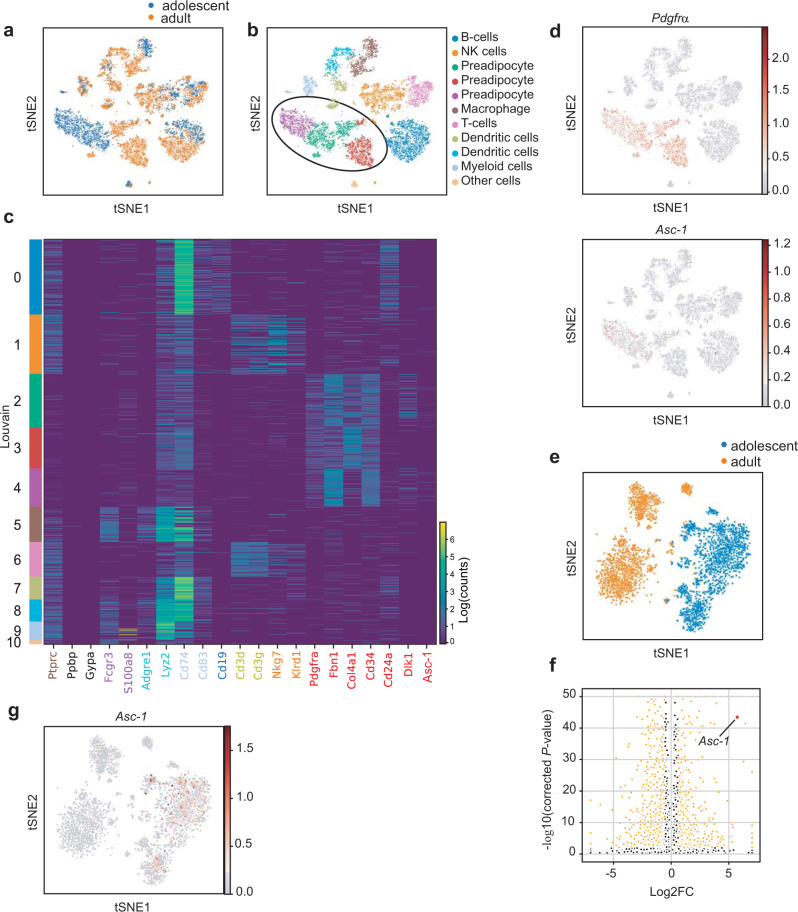
Single-cell sequencing reveals major differences between adolescent and adult preadipocytes. Single-cell sequencing of cells of the subcutaneous stromal vascular fraction from 2- to 8-week-old male C57Bl/6 mice. Cells were pooled from the SCF of seven (2 weeks old) and five (8 weeks old) mice. *T*-stochastic neighborhood embedding (*t*-SNE) of union of adolescent and adult cells of the SCF SVF (*n* = 9344) with mouse age (**a**) and Louvain group (**b**) superimposed. The circle indicates clusters containing preadipocytes. **c** Log1p expression [log1p = log(*X* + 1), where *X* is the expression of gene of interest in particular cell. Note that *X*, the mRNA counts from the alignment, are integer numbers] of different cell type markers in the 11 louvain clusters by cell (*n*_0_ = 1733, *n*_1_ = 1379, *n*_2_ = 1222, *n*_3_ = 948, *n*_4_ = 892, *n*_5_ = 816, *n*_6_ = 799, *n*_7_ = 518, *n*_8_ = 514, *n*_9_ = 421, *n*_10_ = 102). Leukocytes (*Ptprc*), T cells (*CD3d*, *CD3g*), NK cells (*Nkg7*, *Klrd1*), myeloid cells (*Fcgr3*, *S100a8*), macrophages (*Adgre1*, *Lyz2*), dendritic cells (*CD74*, *CD83*), B cells (*CD19*), megakaryocytes (*Ppbp*), erythrocytes (*Gypa*), and preadipocytes (*Pdgfra*, *Fbn1*, *Col4a1*, *CD34*, *CD24a*, *Dlk1*, *Asc-1*). **d** *t*-SNE of union of adolescent and adult cells of the SCF SVF (*n* = 9344) with log1p *Pdgfra* and *Asc-1* expression superimposed. **e** *t*-SNE of preadipocytes from adolescent and adult SCF (*n* = 3,062) colored by age. **f** Volcano plot of comparison between adolescent and adult preadipocytes with differential expression (false discovery rate-corrected *P* value <0.01, Welch’s *t* test) indicated by log1p expression. Each dot is a gene. Black: not differentially expressed, yellow: differentially expressed, red: Asc-1. **g** *t*-SNE of preadipocytes from adolescent and adult SCF (*n* = 3062) colored by *Asc-1* expression.

**Fig. 2:**
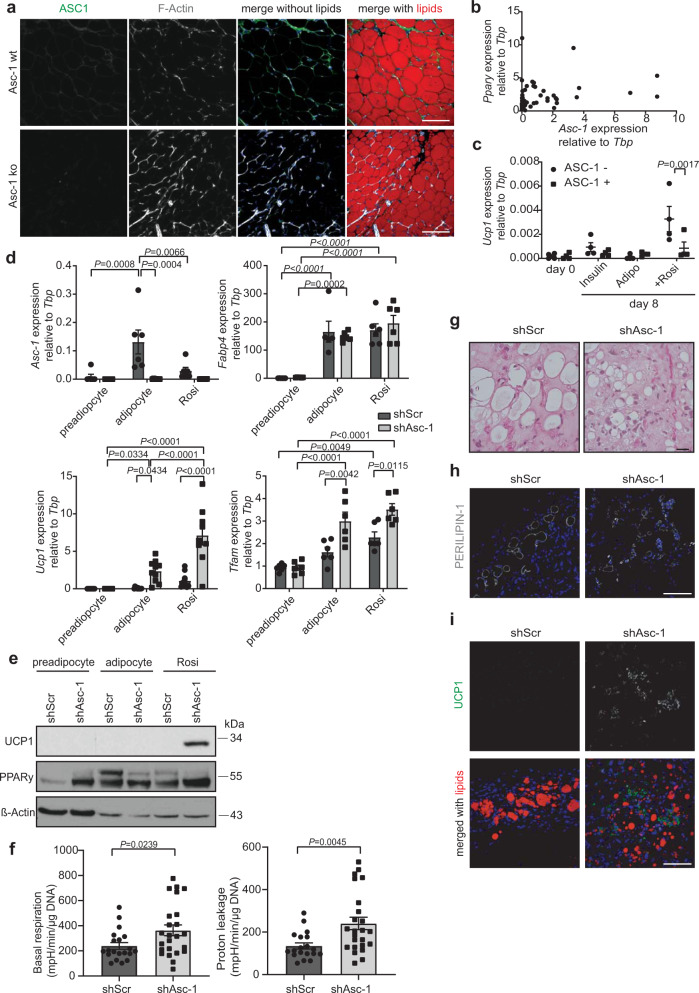
Loss of Asc-1 function induces beiging in white adipocytes. **a** Immunofluorescence staining of ASC-1 (green), F-Actin (gray), and lipids (red) in SCF of 2 week old Asc-1 wt and ko mice (*n* = 1). Size bar 100 µm. **b** Correlation between *Asc-1* and *Ppary* expression in 52 immortalized preadipocyte clones derived from adult subcutaneous SVF. **c** Relative *Ucp1* expression before (day 0) or after 8 days of differentiation of MACS-sorted ASC-1^+^ and ASC-1^−^ preadipocytes with either insulin alone, the normal differentiation protocol (Adipo) or the differentiation protocol plus 1 µM rosiglitazone (*n* = 4). *Asc-1* knockdown (shAsc-1) and control (shScr) immortalized subcutaneous preadipocytes were grown to 100% confluence, and RNA or protein was taken from the day of differentiation start (preadipocyte) and after 8 days of differentiation with (Rosi) or without rosiglitazone (adipocyte). **d** Relative gene expression of *Asc-1* (*n* = 6, only shAsc-1 preadipocyte *n* = 5), *Fabp4* (*n* = 6, only shScr adipocyte *n* = 5), *Ucp1* (*n* = 10, only shScr preadipocyte and shAsc-1 Rosi *n* = 9), and *Tfam* (*n* = 6). **e** Western blot of UCP1 (33 kDa), PPARy (54 kDa), and β-actin (42 kDa). **f** Basal respiration (*n* = 20 shScr and 24 shAsc-1 technical replicates) and proton leakage (*n* = 19 shScr and 24 shAsc-1 technical replicates) calculated from the OCR measured by a Seahorse flux analyzer after differentiation with rosiglitazone, normalized to DNA content (*n* = 3 biologicalreplicates). **g** Balb/c nude mice were injected with shAsc-1 and shScr preadipocytes over the sternum. Histology (*n* = 1; size bar 20 µm) and **h**–**i** immunofluorescence staining of engrafted tissue 6 weeks post transplantation. Green: UCP1 (*n* = 2), red: lipids, blue: DAPI, and gray: PERILIPIN-1 (*n* = 1 shScr-2 shAsc-1). Size bar 100 µm. Statistics were calculated using ordinary two-way ANOVA with Tukey’s multiple comparison post hoc test or two-tailed unpaired Students *t* test (**f**). Data are shown as mean ± SEM.

### *Asc-1* marks cells favoring white adipocyte differentiation

Expression analysis in clones derived from the immortalized SVF of subcutaneous fat of adult mice showed that *Asc-1*^*+*^ cells can also be detected in adults, albeit in lower number compared to adolescent SVF (Fig. 2b). Antibody-based sorting and culturing of ASC-1^+^ and ASC-1^−^ cells confirmed initial stable expression or absence of *Asc-1* in these cells, respectively (Supplementary Fig. 1d). However, further passaging of these cells resulted in re-expression of *Asc-1* in the initially ASC-1^−^ cells (Supplementary Fig. 1e). Differentiation using either the standard differentiation protocol, insulin alone, or differentiation in the presence of rosiglitazone did not reveal differences in *Ppary* expression, as marker for adipogenesis between the two cell populations. In contrast, differentiation in the presence of the PPARy agonist rosiglitazone increased expression of *Ucp1* in initially ASC-1^−^, but not ASC-1^+^ cells (Fig. 2c). Thus, Asc-1 appears to mark a transient precursor state favoring white over beige adipocyte differentiation.

### Knockout of *Asc-1* results in a complex metabolic phenotype

To address the role of *Asc-1* in adipose tissue in vivo, we studied whole body knockout mice for *Asc-1* (Fig. 2a and Supplementary Fig. 2a). ASC-1 transports small uncharged L-amino acids, as well as the NMDA receptor co-agonist D-serine^15–18^. Loss of *Asc-1* results in a severe neurological phenotype and early postnatal lethality within 3 weeks after birth due to reduced glycine levels^19^ and synaptic accumulation of D-serine^18–20^. Thus, we analyzed a potential role of *Asc-1* in adipose tissue within the first 2 weeks postpartum. In addition to the neurological phenotype, *Asc-1* knockout mice show a complex metabolic phenotype with reduced body size and weight, hepatosteatosis, hypoglycemia, and reduced body temperature (Supplementary Fig. 2b–f), the latter most likely due to a strong decrease in *Ucp1* expression in brown fat (Supplementary Fig. 2h). However, these phenotypes are most likely secondary as *Asc-1* is not expressed in BAT, liver, or skeletal muscle^13^. We did not observe differences in gene expression of other thermogenic genes in BAT, despite a reduction in the mitochondrial transcription factor *Tfam*, suggesting reduced mitochondrial mass (Supplementary Fig. 2h). SCF mass was slightly reduced (Supplementary Fig. 2g) and histology revealed reduced adipocyte sizes in SCF and BAT (Supplementary Fig. 2i). We observed an increase in UCP1-positive beige adipocytes in SCF by staining, whereas gene expression and protein levels of UCP1, or other adipogenic and thermogenic genes were not altered (Supplementary Fig. 2i–k). The discrepancy between the stainings and mRNA expression of *Ucp1* is puzzling, and could suggest that similar to BAT the overall pathology of the *Asc-1* knockout reduces thermogenic gene expression in beige adipocytes, while the cells retain some of their UCP1 protein. Thus, the severe neurological defects caused by the loss of Asc-1 in the central nervous system restrict the analysis of its metabolic role in adipose tissue. To this end, we tested if heterozygous loss of *Asc-1* results in a metabolic phenotype, as previously described for various other genes^21^. We analyzed male and female *Asc-1* heterozygous mice fed either a chow or high-fat diet (HFD) for 13 weeks. We did not observe genotype specific differences in body weight gain, body temperature, hepatic lipid accumulation, adipose tissue mass, glucose or insulin tolerance, and thermogenic gene expression in either BAT or SCF (Supplementary Fig. 2l–t), indicating that haploinsufficiency of *Asc-1* does not cause metabolic impairment or changes in white adipose tissue.

### Loss of *Asc-1* induces beige adipocyte differentiation

To elucidate the function of *Asc-1*, we generated cell lines with a stable knockdown of Asc-1, together with cells expressing a scrambled shRNA as control from adult subcutaneous preadipocytes (Fig. 2d and Supplementary Fig. 3a). As previously described^13^, *Asc-1* expression was increased upon adipocyte differentiation. However, the treatment with rosiglitazone significantly reduced *Asc-1* expression in control cells, while increasing *Ucp1* expression (Fig. 2d). Knockdown of *Asc-1* almost completely abolished *Asc-1* mRNA and protein levels (Fig. 2d and Supplementary Fig. 3a). Loss of *Asc-1* did not impair adipocyte differentiation (Fig. 2d and Supplementary Fig. 3b). Conversely, shAsc-1 adipocytes expressed significantly higher *Ucp1* levels compared to shScr cells, especially when differentiated with rosiglitazone (Fig. 2d), which was also confirmed on protein levels (Fig. 2e). Similar expression changes were observed for other brown/beige adipocyte markers, such as *P2rx5* and *Pgc1α*, while expression of *Prdm16* and *Pat2* were slightly but not significantly increased in the shAsc-1 compared to control cells (Supplementary Fig. 3b). In line with the increased expression of thermogenic genes in shAsc-1 cells, *Tfam* expression (Fig. 2d), as well as protein content of complexes 1 and 4 of the mitochondrial respiratory chain were increased, especially in rosiglitazone-treated shAsc-1 cells (Supplementary Fig. 3c). Seahorse extracellular flux measurements confirmed increased mitochondrial basal respiration and proton leakage (Fig. 2f) in shAsc-1 cells compared to controls, providing evidence that loss of *Asc-1* results in the formation of functional beige adipocytes. To assess the ability of *Asc-1*-deficient cells to form beige adipocytes in vivo, we injected shAsc-1 and shScr cells subcutaneously on top of the sternum of Balb/c nude mice. However, due to specifications from our animal protocol, we had to house the mice at thermoneutrality, which usually reduces the formation of beige adipocytes. Histology and PERILIPIN-1 staining of engrafted shAsc-1 cells showed smaller and multilocular lipid droplet formation compared to shScr, which showed bigger and predominantly unilocular lipids (Fig. 2g–h). Furthermore, in line with in vitro findings, we observed cells expressing UCP1 in engrafted tissue of shAsc-1, which we did not observe in shScr transplants, further demonstrating that Asc-1 regulates white versus beige adipocyte identity (Fig. 2i).

### *Asc-1* overexpression blunts brown adipocyte *Ucp1* expression

Next, we tested if *Asc-1* overexpression could suppress thermogenic gene expression in brown adipocytes. We established a cell line stably overexpressing HA-tagged Asc-1 together with its co-receptor 4F2hc^22^ in immortalized brown preadipocytes (Fig. 3a, b). Immunostainings of brown preadipocytes and adipocytes showed, that ASC-1 localized to the plasma membrane in mature adipocytes, and to non-actin containing structures in preadipocytes (Supplementary Fig. 3d). Overexpression of *Asc-1* had no effect on brown adipocyte differentiation, when differentiated in the presence of rosiglitazone (Fig. 3c), albeit *Ppary*, *Fabp4*, and *Adiponectin* mRNA levels were reduced upon differentiation without rosiglitazone and PPARy1, but not PPARy 2, protein levels in general. Importantly, overexpression of Asc-1 resulted in decreased expression of *Ucp1*, *Pgc1α*, *Prdm16*, *Pat2*, and a minor nonsignificant reduction in *Tfam* expression compared to GFP expressing control cells (Fig. 3c, d and Supplementary Fig. 3e) in brown adipocytes differentiated with or without rosiglitazone. Hence, *Asc-1* actively suppresses brown/beige adipocyte-specific gene expression and loss of *Asc-1* in white preadipocytes promotes differentiation of beige adipocytes.

**Fig. 3:**
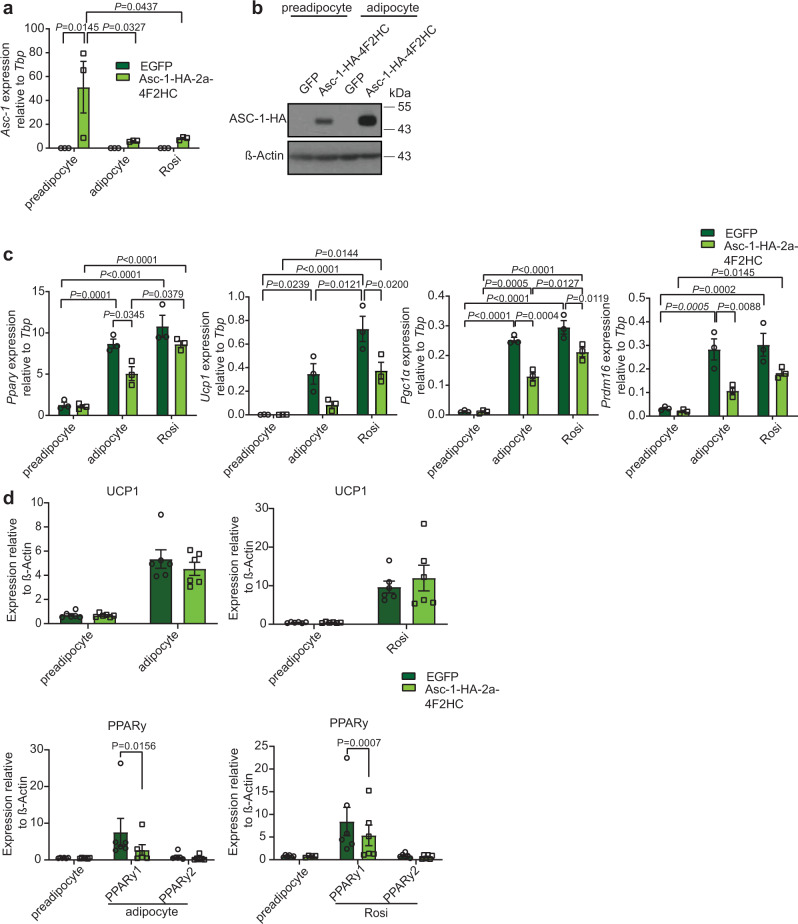
Overexpression of Asc-1 in brown (pre-)adipocytes suppresses thermogenic gene expression. **a** Asc-1-HA-2a-4F2HC or EGFP overexpressing brown preadipocytes were grown to 100% confluence, and RNA or protein was collected from the day of differentiation start (preadipocyte), and after 8 days of differentiation with (Rosi) or without rosiglitazone (adipocyte) and relative gene expression of *Asc-1* measured (*n* = 3). **b** Western blot of ASC-1-HA (45 kDa) and β-actin (42 kDa; *n* = 2). **c** Relative gene expression of *Ppary* (*n* = 3), *Ucp1* (*n* = 3), *Pgc1α* (*n* = 3), and *Prdm16* (*n* = 3). **d** Quantification of PPARy1 and 2 and UCP1 (33 kDa) protein levels relative to β-actin (42 kDa; *n* = 6, only preadipocyte in Ppary blot of Rosi *n* = 4). The same preadipocyte samples were used as controls for the different differentiation conditions. Statistics were calculated using two-way ANOVA with Tukey’s or Sidak’s (for **a**, Pgc1α in **c**, and Ucp1 and Ppary1–2 for adipocyte in **d**) or two-way ANOVA mixed-effects analysis (Ppary1–2 for Rosi in **d**) multiple comparison post hoc test. Data are shown as mean ± SEM.

### Loss of Asc-1 primes preadipocytes for beiging

We then tested if loss of *Asc-1* in preadipocytes primes these cells to a beige adipocyte fate prior to differentiation. We observed significantly increased expression of *Ppary* and *Prdm16*, but not *Pgc1α* in subconfluent proliferating shAsc-1 preadipocytes compared to control cells (Fig. 4a). As *Ppary* is the key regulator of adipocyte differentiation and together with Prdm16 induces beiging^23^, we tested if shAsc-1 preadipocytes can spontaneously differentiate into beige adipocytes. Preadipocytes were grown to confluency and incubated for eight additional days with either normal growth medium, growth medium with 100 nM insulin, or differentiated following our regular differentiation protocol (Fig. 4b). shAsc-1 preadipocytes already expressed *Ppary* to the same extend as fully differentiated control adipocytes, and its expression was further increased upon insulin supplementation reaching the same level as following the differentiation protocol (Fig. 4b). This strongly suggested spontaneous differentiation of shAsc-1 cells, which we confirmed by live cell imaging (Supplementary Movie 1). Moreover, we observed proliferating lipid laden shAsc-1 adipocytes (Supplementary Movie 1), which is extremely surprising as differentiating adipocytes are thought to be post mitotic^24^. *Ucp1* mRNA and protein levels were high in shAsc-1 adipocytes differentiated with insulin and further increased in insulin plus rosiglitazone-treated cells (Fig. 4b, c). Similarly, insulin was sufficient to increase *Pgc1α* and *Prdm16* expression (Fig. 4b) in shAsc-1 adipocytes. Together, these data show that loss of *Asc-1* results in spontaneous differentiation of a subset of preadipocytes into beige adipocytes, supporting the notion that the presence of *Asc-1* suppresses beige adipocyte lineage commitment. Moreover, these data explain why insulin alone results in a more pronounced expression of *Ucp1* and other thermogenic genes, as *Asc-1* negative cells do not differentiate spontaneously, while cells that had expressed *Asc-1* but were depleted for it by RNAi, spontaneously differentiate into beige adipocytes and proliferate to take over the culture.

**Fig. 4:**
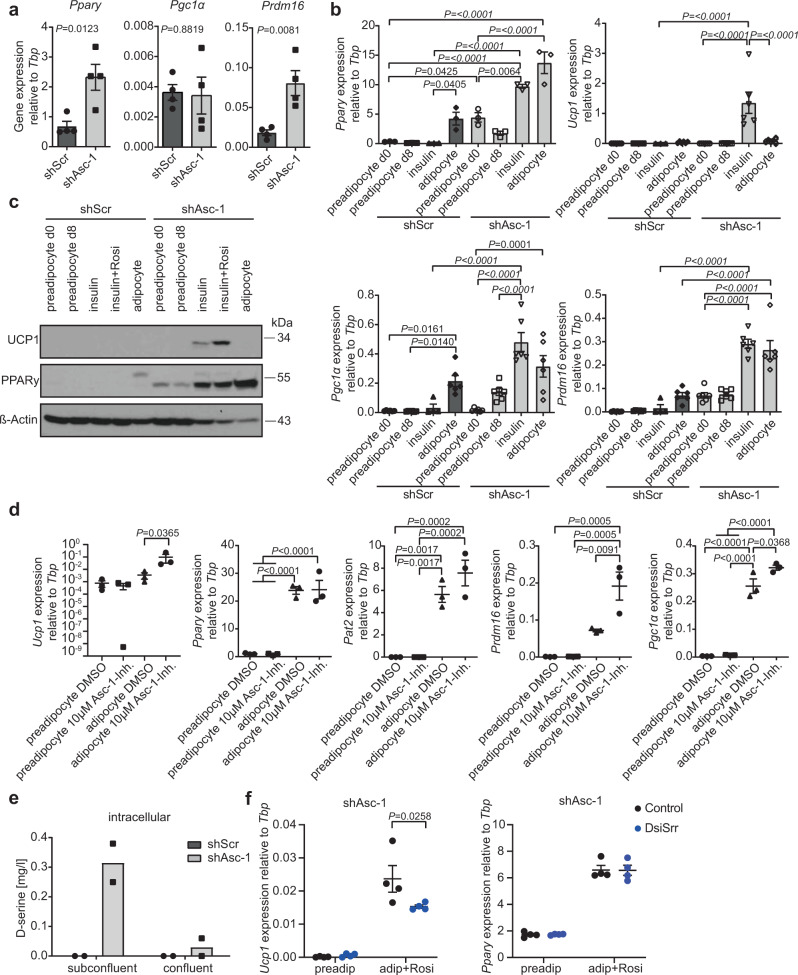
Asc-1 regulates white versus beige adipocyte lineage commitment in a subset of proliferating precursors. **a** *Ppary*, *Pgc1α*, and *Prdm16* gene expression of subconfluent proliferating shAsc-1 and shScr preadipocytes (*n* = 4). **b** Preadipocytes were grown to 100% confluence and differentiation was induced. RNA was taken from the day of differentiation start (preadipocyte d0) and after 8 days (preadipocyte d8), as well as after 8 days of insulin treatment (insulin), insulin and rosiglitazone treatment (insulin + rosi), or differentiation (adipocyte). Relative gene expression of *Ppary* (*n* = 3), *Ucp1* (*n* = 6; for shScr insulin *n* = 3), *Pgc1α* (*n* = 6; for shScr insulin *n* = 4), and *Prdm16* (*n* = 6; for shScr insulin *n* = 4). **c** Western blot of UCP1 (33 kDa), PPARy (54 kDa), and β-actin (42 kDa; *n* = 1). **d** shScr preadipoctyes were plated in presence of 10 µM Asc-1 inhibitor (BMS-466442) or DMSO as control. After 2 days, when cells reached 100% confluency, differentiation was induced with Asc-1 inhibitor or DMSO. Relative gene expression of *Ucp1* (*n* = 3; one-way ANOVA performed with log transformed data), *Ppary* (*n* = 3), *Pat2* (*n* = 3), *Prdm16* (*n* = 3), and *Pgc1α* (*n* = 3). **e** Intracellular D-serine levels of subconfluent and confluent preadipocytes (*n* = 2). **f** Srr was knocked down using DsiSrr in proliferating shAsc-1 preadipocytes and differentiated upon confluency. *Ucp1* and *Ppary* mRNA levels of shAsc-1 cells at day of induction (preadip) or cells differentiated following the regular differentiation protocol, including rosiglitazone (adip + Rosi). A scrambled DsiRNA was used as negative Control (Control) for knockdown (*n* = 4). Statistics were calculated using two-tailed *t* test (**a**) or ordinary one-way or two-way (**f**) ANOVA with Tukey’s or Sidak’s multiple comparison post hoc test. Data are shown as mean ± SEM.

### Intracellular D-serine regulates beiging

Based on these data, we tested if the inhibition of Asc-1 using BMS-466442 (ref. ^25^) in proliferating preadipocytes could induce beiging. Preadipocytes were treated with the Asc-1 inhibitor 2 days prior to reaching confluency and throughout differentiation (Fig. 4d). Inhibition of ASC-1 did not result in immediate changes in gene expression in preadipocytes. However, when ASC-1 activity was inhibited in proliferating preadipocytes, these cells differentiated into beige adipocytes, as shown by increased expression of *Ucp1*, *Prdm16*, and *Pgc1α*. Inhibition of ASC-1 had no effect on the differentiation per se as evidenced by equal expression of *Ppary* (Fig. 4d). Importantly, ASC-1 inhibition from the day of induction onward did not alter thermogenic gene expression (Supplementary Fig. 4a). Thus, these data demonstrate that ASC-1 transport activity in proliferating preadipocytes is necessary to suppress the differentiation of a subset of cells into beige adipocytes.

ASC-1 bidirectionally transports small, neutral L-amino acids^15,22^, as well as D-serine and loss of *Asc-1* altered intracellular L-amino acid levels of both preadipocytes and adipocytes, with little changes in the medium (Supplementary Fig. 4b). However, depletion of the ASC-1 cargos alanine, serine, glycine and glutamine from the cell culture medium did not alter expression of *Ppary, Ucp1* or *Pgc1α* in either control or shAsc-1 cells (Supplementary Fig. 4c). In contrast to the overall reduction in intracellular L-amino acid levels, we observed an intracellular accumulation of D-serine in both; subconfluent, proliferating (Fig. 4e), as well as confluent shAsc-1 cells, which resulted in reduced extracellular D-serine concentrations (Supplementary Fig. 4d). Cell culture medium can contain up to 0.4 mg/l D-serine, thus the intracellular and extracellular levels could result from de novo synthesis by SRR or uptake form the medium. However, the accumulation of intracellular D-serine suggests an inhibition of the export of de novo synthesized D-serine upon loss of *Asc-1*. To test if increasing extracellular D-serine levels could alter brown/beige adipocyte gene expression, we differentiated brown control and *Asc-1* overexpressing brown preadipocytes in the presence of different D-serine concentrations. However, this had no effect on the expression of either *Ppary* or *Ucp1* (Supplementary Fig. 4e). To fully explore the role of elevated extracellular D-serine levels on beige adipocyte differentiation in vivo, we analyzed adipose samples from mice with chronically elevated systemic D-serine levels using supplementation of the drinking water^26^. Chronic supplementation with D-serine raised D-serine tissue levels in both SCF and BAT (Supplementary Fig. 4f). We did not observe any changes in *Ucp1* expression in white adipose tissues on chow or HFD (Supplementary Fig. 4g), suggesting also in vivo that the observed effects on white adipocyte beiging are most likely mediated through an intracellular accumulation of D-serine. However, we observed a reduction in *Ucp1* expression in BAT of CD-fed D-serine supplemented mice (Supplementary Fig. 4g). NMR-based metabolomics of confluent control and shAsc-1 preadipocytes confirmed the depletion of intracellular L-amino acid levels and revealed accumulation of lipids, myo-inositol, choline, and phosphocholine indicative of adipogenesis^27^; however, it did not identify metabolites that could explain how D-serine mediates the reprogramming of the preadipocytes toward beige adipogenesis (Supplementary Fig. 4h and Supplementary Table 3). Nevertheless, knockdown of serine racemase (*Srr*), converting L-serine to D-serine, significantly reduced *Ucp1* expression in shAsc-1 adipocytes when the knockdown was performed in proliferating preadipocytes (2 days prior to the induction of differentiation). The knockdown of *Srr* had no effect on adipocyte differentiation (Fig. 4f and Supplementary Fig. 4i). In line with the overall very low levels of D-serine in control cells (Fig. 4e), knockdown of *Srr* did not alter *Ucp1* mRNA levels in shScr cells compared to controls (Supplementary Fig. 4i). These data suggest that the accumulation of intracellular D-serine due to knockdown of *Asc-1* contributes to the beiging of a subset of white subcutaneous preadipocytes. However, we cannot exclude the possibility that other ASC-1 cargos that remain to be identified, can also contribute to the observed beiging.

## Discussion

Utilizing an unbiased view on the differences between adolescent and adult stromal vascular cells, we observe major differences in gene expression of preadipocyte populations. This allowed us to identify a previously undescribed transient *Asc-1*^*+*^ precursor population, differentiating into white and not beige adipocytes. Additional studies are required to identify and describe additional differences between these two states, especially with respect to adipose tissue expansion and triacylglyceride storage capacity that could help understanding differences in the developmental versus pathological adipose tissue expansion. Focusing on the role of *Asc-1*, we demonstrate that *Asc-1* regulates beige versus white adipocyte lineage decision. One possible mode of action of ASC-1 is the export of D-serine, intracellularly produced by SRR. Consequently, we show that the loss of *Asc-1* results in intracellular accumulation of D-serine and knockdown of *Srr*, in *Asc-1* knockdown cells, reduced the expression of *Ucp1*. However, ASC-1 also transports several other amino acids, of which reduced glycine levels have been shown to be responsible for the severe neurological defects in *Asc-1* knockout animals^19^. Thus, we cannot exclude or verify that other amino acids or metabolites could also play a role in the role of *Asc-1* in determining beige versus white adipocyte differentiation. In addition to the observed phenotypes, the presence of the machinery to produce and transport D-serine, and its only known function as co-agonist of the NMDA receptors, raises the question on the function of NMDARs in adipose tissues.

Taken together, our data highlight the complexity of adipose lineage decisions and the plasticity of adipose tissue to respond to various environmental cues to shape tissue architecture, cellular composition, and ultimately function. While most work to date focuses on understanding the transition from lean metabolically intact to obese and metabolically impaired individuals, we propose to utilize non-pathological developmental programs, such as initial adipose tissue expansion to elucidate previously unrecognized pathways enabling healthy tissue remodeling in the adult state.

## Methods

### Mouse models

Heterozygous Asc-1 knockout mice were purchased from Deltagen (B6;129P2-Slc7a10^tm1Dgen^/H), and bred and housed under 45–65% humidity and a 12 h light:12 h dark cycle at ambient temperature 22 ± 2 °C. Whole body knockout mice and littermate controls were sacrificed 1 or 2 weeks after birth. For the comparison of older mice, Asc-1 heterozygous mice and wild-type littermates were fed a standard laboratory chow diet (Altromin 1314) or a 58% HFD (Research Diets D12331) ad libitum from an age of 8 weeks on.

For D-serine supplementation, male C57BL/6N-Rj mice were purchased from Janvier at an age of 3 weeks. Mice received either normal water or water supplemented with 1% D-serine ad libitum.

For preadipocyte transplantation, shAsc-1 and shScr preadipocytes were collected in CellStripper (Corning) buffer, washed one time with DPBS and pelleted at 300 × *g* for 5 min. A total of 1 × 10^6^ cells were resuspended in 100 µl of 50% pure DMEM (Dulbecco’s Modified Eagle Medium) and 50% Matrigel (Biosciences). Male Balb/c nude mice were subcutaneously injected on top of the sternum with a 25 G syringe. Transplanted mice were kept at thermoneutrality and single housed for 5–6 weeks. Engrafted tissues were removed and fixed in 4% PFA. Animal experiments were conducted in accordance with the German animal welfare law and performed with permission, and in accordance with all relevant guidelines and regulations of the district government of Upper Bavaria (Bavaria, Germany), ROB-55.2Vet-2532.Vet_02-14-33, ROB-55.2-2532.Vet_02-16-52, ROB-55.2-2532.Vet_02-18-188, and ROB-55.2-2532.Vet_02-17-125.

### Single-cell sequencing

Single-cell libraries were generated using the ChromiumTM Single-cell 3′ library and gel bead kit v2 (PN #120237) from 10× Genomics. Briefly, live cells from the SVF of subcutaneous adipose tissue of 2- and 8-week-old mice were obtained by flow cytometry following dead cell exclusion using 7-AAD. Afterward, cells were loaded onto a channel of the 10× chip to produce Gel Bead-in-Emulsions. This underwent reverse transcription to barcode RNA before cleanup and cDNA amplification followed by enzymatic fragmentation and 5′ adaptor and sample index attachment. Libraries were sequenced on the HiSeq4000 (Illumina) with 150 bp paired-end sequencing of read2 and 50,000 reads per cell. The count matrices are shown as Supplementary Data 1 and 2, and the analysis pipeline as Supplementary Data 3.

### Computational analysis of the single-cell RNA-seq data

For the analysis, an indexed mm10 reference genome was build based on the GRCm38 assembly and genome annotation release 94 from Ensembl. For the alignment, QC, the estimation of valid barcodes, and creating the count matrices, the Cell Ranger pipeline (version 2.1.1, from 10× Genomics, https://support.10xgenomics.com) was run with the command “cellranger count” with standard parameters, except that the number of expected cells was set to 8000 (adolescent sample) and 14,000 (adult sample), respectively, the chemistry was set to “SC3Pv2”. An anndata object was created using the python package Scanpy^28^ (version 1.4.4).

#### Cell type assignment

The workflow was performed in scanpy version 1.4.4 (ref. ^28^). Cells were filtered based on a minimum UMI count of 500. 

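In the deposited counts, the smallest cell held 1798 UMIs in the adolescent and 1380 UMIs in the adult library. The minimum of 500 UMIs therefore removed no cell, and neither did a minimum of 1000 UMIs. A level of 2000 UMIs per cell, used as an alternative depth for thinning, lay above the totals of 90 adolescent and 449 adult cells.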

The remaining cell vectors were normalized to sum a total count of 1e4 by linear scaling. We performed a PCA, took the top 50 PCs to compute a *t*-SNE and a *k*-nearest neighbor (*k*NN) graph (*k* = 100, method = umap). We computed a louvain clustering (resolution = 1, flavor = vtraag) based on the *k*NN graph, we call this clustering louvain_1 in the following. We assigned cell types to clusters based on marker gene expression by cluster.

#### Heterogeneity analysis of preadipocytes

The workflow was performed in scanpy version 1.4.4 (ref. ^28^). We selected the louvain clusters that correspond to preadipocytes from the overall clustering (louvain 1) and separately processed these cells by first filtering for a minimum UMI count of 500, then normalizing to 1e4 counts, then log(*X* + 1) transforming the data followed by PCA with 50 PCs. Again, we computed *t*-SNE and a *k*NN graph (*k* = 100, method = umap) based on the PC space. We computed a louvain clustering (resolution = 1, flavor = vtraag) based on the *k*NN graph, we call this clustering louvain_2 in the following. Similarly, we also computed *t*-SNE and louvain clusterings for preadipocytes from adolescent mice only (louvain_3 with resolution = 1 and a coarser clustering louvain_4 with resolution = 0.5) and from old mice only louvain_5 with resolution = 1).

#### Differential expression analysis

We performed differential expression analysis between two groups with Welch’s *t* tests and performed multiple testing correction with the Benjamini–Hochberg correction.

#### Gene set enrichment analysis

Gene set enrichment analysis was performed with the GSEA^29^ based on genes with a false discovery-corrected *P* value for differential expression lower than 0.01.

### Glucose and insulin tolerance tests

Glucose tolerance tests and insulin tolerance tests were carried out in mice fasted for 4 h. A total of 2 g/kg glucose (20% glucose solution; Braun) or 0.75 U insulin/kg BW (Actrapaid® PenFill® Novo Nordisk) were injected intraperitoneally, and glucose concentrations measured in blood collected from the tail before and 15, 30, 60, 90, and 120 min after the injection using a FreeStyle Freedom Lite glucometer (Abbott).

### Serum and liver metabolites

Serum insulin levels were determined using the Mouse ultrasensitive insulin ELISA kit (Alpco). Liver triglyceride content was measured with the Triglyceride Quantification Colorimetric/Fluorometric Kit (BioVision).

### Histology and imaging

Tissues were fixed in 4% PFA/PBS overnight, paraffin embedded, and sectioned at 2 µm. Sections were stained with hematoxylin and eosin. Immunohistochemistry for UCP1 (anti-UCP1; (Abcam, ab10983; 1:500)) was performed using a VECTASTAIN ABC HRP Kit (Vector Laboratories), following the manufacturer’s instructions with a Mayer’s Hemalum counterstain. For immunofluorescence, a secondary antibody (anti-rabbit Alexa 488 (Life Technologies; 1:500)) was used. Immunofluorescence stainings of UCP1 (Abcam; 1:250) and PERILIPIN-1 (Cell Signalling; 1:200) for transplants were performed on 30 µm cryo-sections after blocking in 3% BSA, and permeabilizing with 1% Triton-X100 and incubated with secondary antibody (anti-rabbit Alexa 594 (Jackson ImmunoResearch; 1:400)). For the determination of ASC-1, tissues were embedded in agarose after fixation and sectioned using a vibratome at 70–100 µm. Sections were stained with an anti-Asc-1 monoclonal antibody (clone 10A11 produced in rat against the peptide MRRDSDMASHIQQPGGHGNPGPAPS of murine Asc-1) and secondary antibody (anti-rat 488 (Life Technologies; 1:400)) was incubated together with Phalloidin Alexa 647 (Life Technologies, 1:100) to stain F-actin and Bodipy 493/503 (1:1000; Life Technologies D3922) to visualize lipids.

To investigate the localization of Asc-1-HA in vitro, cells were fixed 10 min in 10% formalin, washed three times with PBS, and blocked for 1 h in 3% BSA/PBS. Primary antibody was incubated overnight at 4 °C (anti-HA-tag; Roche, 1:100) and secondary antibody (anti-rat Alexa 488 (Life Technologies; 1:500)) mixed with Alexa Fluor® 546 Phalloidin (Life Technologies; 1:100) to stain the actin cytoskeleton and DAPI (1 µg/ml; Merck Millipore) was added for 1 h. Cells were mounted in fluorescent mounting medium (DAKO, S3023) and images were acquired, using a Zeiss scope A1 and a Leica SP5 confocal microscope.

#### Live cell imaging

Subconfluent shAsc-1 cells were cultured in regular growth medium supplemented with 170 nM insulin. Imaging was initiated 4 h post seeding and continued for 3 days. The live cell imaging was performed with the Zeiss Cell Observer microscope using the Zen 2.6 program. Pictures were taken in 10 min intervals.

### Cell models and cell culture

Murine subcutaneous or brown adipose tissue was dissected and digested for 30 min at 37 °C in DMEM (DMEM high glucose + GlutaMAX, Gibco) containing 1 mg/ml collagenase type IV (Gibco) and 1% BSA (Albumin fraction V, Roth). The digestion was stopped by washing with PBS (Gibco) containing 1% BSA. The cells were centrifuged for 5 min at 800 × *g* and washed with growth medium (DMEM, DMEM + GlutaMAX + high glucose, Gibco) containing 10% fetal bovine serum (Gibco) and 1% penicillin/streptomycin (Gibco). After a second centrifugation step, cells were resuspended in growth medium and seeded on six-well plates. The cells were immortalized using an ecotropic SV40 large T retrovirus produced in HEK 293 T cells. Immortalized cells were plated on six-well plates, infected with a lentivirus containing a pLKO.1 vector with a scrambled (scr), or an anti-Asc-1 shRNA (TRCN0000079470: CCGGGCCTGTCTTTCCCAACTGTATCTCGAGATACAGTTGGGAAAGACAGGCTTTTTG) or a pCDH-CMV-MCS-EF1-puro vector with a GFP or Asc-1-HA-2a-4F2hc overexpression. After 24 h, the cells were selected with growth medium containing 2.5 µg/ml puromycin (Biomol). This medium also was used for all cell culture experiments. The preadipocytes were grown in cell culture plates up to 100% confluence and the differentiation of subcutaneous preadipocytes was induced with 0.5 mM 3-isobuthyl-1-methylxanthin (IBMX, Sigma), 1 µM dexamethasone (Merck Millipore), and 170 nM insulin (Sigma) in the growth medium. After 2 days, the medium was changed to continuum medium containing only 170 nM insulin. Differentiation of brown preadipocytes was induced with 0.5 mM IBMX, 5 µM dexamethasone, 0.125 mM indomethacine (Santa Cruz Biotechnology), 1 nM triiodothyronine (T3, Merck Millipore), and 100 nM insulin. After 2 days, the medium was changed to medium containing only 100 nM insulin and 1 nM T3. The medium was changed every 2 days until day 8. In addition, some cells were supplemented with 1 µM rosiglitazone (Santa Cruz Biotechnology) during the first 2 days of differentiation, with different concentrations of the Asc-1-inhibitor BMS-466442 (Aobious), diluted in DMSO, or D-serine from the day of seeding to end of the differentiation phase. For the differentiation in amino acid-depleted medium, amino acid free medium (Genaxxon) was supplemented with 10% FBS, 1% penicillin/streptomycin, and amino acids in the same concentration then the DMEM used for the other cell culture experiments.

Srr knockdown was performed using a reverse transfection method^30^. Briefly, cells were seeded in 12-well plates together with the transfection mix containing 50 nM DsiSrr (mm.Ri.Srr.13.3, IDT) or negative control (IDT; Control) and Lipofectamine RNAiMAX (Invitrogen) in OptiMEM (Gibco). After 24 h, transfected shScr and shAsc-1 cells were reseeded, grown to confluency for 48 h and differentiated with 0.5 mM IBMX, 5 µM dexamethasone, and 100 nM insulin supplemented with 1 µM rosiglitazone. After 2 days, the medium was changed to culture medium containing only 100 nM insulin. The medium was changed every 2 days until day 8.

### MACS sorting of ASC-1^+^ preadipocytes

Primary or immortalized preadipoctyes were collected in CellStripper (Corning) buffer, pelleted at 500 × *g* at 4 °C for 5 min and blocked in MACS Running Buffer (Milteny Biotec) for 10 min on ice. Cells were then incubated with the ASC-1 antibody 10A11 cell culture supernatant at a dilution of 1:2 for 30 min. Cells were incubated with 25 µl protein G microbeads (Milteny Biotec) for 30 min. MS columns (Milteny Biotech) were equilibrated with MACS Running Buffer. The flow through fraction was collected as negative control. The column was washed three times with 200 µl ml MACS running buffer, removed from the magnetic field and retained cells were eluted with 500 µl ml MACS running buffer. Both flow through and eluted cells were plated on 24-well plates in growth medium and cultured for further experiments.

### pCDH-CMV-MCS-EF1-puro-Asc-1-HA-4F2hc cloning

Murine Asc-1 was PCR amplified by PCR introducing a 5′ EcoRI and a 3′ NotI omitting the stop codon and cloned into a pCDH-CMV-MCS-EF1-puro lentiviral vector deficient for XbaI and NheI in the MCS. A HA-tag was inserted at the 3′ end using the lightning site mutagenesis kit (Agilent) and correctness of the construct was confirmed by sequencing. The 4F2hc (Slc3a2) cDNA was PCR amplified introducing a 5′ NheI and a 3′ NotI and EcoRI site. The product was cloned into a pULTRA plasmid 3′ of the T2A element. The T2A-4F2hc fragment was PCR amplified introducing a 5′ BamHI site and cloned into pCDH-CMV-MCS-EF1-puro–Asc-1-HA generating a pCDH-CMV-MCS-EF1-puro-NheI-EcoRI-Asc-1-HA-BamHI-2a-NheI.4F2hc-Stop-NotI plasmid.

### RNA isolation, reverse transcription, and real-time PCR

For the determination of gene expression, RNA was extracted from tissue or cell culture samples using the RNeasy mini kit (Quiagen) and cDNA synthesis (0.5–1 µg total RNA, High Capacity cDNA Reverse Transcription Kit, Applied Biosystems) was performed according to the manufacturers’ instructions. qPCR was performed in a CFX384 Touch (BioRad), using 300 nM forward and reverse primers and iTaq Universal SYBR Green supermix (BioRad) and analyzed using the BioRad CFX Manager 3.1 Software. The target gene expression was normalized on TATA box-binding protein (TBP) expression. Samples without Ct value were set to 50, given that TBP was expressed. The primer sequences are shown in Supplementary Table 4.

### Protein extraction and western blot

Protein was extracted with IP lysis buffer (#87787; Thermo Fisher Scientific) or RIPA buffer (50 mM Tris, 150 mM sodium chloride, 1 mM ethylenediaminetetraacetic acid, 1% Triton-X100, pH 7.4) containing 0.1% SDS, 1% protease-inhibitor (Sigma-Aldrich), 1% phosphatase-inhibitor cocktail II (Sigma-Aldrich), and 1% phosphatase-inhibitor cocktail III (Sigma-Aldrich). Cells were lyzed, incubated on ice for 10 min and centrifuged for 10 min at 14,000 × *g* at 4 °C. The supernatant was collected and protein concentration was determined using the Pierce BCA protein assay kit (Thermo Fischer Scientific). Samples were mixed with 4× sample buffer (Life technologies) containing 2.5% β-mercaptoethanol (Carl Roth), boiled for 10 min at 70 °C, and loaded on an SDS gel. After transfer on a PVDF membrane (0.22 µm or 0.45 µm, Roth), the membrane was blocked in 5% BSA or skim milk (Carl Roth)/TBST for 1 h and incubated in primary antibody (UCP1 (for brown (pre-) adipocytes: 1:15,000 described in ref. ^31^, and for subcutaneous (pre-) adipocytes: cell signaling; 1:1000), PPARy (Cell Signaling Technology; 1:2000), Total OxPhos Complex Kit (Invitrogen; 1:2000)), ASC-1 (10A11; 1:10), and GAPDH (Calbiochem; 1:1000) at 4 °C overnight. After washing, secondary antibodies (anti-rabbit HRP (Cell Signaling Technology or Invitrogen; 1:10,000), anti-mouse HRP (Cell Signaling Technology or Santa Cruz; 1:10,000), and anti-rat IgG1 HRP (monoclonal core facility Helmholtz Munich; 1:1000)) were incubated for 1 h. The HRP-linked ß-actin (Santa Cruz Biotechnology; 1:10.000) and HA-tag antibodies (Cell Signaling; 1:1000) were incubated 1 h at RT. After washing, ECL (Merck Millipore) was added to the membranes and the signal was detected either with films (ECL high performance chemiluminescence film (GE Healthcare Life Sciences),CEA® RP New Medical X-Ray Screen Film Blue Sensitive (CEA Group), or Chemidoc MP (BioRad)). Quantifications were performed using the BioRad ImageLab Software.

### Seahorse analysis

Cells were seeded in a Seahorse 96-well plate, induced for differentiation with rosiglitazone according to the protocol above and the oxygen consumption rate (OCR) was measured at day 8 of differentiation with a XF96 Extracellular Flux analyzer (Seahorse). Cells were equilibrated at 37 °C in XF Assay Medium Modified DMEM (Seahorse Bioscience) supplemented with 5 mM sodium pyruvate (Gibco) 1 h prior to the measurement. All compounds were diluted in assay medium and loaded in the equilibrated cartridge ports: (A) 20 µg/ml oligomycin (Merck), (B) 20 µM FCCP (R&D systems), (C) 50 µM rotenone and 20 µM antimycin A (Sigma), and (D) 1 M 2-deoxy-D-glucose (Alfa Aesar). Each cycle comprised 3 min mixing, 1 min waiting, and 2 min measuring. For the analysis, the mean of cycles 4 and 5 presents basal respiration (OCR), and the mean of cycles 7 and 8 refers to proton leakage (OCR). Data points with a ROUT *Q* value equal to or >5% were excluded.

### NMR-based metabolomics

Confluent cells were scratched down, centrifuged to remove remaining medium, and directly frozen at −80 °C. Cells were suspended in 1 ml ice-cold methanol and homogenized in a TissueLyser (Qiagen). Methanol was evaporated in a SpeedVac (Christ), metabolites resuspended in NMR buffer (200 µl 25% D_2_O, 0.375 M PO_4_, pH 7.4, 0.025% trimethylsilyltetradeuteropropionic acid) and transferred to 3 mm outer diameter NMR tubes and analyzed, using a cryo-800 MHz NMR spectrometer. NMR spectroscopy was performed as previously described^26^. Normalization of NMR spectra was carried out using the probabilistic quotient normalization method^32^, quantification of selected metabolites was done by integration of their area under the curve (AUC).

### D-serine measurement

D-serine, L-serine, sodium tetraborate, Marfey’s reagent (N_α_-(2,4-dinitro-5-fluorophenyl)-l-alaninamide), hydrochloric acid, and acetone were purchased from Sigma-Aldrich. Acetonitrile was purchased from Thermo Scientific. LC-MS grade water with 0.1% acetic acid was purchased from Fluka.

Cells were homogenized in 1 ml 100% methanol using a Polytron. Cells and medium were dried at 60 °C under a stream of N_2_, and the dried residues were reconstituted in 50 µl MilliQ water. Separation of the serine enantiomers was performed with chemical derivatization using Marfey’s reagent, generating dinitrophenyl-5-l-alanine-d/l-serine diastereomers (DNPA-D/L-serine), which can be separated by reverse-phase chromatography^33^. To this end, 100 µl methanol, 50 µl 0.125 M sodium tetraborate buffer, and 50 µl 1% Marfey’s reagent in acetone were added to the reconstituted sample and heated to 50 °C for 60 min. Derivatization was then stopped by addition of 20 µl 2 N HCl. For standard curve calibration, D- and L-serine standards were prepared at 166, 55, 18, 6, 2, 0.7, 0.2, 0.07, and 0.02 mg/l by serial dilution of a 500 mg/l stock solution and derivatized, as described above.

Chromatographic separation of DNPA-D- and DNPA-L-serine was accomplished on an Agilent HP 1200 HPLC system using a Synergi Hydro-RP (C18) 150 mm × 2.1 mm I.D., 4 µm 80° A particles column (Phenomenex) at 25 °C. Mobile phase A was LC-MS grade water with 0.1% acetic acid and mobile phase B was acetonitrile, which was delivered according to the following gradient profile (min/% mobile phase B): 0.0/5, 1.9/5, 12/20, 20/20, 24/90, and 30/90. The flow rate was 0.2 ml/min and the injection volume was 10 µl.

The HPLC system was coupled to a Q-Trap MS/MS system (Applied Biosystems). Ionization was accomplished by electrospray ionization in the negative ion mode. Mass spectrometry was carried out in the multiple reaction monitoring mode. To determine the MS/MS fragment pattern with the highest intensity, a single analyte standard containing DNPA-D/L-serine was dissolved in a mixture of water and methanol 50:50 (v/v) at a concentration of 1 mg/l. The standard was infused at a flow rate of 200 µl/min for tuning the compound-dependent MS parameters. The infusion experiment was performed using a syringe pump directly connected to the interface. Optimal detection was provided by scanning for the mass pair 356/356. Declustering potential, collision energy, collision cell exit potential, and entrance potential were optimized to −45, −12, −3, and −6 V. The optimized values for the parameters ion spray voltage, nebulizer gas, auxiliary gas, curtain gas, collision gas, and auxiliary gas temperatures were −4500, 40, 35, 20, 3, and 400 °C, respectively. The curtain, collision, turbo, and nebulizer gas was nitrogen generated from pressurized air in a nitrogen generator. To obtain adequate selectivity and sensitivity, the mass spectrometer was set to unit resolution, and the dwell time was 150 ms.

Calibration curves were obtained by plotting the peak area of D/L-serine against their concentration. Peak integration was automatically accomplished via Analyst software (version 1.4.2, AB/MDS Sciex). A least squares regression analysis was used to obtain a linear equation over the range of the calibration. The assay finally produced a standard curve that was linear over a range of 0.02–166 mg/l. Samples were measured in triplicates.

### Amino acid measurement

Cells were homogenized in 1 ml 100% methanol using a Polytron and placed on a column of Dowex 50Wx8 (H^+^ form, 200–400 mesh, 5 × 10 mm). The column was washed twice with 750 ml of water and was developed with 1 ml of 2 M ammonium hydroxide. An aliquot of the eluate was dried under a stream of nitrogen, and the residue was dissolved in 50 ml of dry acetonitrile. A total of 50 ml of N-(tert-butyldimethylsilyl)-N-methyl-trifluoroacetamide containing 1% tert-butyldimethylsilylchlorid (Sigma-Aldrich) was added. The mixture was kept at 70 °C for 30 min. The resulting mixture of tert-butyl-dimethylsilyl derivatives (TBDMS) of amino acids was used for GC/MS analysis without further workup. Gas chromatography/mass spectrometry analysis was performed on a GC-17A Gas Chromatograph (Shimadzu, Duisburg, Germany) equipped with a fused silica capillary column (Equity TM-5; 30 m × 0.25 mm, 0.25 mm film thickness; SUPELCO, Bellafonte, PA) and a QP-5000 mass selective detector (Shimadzu, Duisburg, Germany) working with electron impact ionization at 70 eV. An aliquot (1 µl) of a solution containing TBDMS amino acids was injected in 1:5 split mode at an interface temperature of 260 °C and a helium inlet pressure of 70 kPa. The column was developed at 150 °C for 3 min and then with a temperature gradient of 10 °C/min to a final temperature of 260 °C that was held for 3 min. Data were collected using the Class 5000 software (Shimadzu, Duisburg, Germany). Samples were analyzed three times.

### Statistics

Data are presented as mean ± standard error of the mean (SEM) unless stated differently in the figure legend. Statistical significance was determined by unpaired Student’s *t* test or, for multiple comparisons, using one- or two-way ANOVA, followed by Tukey’s multiple comparison’s test, or as stated in the respective figure legend. Differences reached statistical significance with *P* < 0.05.

Supplementary Fig. 2 (a) n = 11 wt-5 het-7 ko. (h) *n* = 10 wt-5 het-7 ko only Ucp1 9 wt. (j) *n* = 4 wt-5 ko. (k) *n* = 11 wt-5 het-7 ko. (l) *n* = 4 wt male-7 het male-3 wt female-3 het female for CD and *n* = 5 wt male-8 het male-8 wt female-8 het female for HFD feeding. (m) *n* = 2 wt male-4 het male- 4 wt female-4 het female. (n) *n* = 4 CD wt male-7 CD het male-5 HFD wt male-8 HFD het male (o) *n* = 3 CD wt female-3 CD het female-7 HFD wt female-8 HFD het female, (p), (q) and (t) *n* = 4 CD wt male-7 CD het male-5 HFD wt male-8 HFD het male and *n* = 3 CD wt female-3 CD het female-7 HFD wt female-8 HFD het female. (r) *n* = 4 CD wt male-7 CD het male-3 HFD wt male-4 HFD het male and *n* = 3 CD wt female-3 CD het female-4 HFD wt female-4 HFD het female. (s) *n* = 4 CD wt male-7 CD het male-5 HFD wt male- 8 HFD het male and *n* = 3 CD wt female-2 CD het female-7 HFD wt female- 8 HFD het female. Supplementary Fig. 4 (g) SCF (*n* = 8 only for HFD + D-ser *n* = 7), PGF (*n* = 8 only for CD and HFD + D-ser *n* = 7), PRF (*n* = 8 only for HFD + D-ser *n* = 7) and BAT (*n* = 8 only for HFD and HFD + D-ser *n* = 7).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Reporting Summary

## Data Availability

All sequencing data that support the findings of this study have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus (GEO) and are accessible through the GEO Series accession number GSE164350. All other relevant data are available from the corresponding author on request. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Asc-1 regulates white versus beige adipocyte fate in a subcutaneous stromal cell population
**Source:** Nat Commun. 2021 Mar 11;12:1588. doi: 10.1038/s41467-021-21826-9
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Figure 1

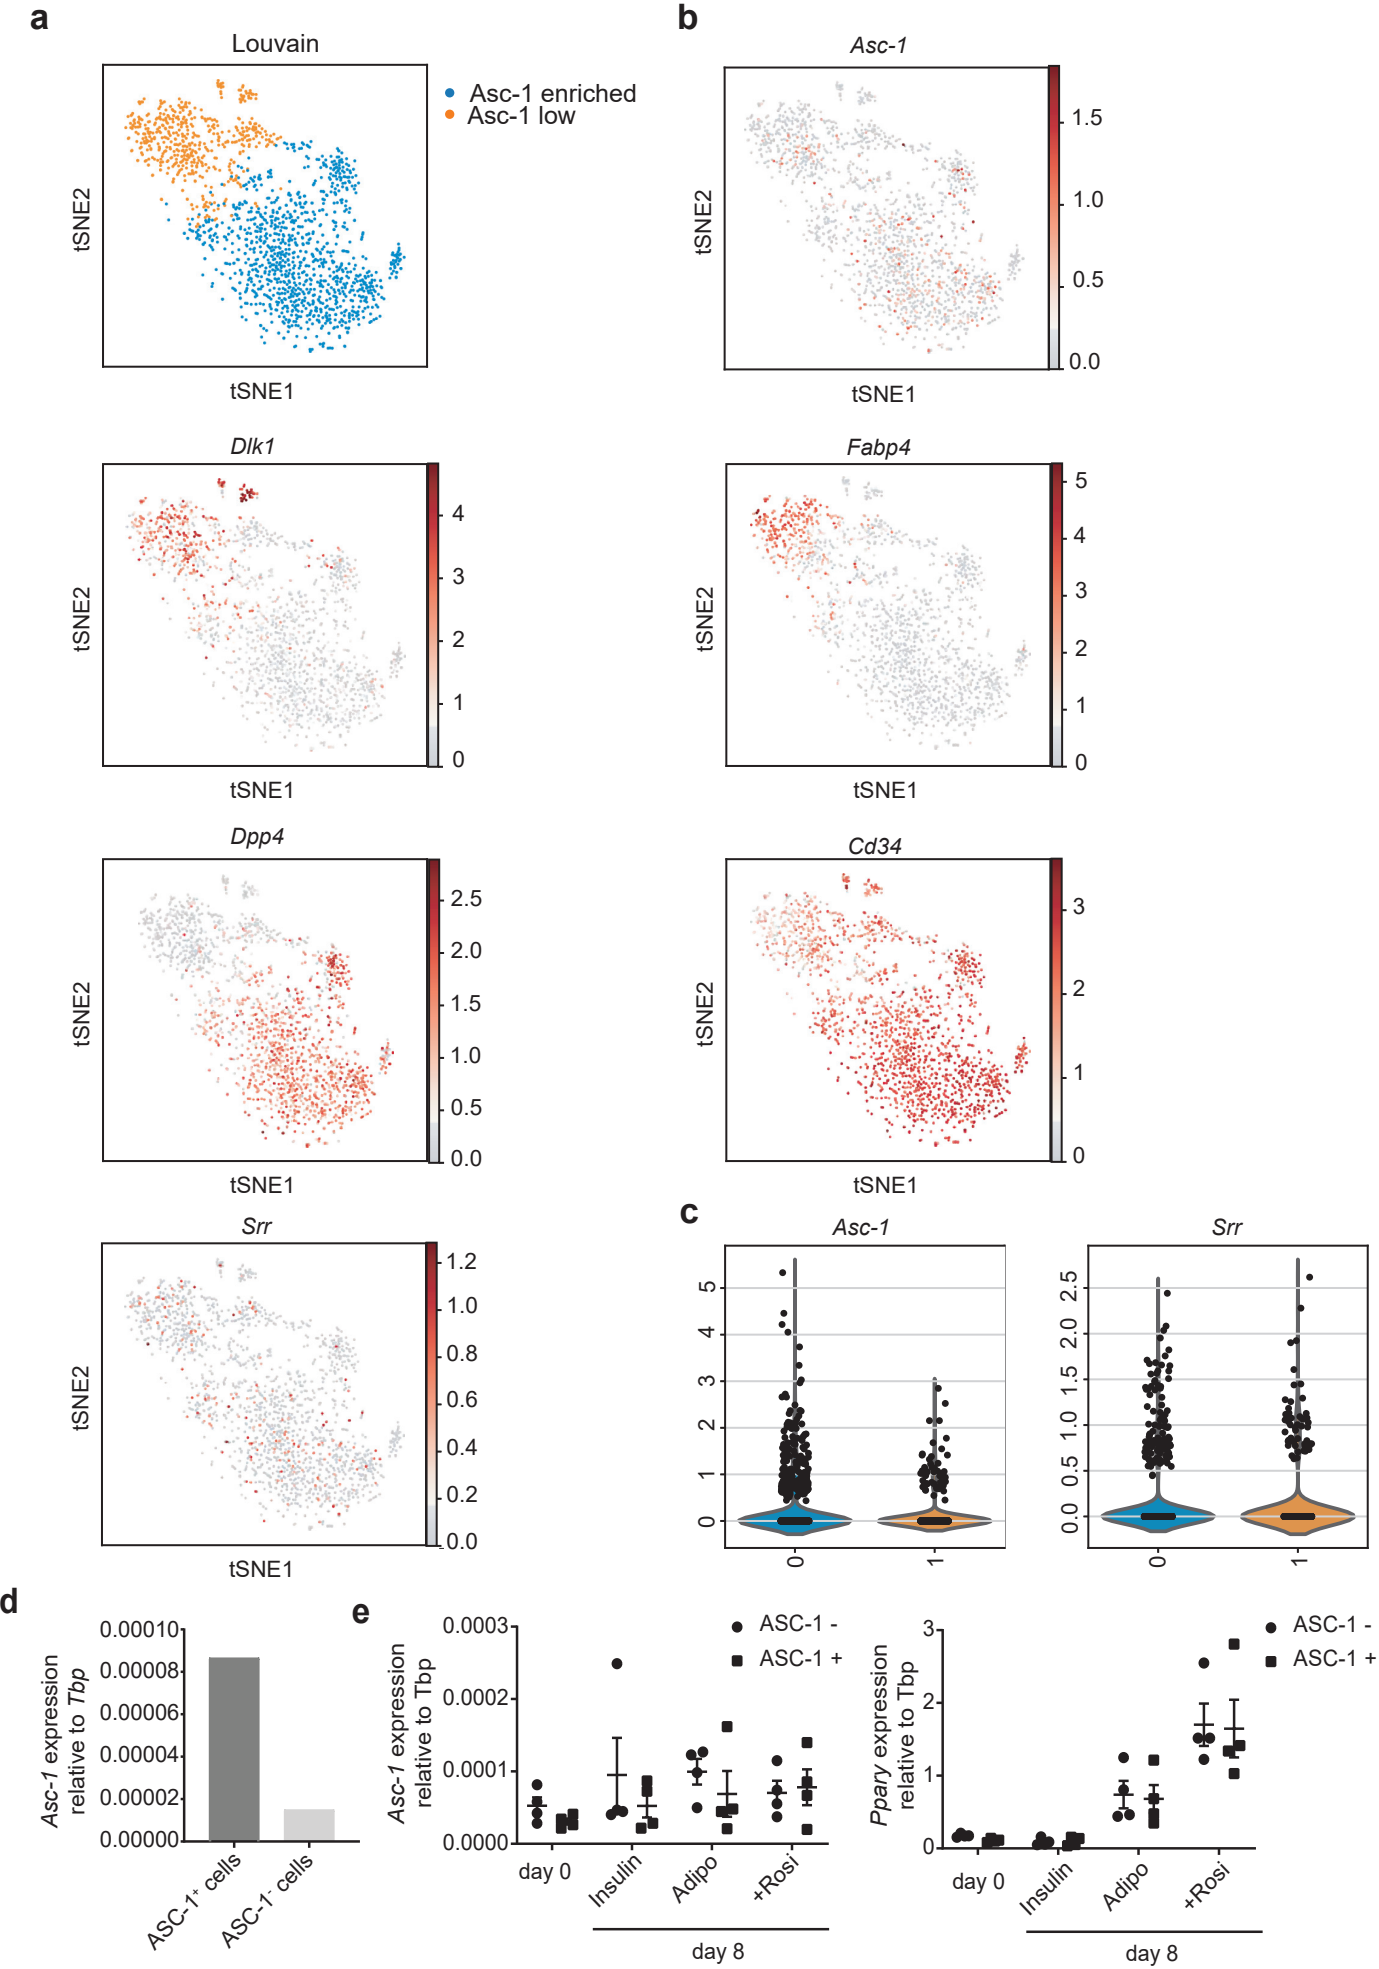

**Supplementary Figure 1: Asc-1 expression is enriched in a subpopulation of adolescent preadipocytes**

t-SNE of preadipocytes from adolescent SCF SVF ( $n=1,636$ ) with (a) louvain cluster and (b) superimposed  $\log_{10}$  expression of *Asc-1*, *Dlk1*, *Fabp4*, *Dpp4*, *Cd34* and *Srr*. (c) Violin plot of *Asc-1* and *Srr*. Cluster 0 is *Asc-1* enriched and cluster 1 is *Asc-1* low. (d) qPCR for *Asc-1* from immortalized subcutaneous preadipocytes MACS sorted for ASC-1 ( $n=1$ ). (e) Relative *Asc-1* and *Ppar $\gamma$*  expression in ASC-1<sup>+</sup> and ASC-1<sup>-</sup> cells before (day 0) or after 8 days of differentiation with either insulin alone, the normal differentiation protocol (Adipo) or the differentiation protocol plus 1  $\mu$ M rosiglitazone ( $n=4$ ). Statistics were calculated using ordinary two-way ANOVA with Sidak's multiple comparison test. Data are shown as mean  $\pm$  SEM.

# Supplementary Figure 2

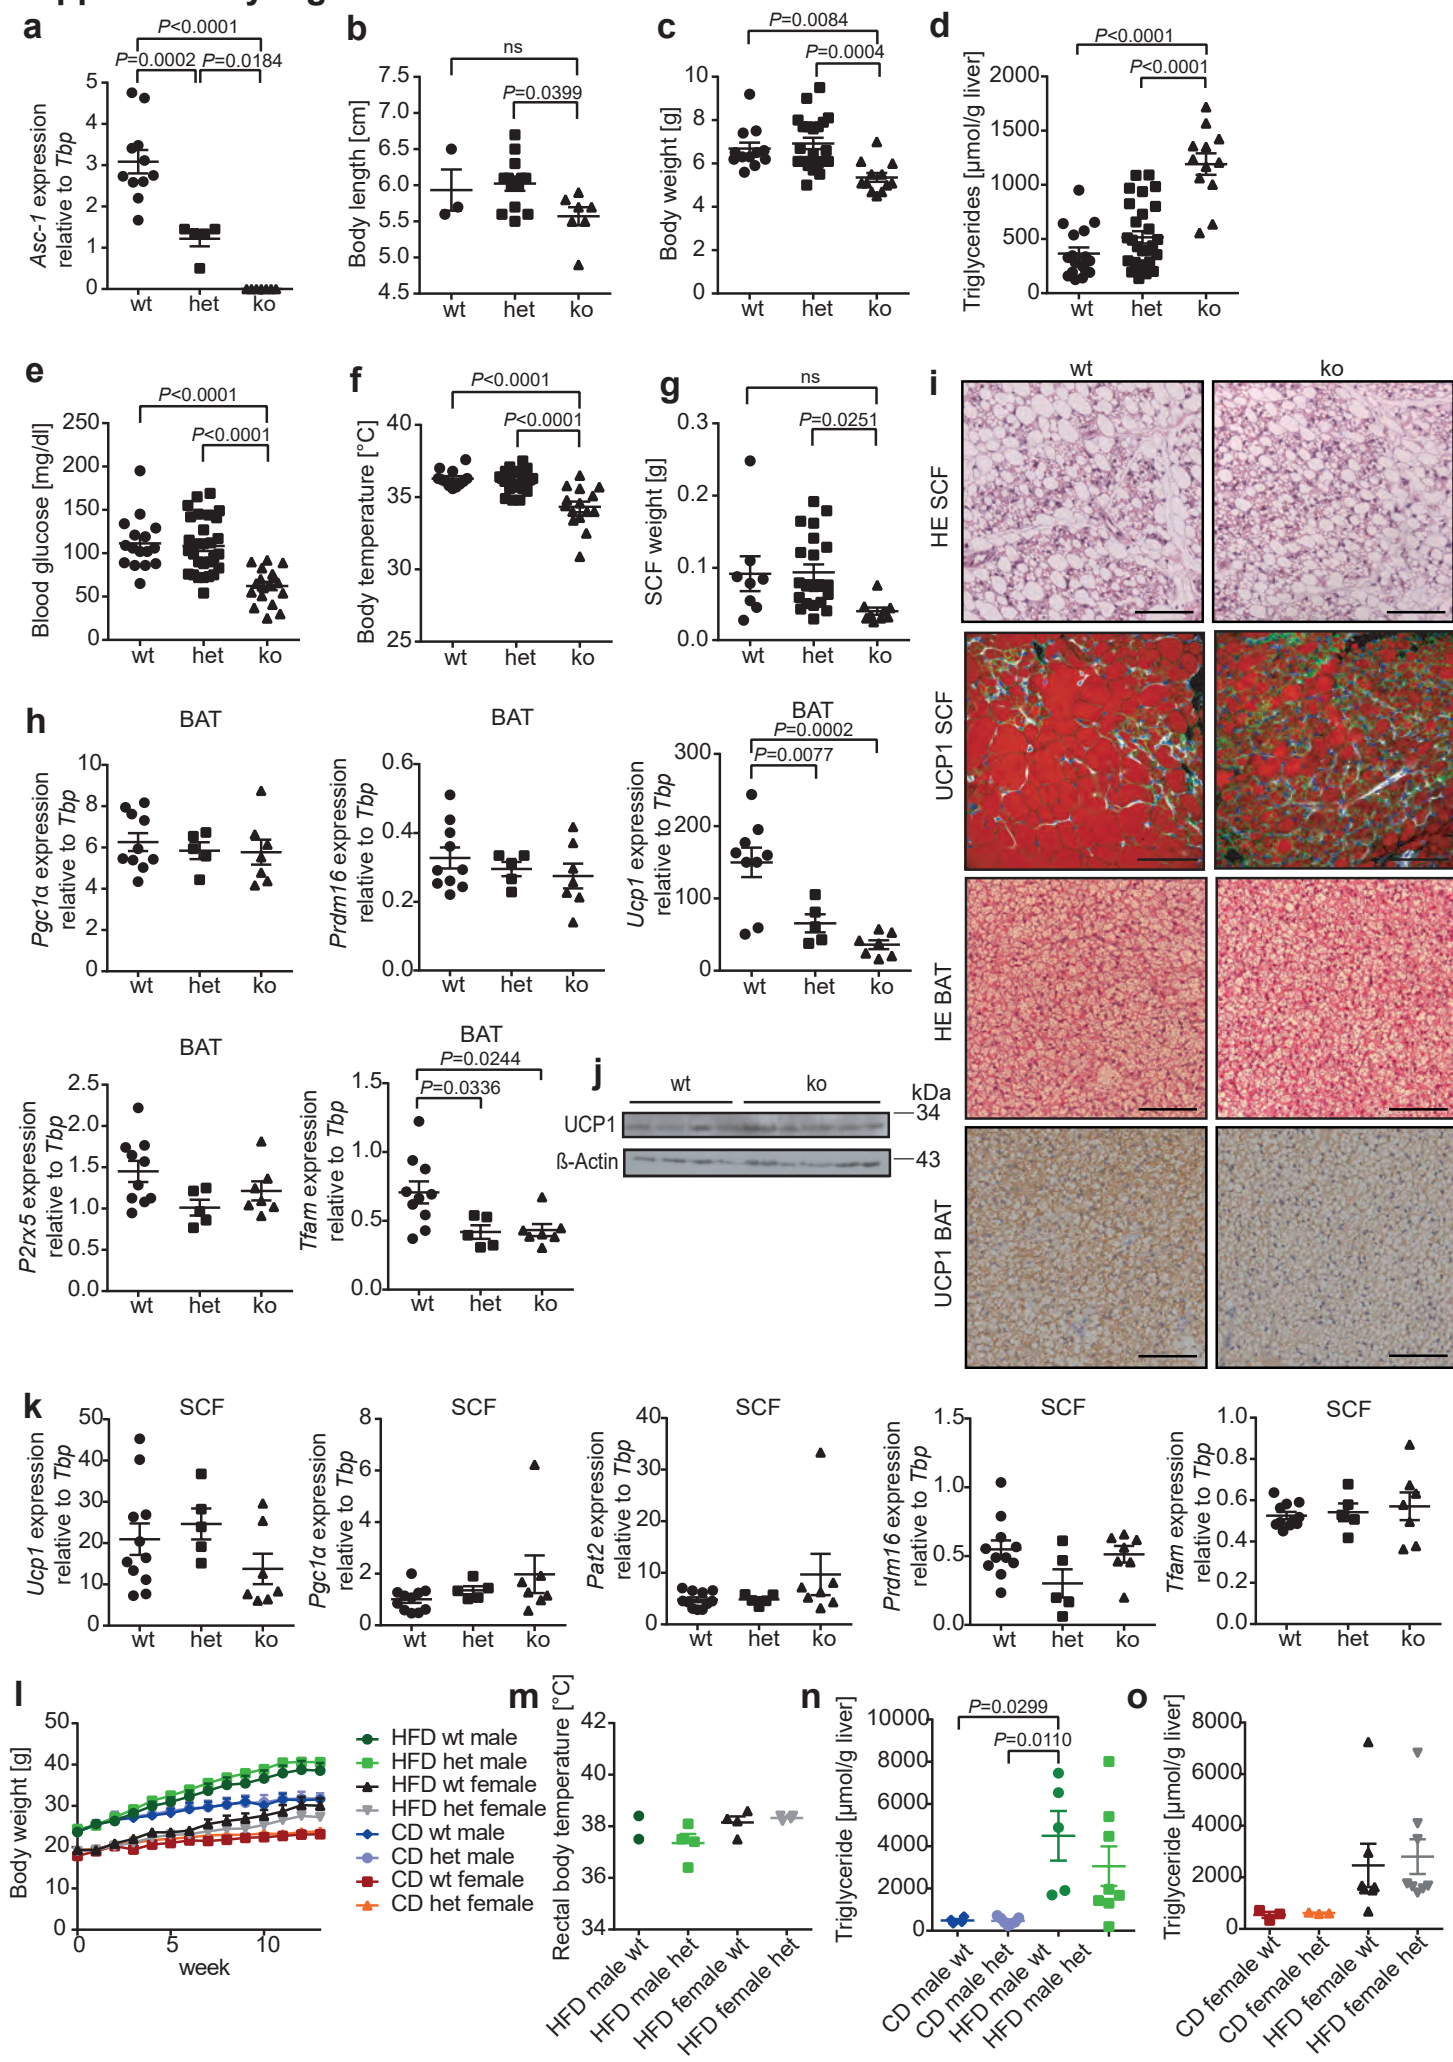

# Supplementary Figure 2

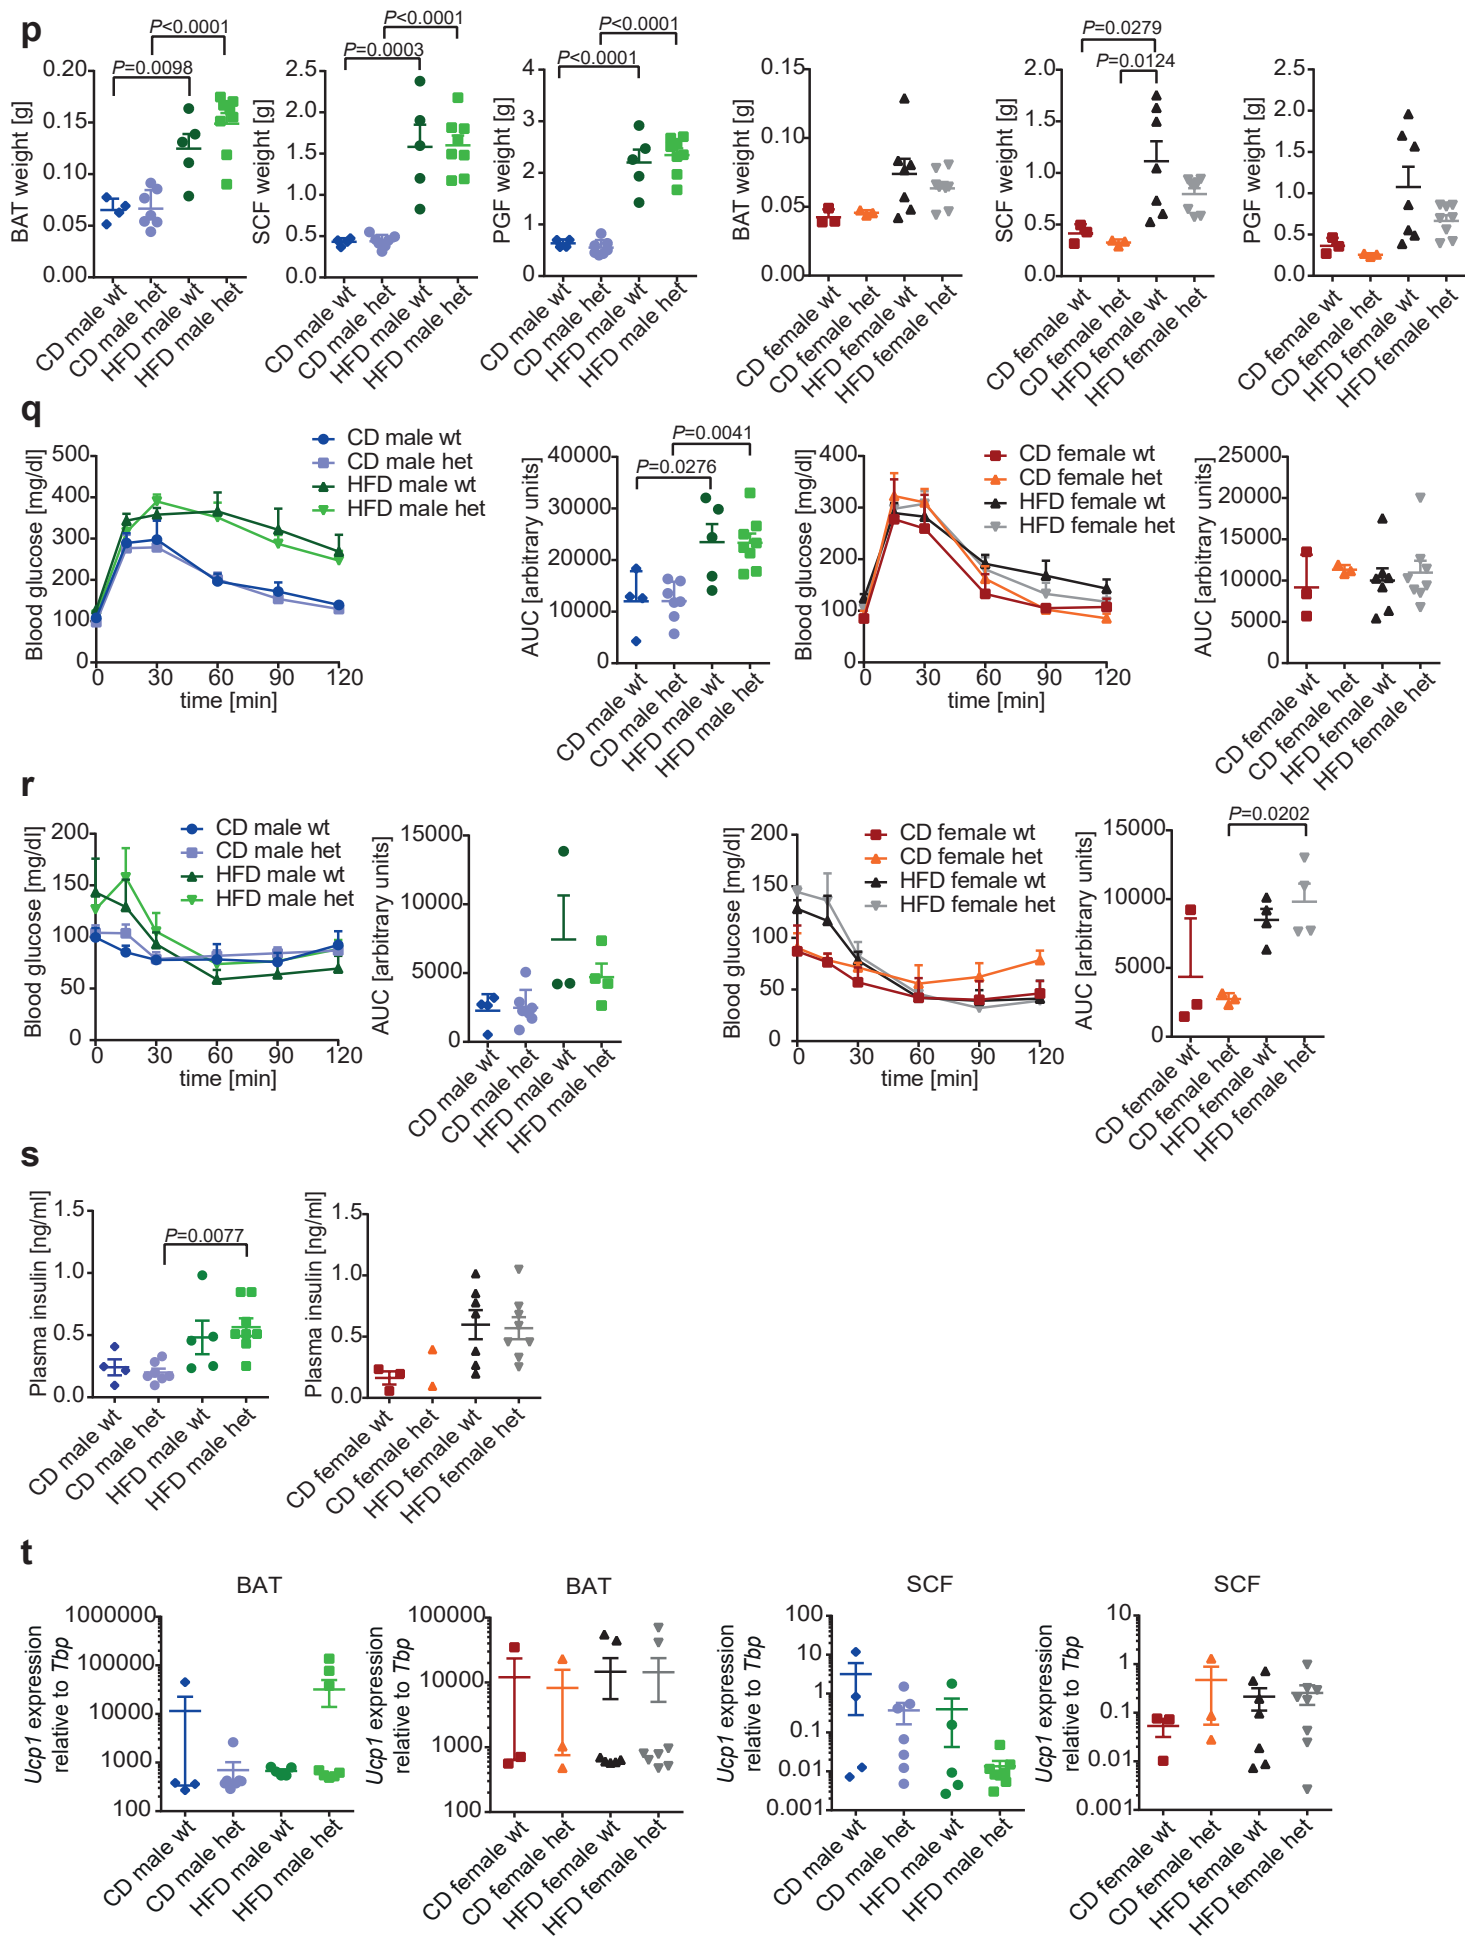

## Supplementary Figure 2: Metabolic characterization of Asc-1 knockout mice

(a) Relative *Asc-1* expression in SCF of 2 week old Asc-1 wt, het and ko mice. (b) Body length and (c) weight of 2-week old Asc-1 wt, het and ko mice. (d) Liver triglyceride content of 2 week old Asc-1 wt, het and ko mice. (e) Blood glucose of 2-week old Asc-1 wt, het and ko mice. (f) Rectal body temperature of 2 week old Asc-1 wt, het and ko mice. (g) SCF weight of 2 week old Asc-1 wt, het and ko mice. (h) Relative expression of *Pgc1 $\alpha$* , *Prdm16*, *Ucp1*, *P2rx5* and *Tfam* in BAT of 2-week old mice. (i) Histology ( $n=4$  wt- 3 ko) of SCF and BAT and immunofluorescence staining of UCP1 (green), F-Actin (grey), Lipids (red) and DAPI (blue) ( $n=1$ ) of SCF and DAB staining of UCP1 ( $n=1$ ) in BAT of 2-week old mice. Size bar 100  $\mu$ m. (j) Western blot of UCP1 (33 kDa) and  $\beta$ -Actin (42 kDa) of 1-week old Asc-1 wt and ko mice. (k) Relative expression of *Ucp1*, *Pgc1 $\alpha$* , *Prdm16*, *Pat2* and *Tfam* in SCF of 2-week old Asc-1 wt, het and ko mice. (l) Body weight of 21-week old Asc-1 wt and het mice during 13 weeks of CD or HFD feeding (m) Rectal body temperature of 9-week old Asc-1 wt and het mice. Liver triglyceride content of 21-week old (n) male and (o) female Asc-1 wt and het mice after 13 weeks of CD or HFD feeding. (p) Tissue weights of male and female Asc-1 wt and het mice after 13 weeks of CD or HFD feeding. (q) GTT of Asc-1 wt and het mice after 12 weeks of CD or HFD feeding. (r) ITT after 12 weeks of CD or HFD feeding. (s) Plasma insulin levels after 12 weeks of CD or HFD feeding. (t) Relative *Ucp1* expression in SCF and BAT of Asc-1 wt and het mice after 12 weeks of CD or HFD feeding. Statistics were calculated using ordinary one-way ANOVA with Tukey's multiple comparison post-hoc test. n values are shown in the statistics section. Data are shown as mean  $\pm$  SEM.

# Supplementary Figure 3

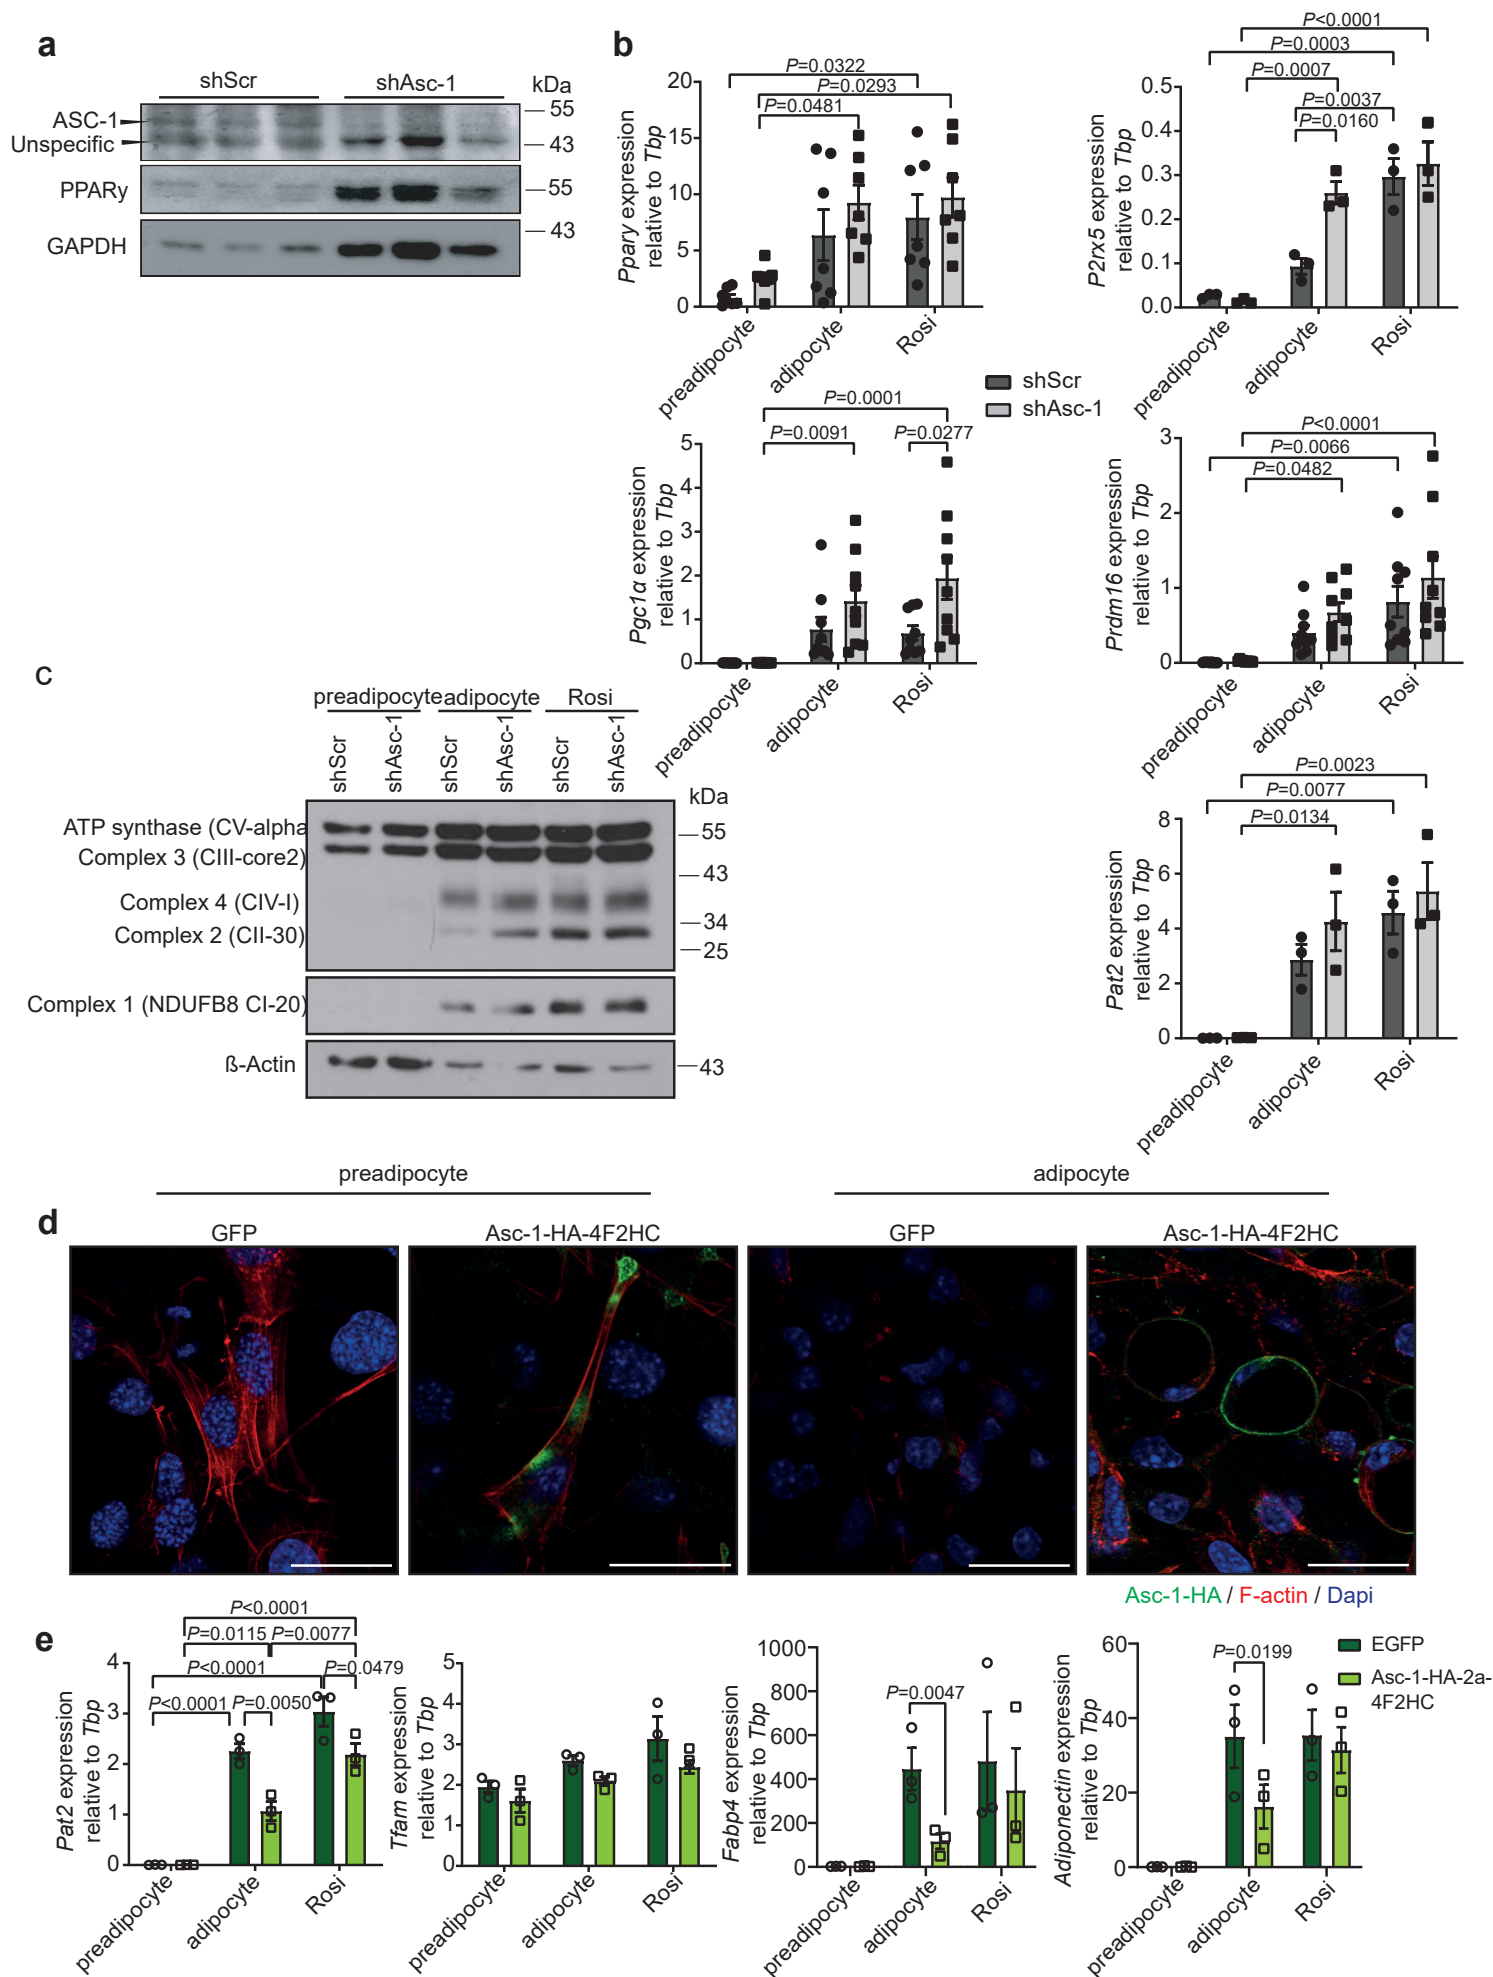

**Supplementary Figure 3: Asc-1 regulates thermogenic gene expression in brown and white adipocytes**

(a) Western blot of ASC-1 (~45 kDa), PPAR $\gamma$  (54 kDa) and GAPDH (37 kDa) of differentiated shScr and shAsc-1 ( $n=3$ ). shAsc-1 and shScr subcutaneous preadipocytes were grown to 100 % confluence and RNA or protein was taken from the day of differentiation start (preadipocyte) and after 8 days of differentiation with (Rosi) or without rosiglitazone (adipocyte). (b) Relative expression of *Ppar $\gamma$*  ( $n=7$ ), *P2rx5* ( $n=3$ ), *Pgc1 $\alpha$*  ( $n=9$ ), *Prdm16* ( $n=9$ ) and *Pat2* ( $n=3$ ). (c) Western blot of mitochondrial respiratory chain complex subunits (CV alpha (53 kDa), CIII-core 2 (47 kDa), CIV-I (39 kDa), CII-30 (30 kDa), NDUFB8 (20 kDa)), UCP1 (33 kDa),  $\beta$ -actin (42 kDa) ( $n=1$ ). (d) Immunofluorescence staining of Asc-1-HA-2a-4F2HC or EGFP overexpressing brown preadipocytes before and after differentiation. Green: ASC-1-HA. Red: F-Actin. Blue: DAPI ( $n=1$ ). Size bar 30  $\mu$ m. (e) Relative gene expression of *Pat2*, *Tfam*, *Fabp4* and *Adiponectin* ( $n=3$ ). Statistics were calculated using ordinary two-way ANOVA with Tukey's or Sidak's multiple comparison post-hoc test. Data are shown as mean  $\pm$  SEM.

# Supplementary Figure 4

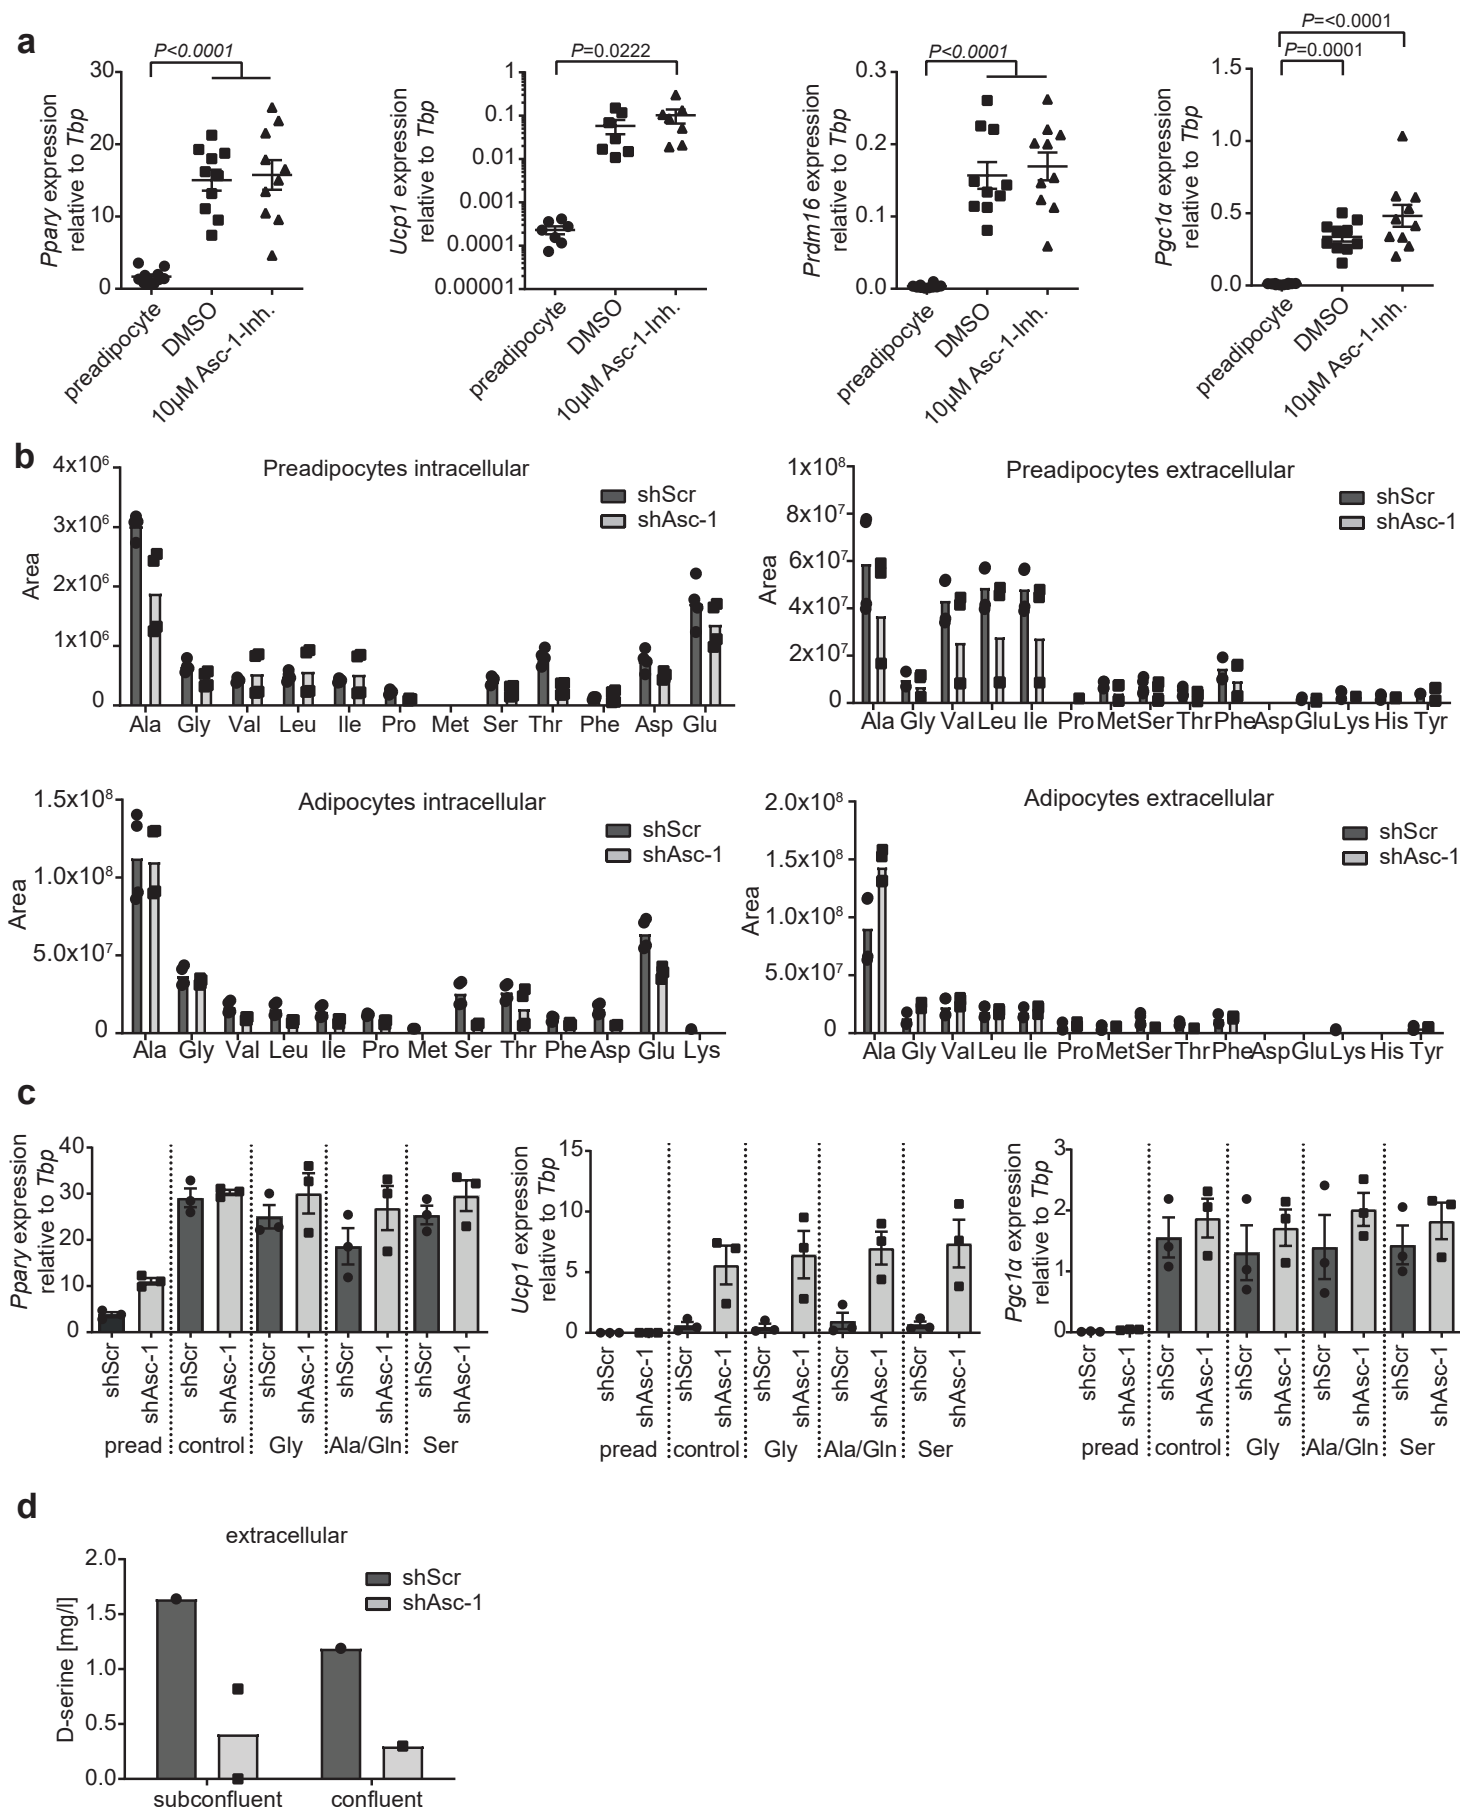

# Supplementary Figure 4

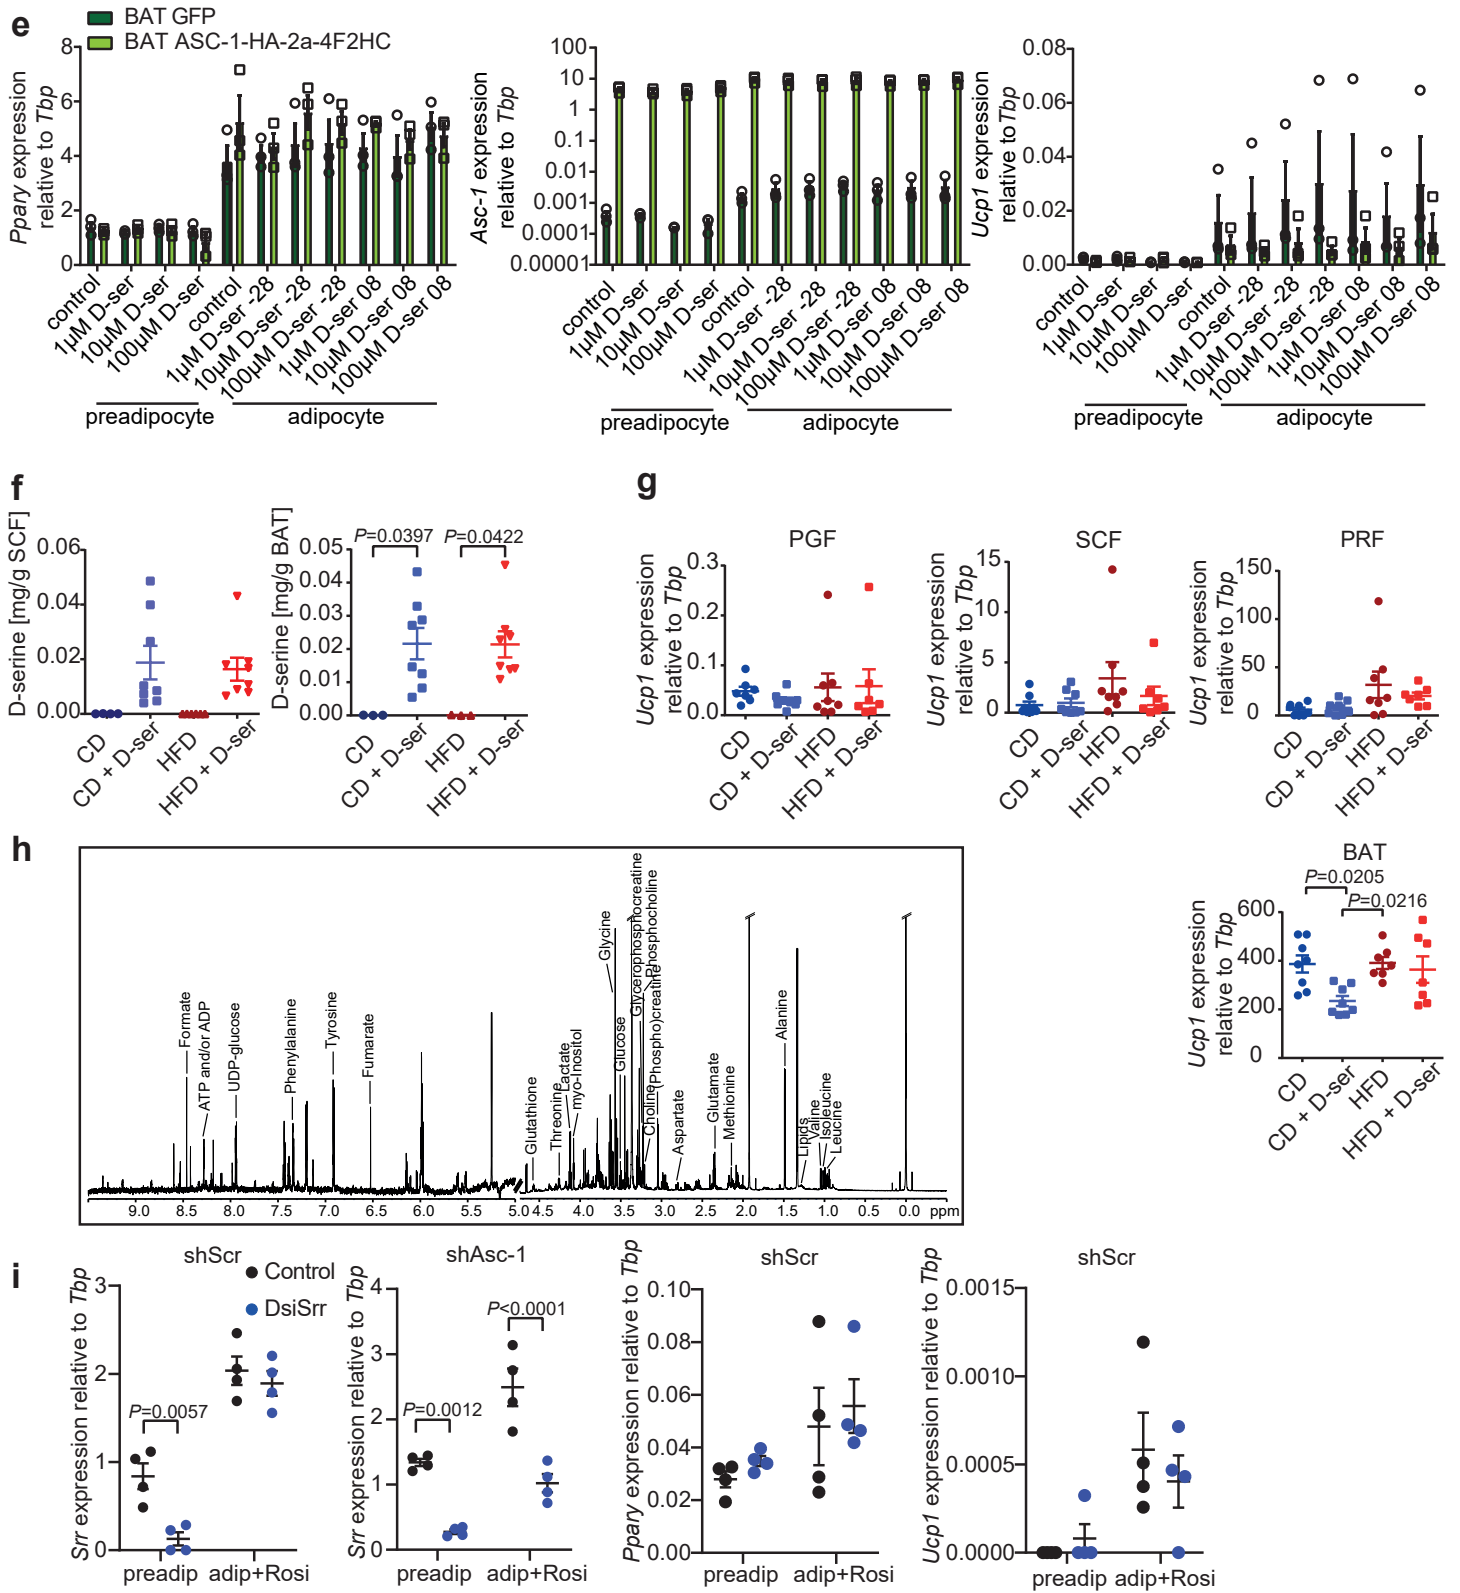

#### **Supplementary Figure 4: Loss of Asc-1 alters intracellular amino acid levels**

(a) Immortalized subcutaneous preadipocytes differentiated with 10  $\mu$ M Asc-1 inhibitor (BMS-466442) or DMSO as control. Relative expression of *Ppary* ( $n=10$ ), *Ucp1* ( $n=7$ ), *Prdm16* ( $n=10$ ) and *Pgc1 $\alpha$*  ( $n=10$ ) before (preadipocyte) or after 8 days of differentiation. (b) shAsc-1 and shScr preadipocytes were grown to 100 % confluence and differentiated for 8 days. Intracellular and extracellular free amino acid levels of confluent preadipocytes and differentiated adipocytes (technical  $n=2$ , biological  $n=2$ ). (c) Cells were grown to 100 % confluence and differentiation was induced without the indicated amino acids. Gene expression of *Ppary*, *Ucp1* and *Pgc1 $\alpha$*  ( $n=3$ ). (d) Extracellular D-serine levels of subconfluent ( $n=1$  shScr-2 shAsc-1) and confluent ( $n=1$ ) preadipocytes (e) Asc-1-HA-2a-4F2HC or GFP overexpressing brown preadipocytes were treated with no (control), 1, 10 or 100  $\mu$ M D-serine from 2 days before (-28) or from the day of differentiation on (08). Relative gene expression of *Ppary*, *Asc-1* and *Ucp1* ( $n=3$ , only *Ucp1* of Asc-1-HA-4F2hc preadipocyte with 100  $\mu$ M D-ser  $n=2$ ). (f) 4 week old C57Bl/6 mice were fed a CD or HFD and supplemented with or without 10 g/l D-serine in drinking water for 8 weeks. D-serine concentrations in SCF ( $n=4$  CD- 8 CD+Ser- 6 HFD- 8 HFD+D-Ser) and BAT ( $n=3$  without D-Ser- 8 with D-Ser) after chronic D-serine supplementation. (g) Relative *Ucp1* expression in SCF, PGF, PRF and BAT after 8 weeks of D-serine supplementation and CD or HFD feeding.  $n$  values are shown in the statistics section. (h) Sample NMR spectrum of cell extract with all metabolite assignments from Supplementary Table 3. The ppm area 9.5-5.0 ppm is enlarged x8. (i) *Srr* was knocked down using DsiSrr in proliferating shScr and shAsc-1 preadipocytes and differentiated upon confluency. *Srr* mRNA levels of shAsc-1 and shScr cells and *Ucp1* and *Ppary* expression of shScr at day of induction (preadip) or cells differentiated following the regular differentiation protocol including rosiglitazone (adip+Rosi). A scrambled DsiRNA was used as negative Control (Control) for knockdown ( $n=4$ ). Statistics were calculated using ordinary one- or two-way (i) ANOVA with Tukey's or Sidak's multiple comparison post-hoc test. Data are shown as mean  $\pm$  SEM.

# Supplementary Table 1

Overlap Results

Collection(s):

# overlaps shown:

# genesets in collections:

# genes in comparison (n):

# genes in universe (N):

BP

100

4436

2169

45956

Gene Set Name

GO\_CELLULAR\_RESPONSE\_TO\_ORGANIC\_SUBSTANCE

GO\_RESPONSE\_TO\_ENDOGENOUS\_STIMULUS

GO\_REGULATION\_OF\_CELL\_PROLIFERATION

GO\_REGULATION\_OF\_MULTICELLULAR\_ORGANISMAL\_DEVELOPMENT

GO\_ORGANONITROGEN\_COMPOUND\_METABOLIC\_PROCESS

GO\_TISSUE\_DEVELOPMENT

GO\_RESPONSE\_TO\_OXYGEN\_CONTAINING\_COMPOUND

GO\_POSITIVE\_REGULATION\_OF\_RESPONSE\_TO\_STIMULUS

GO\_REGULATION\_OF\_CELL\_DIFFERENTIATION

GO\_RESPONSE\_TO\_EXTERNAL\_STIMULUS

GO\_POSITIVE\_REGULATION\_OF\_MULTICELLULAR\_ORGANISMAL\_PROCESS

GO\_NEGATIVE\_REGULATION\_OF\_RESPONSE\_TO\_STIMULUS

GO\_REGULATION\_OF\_ANATOMICAL\_STRUCTURE\_MORPHOGENESIS

GO\_REGULATION\_OF\_CELL\_DEATH

GO\_POSITIVE\_REGULATION\_OF\_DEVELOPMENTAL\_PROCESS

GO\_PROTEIN\_LOCALIZATION

GO\_CELL\_DEVELOPMENT

GO\_POSITIVE\_REGULATION\_OF\_CELL\_COMMUNICATION

GO\_CIRCULATORY\_SYSTEM\_DEVELOPMENT

GO\_SMALL\_MOLECULE\_METABOLIC\_PROCESS

GO\_CATABOLIC\_PROCESS

GO\_REGULATION\_OF\_PHOSPHORUS\_METABOLIC\_PROCESS

GO\_REGULATION\_OF\_CELLULAR\_COMPONENT\_MOVEMENT

GO\_NEGATIVE\_REGULATION\_OF\_MULTICELLULAR\_ORGANISMAL\_PROCESS

GO\_CELLULAR\_RESPONSE\_TO\_ENDOGENOUS\_STIMULUS

GO\_REGULATION\_OF\_PROTEIN\_MODIFICATION\_PROCESS

GO\_REGULATION\_OF\_TRANSPORT

GO\_NEUROGENESIS

GO\_REGULATION\_OF\_INTRACELLULAR\_SIGNAL\_TRANSDUCTION

GO\_REGULATION\_OF\_RESPONSE\_TO\_STRESS

GO\_POSITIVE\_REGULATION\_OF\_MOLECULAR\_FUNCTION

GO\_LOCOMOTION

GO\_NEGATIVE\_REGULATION\_OF\_CELL\_COMMUNICATION

GO\_ESTABLISHMENT\_OF\_PROTEIN\_LOCALIZATION

GO\_MOVEMENT\_OF\_CELL\_OR\_SUBCELLULAR\_COMPONENT

GO\_IMMUNE\_SYSTEM\_PROCESS

GO\_POSITIVE\_REGULATION\_OF\_PROTEIN\_METABOLIC\_PROCESS

GO\_ESTABLISHMENT\_OF\_LOCALIZATION\_IN\_CELL

GO\_CELLULAR\_MACROMOLECULE\_LOCALIZATION

GO\_REGULATION\_OF\_TRANSCRIPTION\_FROM\_RNA\_POLYMERASE\_II\_PROMOTER

GO\_RESPONSE\_TO\_HORMONE

GO\_RESPONSE\_TO\_NITROGEN\_COMPOUND

GO\_RESPONSE\_TOABIOTIC\_STIMULUS

GO\_RESPONSE\_TO\_LIPID

GO\_POSITIVE\_REGULATION\_OF\_BIOSYNTHETIC\_PROCESS

GO\_POSITIVE\_REGULATION\_OF\_GENE\_EXPRESSION

GO\_ORGANONITROGEN\_COMPOUND\_BIOSYNTHETIC\_PROCESS

GO\_INTRACELLULAR\_SIGNAL\_TRANSDUCTION

GO\_POSITIVE\_REGULATION\_OF\_CELL\_DIFFERENTIATION

GO\_NEGATIVE\_REGULATION\_OF\_MOLECULAR\_FUNCTION

GO\_BIOLOGICAL\_ADHESION

GO\_VASCULATURE\_DEVELOPMENT

GO\_RESPONSE\_TO\_ORGANIC\_CYCLIC\_COMPOUND

GO\_EXTRACELLULAR\_STRUCTURE\_ORGANIZATION

GO\_ORGAN\_MORPHOGENESIS

GO\_POSITIVE\_REGULATION\_OF\_CELLULAR\_COMPONENT\_ORGANIZATION

GO\_POSITIVE\_REGULATION\_OF\_CELL\_PROLIFERATION

GO\_INTERSPECIES\_INTERACTION\_BETWEEN\_ORGANISMS

GO\_CELLULAR\_CATABOLIC\_PROCESS

GO\_CELLULAR\_RESPONSE\_TO\_OXYGEN\_CONTAINING\_COMPOUND

GO\_BLOOD\_VESSEL\_MORPHOGENESIS

GO\_PROTEIN\_LOCALIZATION\_TO\_MEMBRANE

GO\_PROTEIN\_TARGETING\_TO\_MEMBRANE

GO\_REGULATION\_OF\_IMMUNE\_SYSTEM\_PROCESS

GO\_EPITHELIUM\_DEVELOPMENT

GO\_ENZYME\_LINKED\_RECEPTOR\_PROTEIN\_SIGNALING\_PATHWAY

GO\_NEGATIVE\_REGULATION\_OF\_CELL\_DEATH

GO\_POSITIVE\_REGULATION\_OF\_CATALYTIC\_ACTIVITY

# Genes in Gene Set (K)

Description

1848 Any process that results in a change in state or activity of a cell (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of an organic substance stimulus.

1450 Any process that results in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a stimulus arising within the organism.

1496 Any process that modulates the frequency, rate or extent of cell proliferation.

1672 Any process that modulates the frequency, rate or extent of multicellular organismal development.

1796 The chemical reactions and pathways involving organonitrogen compound.

1518 The process whose specific outcome is the progression of a tissue over time, from its formation to the mature structure.

1381 Any process that results in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of an oxygen-containing compound stimulus.

1929 Any process that activates, maintains or increases the rate of a response to a stimulus. Response to stimulus is a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a stimulus.

1492 Any process that modulates the frequency, rate or extent of cell differentiation, the process in which relatively unspecialized cells acquire specialized structural and functional features.

1821 Any process that results in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of an external stimulus.

1395 Any process that activates or increases the frequency, rate or extent of an organismal process, any of the processes pertinent to the function of an organism above the cellular level; includes the integrated processes of tissues and organs.

1360 Any process that stops, prevents, or reduces the frequency, rate or extent of a response to a stimulus. Response to stimulus is a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a stimulus.

1021 Any process that modulates the frequency, rate or extent of anatomical structure morphogenesis.

1472 Any process that modulates the rate or frequency of cell death. Cell death is the specific activation or halting of processes within a cell so that its vital functions markedly cease, rather than simply deteriorating gradually over time, which culminates in cell death.

1142 Any process that activates or increases the rate or extent of development, the biological process whose specific outcome is the progression of an organism over time from an initial condition (e.g. a zygote, or a young adult) to a later condition (e.g. a mature adult).

1805 Any process in which a protein is transported to, or maintained in, a specific location.

1426 The process whose specific outcome is the progression of the cell over time, from its formation to the mature structure. Cell development does not include the steps involved in committing a cell to a specific fate.

1532 Any process that increases the frequency, rate or extent of cell communication. Cell communication is the process that mediates interactions between a cell and its surroundings. Encompasses interactions such as signaling or attachment between cells.

788 The process whose specific outcome is the progression of the circulatory system over time, from its formation to the mature structure. The circulatory system is the organ system that passes nutrients (such as amino acids and electrolytes), gases, hormones, and drugs (small molecules and other macromolecules) in blood.

1767 The chemical reactions and pathways involving small molecules, any low molecular weight, monomeric, non-encoded molecule.

1773 The chemical reactions and pathways resulting in the breakdown of substances, including the breakdown of carbon compounds with the liberation of energy for use by the cell or organism.

1618 Any process that modulates the frequency, rate or extent of the chemical reactions and pathways involving phosphorus or compounds containing phosphorus.

771 Any process that modulates the frequency, rate or extent of the movement of a cellular component.

983 Any process that stops, prevents, or reduces the frequency, rate or extent of an organismal process, the processes pertinent to the function of an organism above the cellular level; includes the integrated processes of tissues and organs.

1008 Any process that results in a change in state or activity of a cell (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a stimulus arising within the organism.

1710 Any process that modulates the frequency, rate or extent of the covalent alteration of one or more amino acid residues within a protein.

1804 Any process that modulates the frequency, rate or extent of the directed movement of substances (such as macromolecules, small molecules, ions) into, out of or within a cell, or between cells, by means of some agent such as a transporter or pore.

1402 Generation of cells within the nervous system.

1656 Any process that modulates the frequency, rate or extent of intracellular signal transduction.

1468 Any process that modulates the frequency, rate or extent of a response to stress. Response to stress is a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a stimulus.

1791 Any process that activates or increases the rate or extent of a molecular function, an elemental biological activity occurring at the molecular level, such as catalysis or binding.

1114 Self-propelled movement of a cell or organism from one location to another.

1192 Any process that decreases the frequency, rate or extent of cell communication. Cell communication is the process that mediates interactions between a cell and its surroundings. Encompasses interactions such as signaling or attachment between cells.

1423 The directed movement of a protein to a specific location.

1275 The directed, self-propelled movement of a cell or subcellular component without the involvement of an external agent such as a transporter or pore.

1984 Any process involved in the development or functioning of the immune system, an organismal system for calibrated responses to potential internal or invasive threats.

1492 Any process that activates or increases the frequency, rate or extent of the chemical reactions and pathways involving a protein.

1676 The directed movement of a substance or cellular entity, such as a protein complex or organelle, to a specific location within, or in the membrane of, a cell.

1234 Any process in which a macromolecule is transported to, and/or maintained in, a specific location at the level of a cell. Localization at the cellular level encompasses movement within the cell, from within the cell to the cell surface, or from one location to another.

1784 Any process that modulates the frequency, rate or extent of transcription from an RNA polymerase II promoter.

893 Any process that results in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a hormone stimulus.

859 Any process that results in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a nitrogen compound stimulus.

1024 Any process that results in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of an abiotic (non-living) stimulus.

888 Any process that results in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a lipid stimulus.

1805 Any process that activates or increases the frequency, rate or extent of the chemical reactions and pathways resulting in the formation of substances.

1733 Any process that increases the frequency, rate or extent of gene expression. Gene expression is the process in which a gene's coding sequence is converted into a mature gene product or products (proteins or RNA). This includes the production of a mature gene product or products.

1024 The chemical reactions and pathways resulting in the formation of organonitrogen compound.

1572 The process in which a signal is passed on to downstream components within the cell, which become activated themselves to further propagate the signal and finally trigger a change in the function or state of the cell.

823 Any process that activates or increases the frequency, rate or extent of cell differentiation.

1079 Any process that stops or reduces the rate or extent of a molecular function, an elemental biological activity occurring at the molecular level, such as catalysis or binding.

1032 The attachment of a cell or organism to a substrate, another cell, or other organism. Biological adhesion includes intracellular attachment between membrane regions.

469 The process whose specific outcome is the progression of the vasculature over time, from its formation to the mature structure. The vasculature is an interconnected tubular multi-tissue structure that contains fluid that is actively transported around the body.

917 Any process that results in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of an organic cyclic compound stimulus.

304 A process that is carried out at the cellular level which results in the assembly, arrangement of constituent parts, or disassembly of structures in the space external to the outermost structure of a cell. For cells without external protective or external structures, this process is carried out at the cellular level.

841 Morphogenesis of an organ. An organ is defined as a tissue or set of tissues that work together to perform a specific function or functions. Morphogenesis is the process in which anatomical structures are generated and organized. Organs are common to all members of a species.

1152 Any process that activates or increases the frequency, rate or extent of a process involved in the formation, arrangement of constituent parts, or disassembly of cell structures, including the plasma membrane and any external encapsulating structures.

814 Any process that activates or increases the rate or extent of cell proliferation.

662 Any process in which an organism has an effect on an organism of a different species.

1322 The chemical reactions and pathways resulting in the breakdown of substances, carried out by individual cells.

799 Any process that results in a change in state or activity of a cell (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of an oxygen-containing compound stimulus.

364 The process in which the anatomical structures of blood vessels are generated and organized. The blood vessel is the vasculature carrying blood.

376 A process in which a protein is transported to, or maintained in, a specific location in a membrane.

157 The process of directing proteins towards a membrane, usually using signals contained within the protein.

1403 Any process that modulates the frequency, rate, or extent of an immune system process.

945 The process whose specific outcome is the progression of an epithelium over time, from its formation to the mature structure. An epithelium is a tissue that covers the internal or external surfaces of an anatomical structure.

689 Any series of molecular signals initiated by the binding of an extracellular ligand to a receptor on the surface of the target cell, where the receptor possesses catalytic activity or is closely associated with an enzyme such as a protein kinase, and ending with a specific cellular response.

872 Any process that decreases the rate or frequency of cell death. Cell death is the specific activation or halting of processes within a cell so that its vital functions markedly cease, rather than simply deteriorating gradually over time, which culminates in cell death.

1518 Any process that activates or increases the activity of an enzyme.

GO\_REGULATION\_OF\_HYDROLASE\_ACTIVITY  
GO\_REGULATION\_OF\_RESPONSE\_TO\_EXTERNAL\_STIMULUS  
GO\_MEMBRANE\_ORGANIZATION  
GO\_ANATOMICAL\_STRUCTURE\_FORMATION\_INVOLVED\_IN\_MORPHOGENESIS  
GO\_POSITIVE\_REGULATION\_OF\_PHOSPHORUS\_METABOLIC\_PROCESS  
GO\_NEGATIVE\_REGULATION\_OF\_DEVELOPMENTAL\_PROCESS  
GO\_ESTABLISHMENT\_OF\_PROTEIN\_LOCALIZATION\_TO\_MEMBRANE  
GO\_NEGATIVE\_REGULATION\_OF\_PROTEIN\_METABOLIC\_PROCESS  
GO\_REGULATION\_OF\_CELLULAR\_LOCALIZATION  
GO\_PHOSPHATE\_CONTAINING\_COMPOUND\_METABOLIC\_PROCESS  
GO\_POSITIVE\_REGULATION\_OF\_PROTEIN\_MODIFICATION\_PROCESS  
GO\_INTRACELLULAR\_PROTEIN\_TRANSPORT  
GO\_NEGATIVE\_REGULATION\_OF\_NITROGEN\_COMPOUND\_METABOLIC\_PROCESS  
GO\_HOMEOSTATIC\_PROCESS  
GO\_POSITIVE\_REGULATION\_OF\_INTRACELLULAR\_SIGNAL\_TRANSDUCTION  
GO\_ESTABLISHMENT\_OF\_PROTEIN\_LOCALIZATION\_TO\_ENDOPLASMIC\_RETICULUM  
GO\_TRANSLATIONAL\_INITIATION  
GO\_NEURON\_DIFFERENTIATION  
GO\_NEGATIVE\_REGULATION\_OF\_CELL\_PROLIFERATION  
GO\_CELL\_PROLIFERATION  
GO\_SKELETAL\_SYSTEM\_DEVELOPMENT  
GO\_PROTEIN\_LOCALIZATION\_TO\_ENDOPLASMIC\_RETICULUM  
GO\_NEGATIVE\_REGULATION\_OF\_GENE\_EXPRESSION  
GO\_CELLULAR\_COMPONENT\_MORPHOGENESIS  
GO\_CELL\_MOTILITY  
GO\_RESPONSE\_TO\_GROWTH\_FACTOR  
GO\_SINGLE\_ORGANISM\_CELLULAR\_LOCALIZATION  
GO\_PROTEIN\_TARGETING  
GO\_RESPONSE\_TO\_WOUNDING  
GO\_CELL\_MORPHOGENESIS\_INVOLVED\_IN\_DIFFERENTIATION  
GO\_REGULATION\_OF\_CELL\_ADHESION  
GO\_CELLULAR\_AMIDE\_METABOLIC\_PROCESS

1327 Any process that modulates the frequency, rate or extent of hydrolase activity, the catalysis of the hydrolysis of various bonds, e.g. C-O, C-N, C-C, phosphoric anhydride bonds, etc. Hydrolase is the systematic name for any enzyme of EC class 3.  
926 Any process that modulates the frequency, rate or extent of a response to an external stimulus.  
899 A process which results in the assembly, arrangement of constituent parts, or disassembly of a membrane. A membrane is a double layer of lipid molecules that encloses all cells, and, in eukaryotes, many organelles; may be a single or double lipid bilayer.  
957 The developmental process pertaining to the initial formation of an anatomical structure from unspecified parts. This process begins with the specific processes that contribute to the appearance of the discrete structure and ends when the structure is fully formed.  
1036 Any process that increases the frequency, rate or extent of the chemical reactions and pathways involving phosphorus or compounds containing phosphorus.  
801 Any process that stops, prevents or reduces the rate or extent of development, the biological process whose specific outcome is the progression of an organism over time from an initial condition (e.g. a zygote, or a young adult) to a later condition (e.g. an adult, or an old adult).  
264 The directed movement of a protein to a specific location in a membrane.  
1087 Any process that stops, prevents, or reduces the frequency, rate or extent of chemical reactions and pathways involving a protein.  
1277 Any process that modulates the frequency, rate or extent of a process in which a cell, a substance, or a cellular entity is transported to, or maintained in a specific location within or in the membrane of a cell.  
1977 The chemical reactions and pathways involving the phosphate group, the anion or salt of any phosphoric acid.  
1135 Any process that activates or increases the frequency, rate or extent of the covalent alteration of one or more amino acid residues within a protein.  
781 The directed movement of proteins in a cell, including the movement of proteins between specific compartments or structures within a cell, such as organelles of a eukaryotic cell.  
1517 Any process that stops, prevents, or reduces the frequency, rate or extent of the chemical reactions and pathways involving nitrogen or nitrogenous compounds.  
1337 Any biological process involved in the maintenance of an internal steady state.  
876 Any process that activates or increases the frequency, rate or extent of intracellular signal transduction.  
104 The directed movement of a protein to a specific location in the endoplasmic reticulum.  
146 The process preceding formation of the peptide bond between the first two amino acids of a protein. This includes the formation of a complex of the ribosome, mRNA, and an initiation complex that contains the first aminoacyl-tRNA.  
874 The process in which a relatively unspecialized cell acquires specialized features of a neuron.  
643 Any process that stops, prevents or reduces the rate or extent of cell proliferation.  
672 The multiplication or reproduction of cells, resulting in the expansion of a cell population.  
455 The process whose specific outcome is the progression of the skeleton over time, from its formation to the mature structure. The skeleton is the bony framework of the body in vertebrates (endoskeleton) or the hard outer envelope of insects (exoskeleton).  
123 A process in which a protein is transported to, or maintained in, a location within the endoplasmic reticulum.  
1493 Any process that decreases the frequency, rate or extent of gene expression. Gene expression is the process in which a gene's coding sequence is converted into a mature gene product or products (proteins or RNA). This includes the production of a mature gene product or products.  
900 The process in which cellular structures, including whole cells or cell parts, are generated and organized.  
835 Any process involved in the controlled self-propelled movement of a cell that results in translocation of the cell from one place to another.  
475 Any process that results in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a growth factor stimulus.  
898 A cellular localization which involves only one organism.  
406 The process of targeting specific proteins to particular regions of the cell, typically membrane-bounded subcellular organelles. Usually requires an organelle specific protein sequence motif.  
563 Any process that results in a change in state or activity of a cell or an organism (in terms of movement, secretion, enzyme production, gene expression, etc.) as a result of a stimulus indicating damage to the organism.  
513 The change in form (cell shape and size) that occurs when relatively unspecialized cells, e.g. embryonic or regenerative cells, acquire specialized structural and/or functional features that characterize the cells, tissues, or organs of the mature organism.  
629 Any process that modulates the frequency, rate or extent of attachment of a cell to another cell or to the extracellular matrix.  
727 The chemical reactions and pathways involving an amide, any derivative of an oxoacid in which an acidic hydroxy group has been replaced by an amino or substituted amino group, as carried out by individual cells.

**Supplementary Table 1: Gene set enrichment analysis (GSEA) of *Asc-1* enriched cells of adolescent subcutaneous preadipocytes.**

GSEA was performed using 2,442 genes listed in Supplementary Table 2. A false-discovery corrected *P*-value for differential expression lower than 0.01.

## Supplementary Table 2

Gene Name

Sntg1

Adhfe1

Sulf1

Tram1

Gm9947

Msc

Rpl7

Eloc

Pi15

Crispld1

Gm28153

Ogfrl1

Smap1

Adgrb3

Rab23

Dst

Arid5a

Cnnm4

Lipt1

Map4k4

Il1r1

Col3a1

Col5a2

Slc40a1

Nabp1

Nab1

Inpp1

1700019D03Rik

Ankrd44

Sf3b1

Hspd1

Spats2l

Clk1

Tmem237

Fzd7

Gm973

Nop58

Raph1

Nrp2

Eef1b2

Gpr1

Myl1

Fn1

Xrcc5

Igfbp5

Tns1

Arpc2  
Slc11a1  
Cyp27a1  
Dnpep  
Speg  
Chpf  
Slc4a3  
Epha4  
Kcne4  
Agfg1  
Pid1  
Sp100  
Ptma  
Eif4e2  
Efhd1  
Sh3bp4  
Ackr3  
Col6a3  
Lrrfip1  
Ramp1  
Scly  
Twist2  
Hdac4  
Gpc1  
Sned1  
Hdlbp  
Bok  
Thap4  
Ppip5k2  
Pam  
Phlpp1  
Bcl2  
Dsel  
Gli2  
Dbi  
Cnt2  
Gm15675  
Cd55  
Rab7b  
Prep  
Btg2  
Ppp1r12b  
Nav1  
Csrp1  
Phlda3  
Gm19705  
Pla2g4a  
Ptgs2  
Ptgs2os2  
Fam129a

1700025G04Rik

Lamc2

Lamc1

Rgs16

Ier5

Tor3a

Angptl1

Fmo1

Fmo2

Prrx1

Kifap3

Atp1b1

Dpt

Mpzl1

Ildr2

Aldh9a1

Mgst3

Rxrg

Hsd17b7

Ddr2

Uap1

Olfml2b

Apoa2

Adamts4

Pex19

Igsf8

Atp1a2

Tagln2

Ackr1

Cadm3

Ifi207

Ifi204

Mndal

Ifi203

Ifi205

Cep170

Hnrnpu

H3f3a

Sde2

Lefty1

Tmem63a

Ephx1

Degs1

Capn2

Disp1

Aida

Hlx

Tgfb2

Kcnk2

Nenf

Lpgat1  
Gm15867  
Lamb3  
Hsd11b1  
G0s2  
Cd34  
Frmd4a  
Camk1d  
Cdc123  
Atp5c1  
Itih5  
Fbxo18  
Vim  
Plxdc2  
Apbb1ip  
Mrpl41  
Tubb4b  
Tmem203  
Uap1l1  
Entpd2  
Npdc1  
Paxx  
Notch1  
Agpat2  
Surf4  
Col5a1  
Ralgds  
Rapgef1  
2600006K01Rik  
Cercam  
Ier5l  
Prrx2  
Ptges  
Ncs1  
Hmcn2  
Ass1  
Abl1  
Aif1l  
Dnm1  
Ak1  
Rpl12  
Garnl3  
Angptl2  
Hspa5  
Phf19  
Gsn  
Stom  
Ptgs1  
Nek6  
Nr6a1

Olfml2a  
Rpl35  
Zeb2  
Acvr2a  
Lypd6  
Cacnb4  
Cd302  
Rbms1  
Dpp4  
Fap  
Scn7a  
Stk39  
Cers6  
Cybrd1  
Map3k20  
Hoxd3os1  
Hoxd8  
Nfe2l2  
Pde11a  
Osbp16  
Sestd1  
Pde1a  
Nckap1  
Zc3h15  
Itgav  
Fam171b  
Calcr1  
Serping1  
Timm10  
Slc43a3  
Tnks1bp1  
Ptpbj  
Psmc3  
Mdk  
Creb3l1  
Chst1  
Tspan18  
Prr5l  
Pamr1  
Cd44  
Cat  
Rcn1  
Mpped2  
Lgr4  
Ccgc34  
Fibin  
Ano3  
Nop10  
Ryr3  
Thbs1

Chp1  
Stard9  
Lcmt2  
Serf2  
Casc4  
B2m  
Duoxa1  
Duox1  
Slc30a4  
Sqor  
Fbn1  
Fgf7  
Sppl2a  
Gm14005  
Fbln7  
Sirpa  
Stk35  
Nop56  
Cpxm1  
Ptpra  
4930402H24Rik  
Adam33  
Hspa12b  
Cenpb  
Rassf2  
Tmem230  
Crls1  
Bmp2  
Plcb4  
Mkks  
Jag1  
Ism1  
MacroD2  
Rrbp1  
Slc24a3  
Rin2  
Naa20  
Thbd  
Cst3  
Fkbp1a  
Trib3  
Defb25  
Rem1  
Id1  
Pofut1  
Necab3  
1700003F12Rik  
E2f1  
Dynlrb1  
Map1lc3a

Edem2  
Procr  
Rbm39  
Scand1  
2900097C17Rik  
Dlgap4  
Tgif2  
Rab5if  
Samhd1  
Rpn2  
Lbp  
Mafb  
Top1  
Fitm2  
Pkig  
Matn4  
Pigt  
Snx21  
Ctsa  
Pltp  
Eya2  
Sulf2  
Ptgis  
Snai1  
Cebpb  
Dpm1  
Tshz2  
Bmp7  
Zbp1  
Pmepa1  
Npepl1  
Gnas  
Ctsz  
Atp5e  
Rps21  
Helz2  
Clcn5  
Prpf2  
Rbm3  
SrpX  
Tspan7  
Mid1ip1  
Ddx3x  
Cask  
Chst7  
Cdk16  
Agtr2  
Dock11  
Il13ra1  
Pgrmc1

Slc25a5  
Rpl39  
Lamp2  
Dcaf12l1  
Elf4  
Igsf1  
Gpc3  
Mospd1  
Fhl1  
Map7d3  
Mamld1  
Bgn  
Idh3g  
Rpl10  
Fundc2  
Pls3  
Prrg1  
Tmem47  
Amer1  
Heph  
Ar  
Tmem28  
Rps4x  
Cited1  
Slc16a2  
Rlim  
Rtl3  
P2ry10b  
Itm2a  
Pcdh11x  
Pcdh19  
Srpx2  
Rpl36a  
Armcx3  
Arxes2  
Arxes1  
Tceal8  
Tceal9  
Bex3  
Tceal1  
NrK  
Tsc22d3  
Hsd17b10  
Prdx4  
Eif1ax  
Adgrg2  
Reps2  
Rbbp7  
Ap1s2  
Vegfd

Mospd2  
Gpm6b  
Rab9  
Tmsb4x  
Gm15261  
Gm8797  
Mrps28  
Fabp5  
Fabp4  
Car13  
Car3  
Cyp7b1  
Cp  
Tnik  
Rpl22l1  
Sec62  
Prkci  
Skil  
Gnb4  
Ndufb5  
Fgf2  
Spry1  
Fat4  
Jade1  
Pcdh10  
Setd7  
Mgst2  
Ufm1  
Postn  
Rnf13  
Siah2  
P2ry14  
Igsf10  
P2ry1  
Mme  
Ssr3  
Veph1  
Ptx3  
B3galnt1  
Golim4  
Fam198b  
Ctso  
Gucy1b1  
Gucy1a1  
Dchs2  
Sfrp2  
Gm26771  
Mnd1  
Fhdc1  
Rps3a1

Pear1  
Pmf1  
Lmna  
Ssr2  
Thbs3  
Krtcap2  
Adam15  
Gm15417  
Cks1b  
Shc1  
Kcnn3  
Atp8b2  
Ubap2l  
Rps27  
S100a13  
S100a16  
S100a6  
S100a11  
S100a10  
Selenbp1  
Ctsk  
Mcl1  
Adamtsl4  
Ecm1  
Plekho1  
Mtmr11  
Txnip  
Prkab2  
Notch2  
Hmgcs2  
Phgdh  
Ptgfrn  
Atp1a1  
Vangl1  
A230001M10Rik  
Ngf  
Olfml3  
Slc16a1  
Rhoc  
Wnt2b  
Rap1a  
Gm5547  
Alx3  
Gstm2  
Psm5  
Tmem167b  
Prpf38b  
Slc25a24  
Amy1  
Vcam1

Snx7  
Slc44a3  
A530020G20Rik  
F3  
Arhgap29  
Abca4  
Bcar3  
Prss12  
Tram1l1  
Ank2  
Enpep  
Pla2g12a  
Mcub  
Ostc  
Rpl34  
Hadh  
Papss1  
Dkk2  
Cxxc4  
Ppp3ca  
Adh7  
Adh1  
Adh5  
Tspan5  
Pdlim5  
Gbp2  
Gtf2b  
Lmo4  
Sh3glb1  
Cyr61  
Ddah1  
Gng5  
Ptgfr  
Acadm  
Slc44a5  
Lhx8  
Negr1  
Ptger3  
Wls  
Rps20  
Gm11808  
Penk  
Fam110b  
Tox  
8430436N08Rik  
Car8  
Gem  
Runx1t1  
Ggh  
Manea

Pnrc1  
Aco1  
Tmem215  
Dnaja1  
Bag1  
Ube2r2  
Ubap1  
AI464131  
Enho  
Cntfr  
Il11ra1  
Gm13305  
Gm2564  
Ccl19  
Ccdc107  
Creb3  
Hrct1  
Spaar  
Reck  
Grhpr  
Shb  
Col15a1  
Sec61b  
Tmeff1  
Cavin4  
AI427809  
Slc44a1  
Tmem38b  
Zfp462  
Klf4  
Tmem245  
Svep1  
Gng10  
Ugcg  
Slc31a2  
Rgs3  
Col27a1  
Atp6v1g1  
Pappa  
Astn2  
Megf9  
Lurap1l  
Mpdz  
Nfib  
Gm11266  
Frem1  
Adamtsl1  
Plin2  
Rps6  
Hacd4

Mtap  
Tek  
Jun  
Cyp2j6  
Nfia  
Pgm2  
Cachd1  
Jak1  
Leprot  
Fyb2  
Plpp3  
Usp24  
Hspb11  
Podn  
Scp2  
Echdc2  
Gpx7  
Nrd1  
Cdkn2c  
Trabd2b  
Efcab14  
Uqcrh  
Nasp  
Akr1a1  
Prdx1  
Ptch2  
Rps8  
Gm12840  
B4galt2  
Ybx1  
Kcnq4  
Heyl  
Pabpc4  
Bmp8a  
Ndufs5  
Rspo1  
Eva1b  
Tek2  
Sfpq  
Azin2  
Ak2  
Rbbp4  
Marcksl1  
Khdrbs1  
Ptp4a2  
Col16a1  
Snhg12  
Atpif1  
Slc9a1  
Trnp1

Hmgn2  
Cep85  
Maco1  
Rsrp1  
Syf2  
Clic4  
Pnrc2  
Rpl11  
Id3  
Asap3  
Camk2n1  
Nbl1  
Capzb  
Mrto4  
Igsf21  
Mfap2  
Efhd2  
Kazn  
Pdpn  
Dhrs3  
Tnfrsf1b  
Plod1  
Draxin  
Pgd  
Kif1b  
Spsb1  
H6pd  
Rere  
Errfi1  
Gpr153  
Smim1  
Ski  
Faap20  
Gnb1  
Mmp23  
Vwa1  
C1qtnf12  
Isg15  
Fzd1  
Gm8773  
Steap4  
Adam22  
Sema3d  
Sema3a  
Sema3e  
Sema3c  
Cd36  
Gnai1  
Lrrc17  
Fam126a

Chpf2  
Wdr86  
Il6  
Ost4  
Emilin1  
Khk  
Cgref1  
Mrpl33  
Spon2  
Ctbp1  
Mxd4  
Lrpap1  
Cpz  
Htra3  
Ablim2  
Afap1  
Msx1  
Cd38  
Ldb2  
Qdpr  
Lgi2  
Pi4k2b  
Sel1l3  
Smim20  
Rbpj  
Stim2  
Klf3  
Fam114a1  
Rpl9  
Ugdh  
Smim14  
Apbb2  
Uchl1  
Limch1  
Gabra2  
Slain2  
Sgcb  
Pdgfra  
Igfbp7  
Slc4a4  
Cxcl1  
Btc  
Parm1  
Naaa  
44085  
Ccng2  
Fras1  
Anxa3  
Bmp2k  
Antxr2

Prdm8  
Bmp3  
Prkg2  
Hnrnpdl  
Plac8  
Hpse  
Arhgap24  
Slc10a6  
Hsd17b13  
Sparcl1  
Pkd2  
Gbp6  
Lrrc8b  
Lrrc8c  
Lrrc8d  
Tgfb3  
Ephx4  
Evi5  
Fam69a  
Mfsd7a  
Fgfr1  
Miat  
Tpst2  
Asphd2  
2900026A02Rik  
Wscd2  
Cmklr1  
Iscu  
Tmem119  
Coro1c  
Trpv4  
Glt1  
Acads  
Pxn  
Rplp0  
Ccdc60  
Hspb8  
Pebp1  
Tesc  
Med13l  
Tbx5  
Rpl6  
Trafd1  
Aldh2  
Ppp1cc  
Hvcn1  
Atp2a2  
Ift81  
P2rx4  
Orai1

Setd1b  
Clip1  
Hcar1  
Kmt5a  
Ncor2  
Ubc  
Bri3bp  
Tmem132b  
5930412G12Rik  
Adgrd1  
Chchd2  
Vkorc1l1  
Gusb  
Tpst1  
Auts2  
Limk1  
Gm10369  
Cldn3  
Mlxip1  
Por  
Dtx2  
Cldn15  
Serpine1  
Trim56  
Pcolce  
Irs3  
Mepce  
Cyp3a13  
Prkar1b  
Adap1  
Chst12  
Ttyh3  
Radil  
Fbxl18  
Actb  
Fscn1  
Kdelr2  
Daglb  
Rac1  
Usp42  
Bri3  
Nptx2  
Arpc1b  
Wasf3  
Rpl21  
Rasl11a  
Slc7a1  
Hmgb1  
Medag  
N4bp2l1

Col1a2  
Pon3  
Dync1i1  
Asns  
C1galt1  
Ndufa4  
Thsd7a  
Cav2  
Cav1  
Met  
Wnt2  
Gm20186  
Cped1  
Wnt16  
Fam3c  
Prmt4  
Calu  
Flnc  
Kcp  
Ube2h  
Mest  
Gm43154  
Gm13848  
Akr1b3  
Akr1b8  
Tmem140  
1810058I24Rik  
Chrm2  
Ptn  
Fmc1  
Klrg2  
Mkrn1  
Fam131b  
Zyx  
Epha1  
Atp6v0e2  
Rarres2  
Tmem176b  
Tmem176a  
Gpnmb  
Mpp6  
Gsdme  
Osbp13  
Cybs  
Hnrnpa2b1  
Hoxa5  
Hoxa9  
Hibadh  
Tax1bp1  
Creb5

Tril  
Scrn1  
Mturn  
Ggct  
Inmt  
Adcyap1r1  
Lsm5  
Pyurf  
Fam13a  
Krccl  
Chmp3  
Tmem150a  
Vamp5  
Vamp8  
Sh2d6  
Capg  
Retsat  
Tgoln1  
Tmsb10  
Hk2  
Htra2  
Rtkn  
Nagk  
Rab11fip5  
Nat8f3  
Nat8f1  
Snrpg  
C87436  
Anxa4  
Antxr1  
Cnbp  
Mgl  
Plxna1  
Chchd6  
Txnrd3  
Klf15  
Iqsec1  
Fbln2  
Tmem43  
Ccdc174  
Frmd4b  
Mitf  
Gm765  
Foxp1  
Eif4e3  
Chl1  
Gm44040  
Bhlhe40  
Oxtr  
Gt(ROSA)26Sor

Hrh1  
Vgll4  
Pparg  
Raf1  
Rpl32  
Plxnd1  
Cxcl12  
Hnrnpf  
Csgalnact2  
Wnt5b  
Atp6v1e1  
Usp18  
Mfap5  
Apobec1  
C1rl  
C1ra  
C1s1  
C1rb  
Chd4  
Gapdh  
Cd27  
Tnfrsf1a  
Cd9  
Ntf3  
Tspan11  
Tspan9  
Clec2d  
Gabarapl1  
Ybx3  
Lrp6  
Mansc1  
Gprc5a  
H2afj  
Mgp  
Eps8  
Mgst1  
Plekha5  
Aebp2  
Pde3a  
Ldhb  
Kcnj8  
Bcat1  
Kras  
Gm15706  
Sspn  
Caprin2  
Etfbkmt  
Resf1  
Bicd1  
Myadm

Tmc4  
Rps9  
Cdc42ep5  
Cox6b2  
Tmem238  
Rpl28  
Ube2s  
Isoc2a  
Ssc5d  
Zim1  
Peg3  
Rps5  
Ube2m  
Nop53  
Bbc3  
Slc1a5  
Dact3  
Calm3  
Ppm1n  
Rtn2  
Fosb  
Apoc1  
ApoE  
Tomm40  
Pvr  
Plaur  
Zfp575  
Rps19  
Arhgef1  
Pafah1b3  
Megf8  
B3gnt8  
Bckdha  
Tgfb1  
Axl  
Ltbp4  
Sertad1  
Rps16  
Plekha7  
Zfp36  
Samd4b  
Hnrnp1  
Ech1  
Eif3k  
Kcnk6  
Yif1b  
Ppp1r14a  
Capns1  
Tbcb  
Sbsn

Dmkn  
Krtdap  
Cebpg  
Cebpa  
Slc7a10  
Rhpn2  
Tshz3  
Plekhf1  
Pop4  
Vstm2b  
Josd2  
Med25  
Rras  
Prrg2  
Rcn3  
Fcgrt  
Rpl13a  
Ftl1  
Bax  
Dhdh  
Ppp1r15a  
Plekha4  
Mamstr  
Rpl18  
Sult2b1  
Grin2d  
Emp3  
Saa1  
Ldha  
Spty2d1  
Htatif2  
Cyfip1  
Atp10a  
Pcsk6  
Aldh1a3  
Adamts17  
Arrdc4  
Nr2f2  
Rgma  
Slco3a1  
Anpep  
Idh2  
Nmb  
Sec11a  
Pde8a  
Rps17  
Whamm  
Adamts13  
Stard5  
Abhd17c

Arnt2  
Fah  
Rab38  
Tmem135  
Fzd4  
Prss23  
Syt12  
Ccdc90b  
Prcp  
Ndufc2  
Capn5  
Acer3  
Tsku  
Wnt11  
Gm45187  
Serpinh1  
Gdpd5  
Rps3  
Tpbgl  
Gm10605  
Slco2b1  
P4ha3  
Arhgef17  
P2ry2  
Cavin3  
Apbb1  
Ilk  
Taf10  
Eif3f  
Lmo1  
Rpl27a  
Adm  
Eif4g2  
Galnt18  
Parva  
Spon1  
Rras2  
Rps13  
Nucb2  
Rps15a  
Arl6ip1  
Iqck  
Tmem159  
Rbbp6  
Il4ra  
D430042O09Rik  
Eif3c  
Sult1a1  
Mapk3  
Ypel3

Aldoa  
Tmem219  
Seph2  
Stx4a  
Vkorc1  
Fus  
Pycard  
Tgfb1i1  
Bag3  
Tacc2  
Htra1  
Oat  
Fam53b  
Ctbp2  
Adam12  
Glr3  
Echs1  
Cox8b  
Ifitm2  
Ifitm1  
Ifitm3  
Rnh1  
Rplp2  
Tspan4  
Ap2a2  
Lsp1  
Mrpl23  
H19  
Igf2  
Igf2os  
Kcnq1ot1  
Cdkn1c  
Tnfrsf23  
Mrgprg  
Mrgpre  
Ccnd1  
Akap12  
Syne1  
Stxbp5  
Rab32  
Utrn  
Plagl1  
Aig1  
Adgrg6  
Abral  
Gm10827  
Nhs1  
Hebp2  
Ifngr1  
Sgk1

Slc18b1  
Vnn1  
Epb41l2  
Rspo3  
Calhm6  
Marcks  
Gm31378  
Lama4  
Fyn  
Mettl24  
Fig4  
Mical1  
Cd164  
Sesn1  
Prep  
Man1a  
Hsf2  
Smpdl3a  
44084  
Sowahc  
Mcu  
Micu1  
Spock2  
Psap  
Sgpl1  
Ppa1  
Sar1a  
Hk1  
Egr2  
Arid5b  
Rhobtb1  
Ank3  
Ccdc6  
Fam13c  
Bicc1  
Gnaz  
Snrpd3  
Ggt5  
Ddt  
Gstt1  
Gstt2  
Mif  
Smrbc1  
Mmp11  
Chchd10  
S100b  
Col6a2  
Col6a1  
Slc19a1  
Col18a1

Adarb1  
Dnmt3l  
Icosl  
Cstb  
Prss57  
Palm  
Plppr3  
Prtn3  
Cnn2  
Cirbp  
Efna2  
Dazap1  
Reep6  
Adamts15  
Lsm7  
Gadd45b  
Atcayos  
Nfic  
Aes  
Tle2  
Glt8d2  
Chst11  
Aldh1l2  
1500009L16Rik  
Ckap4  
Timp3  
Igf1  
Nr1h4  
Lta4h  
Snrpf  
Ntn4  
Nudt4  
Btg1  
Dcn  
Lum  
Atp2b1  
Kitl  
Ppfia2  
Nav3  
E2f7  
Csrp2  
Phlda1  
Rap1b  
Srgap1  
Tmem5  
Avpr1a  
Slc16a7  
Ctdsp2  
Ddit3  
Gli1

Ndufa4l2  
Nab2  
Naca  
Myl6  
Suox  
Mmp19  
Cd63  
Rdh5  
Bloc1s1  
Itga7  
Fcor  
Evi5l  
Efnb2  
Tnfsf13b  
Col4a1  
Col4a2  
Mcf2l  
Lamp1  
Gas6  
Rasa3  
Cln8  
Arhgef10  
Angpt2  
Thsd1  
Vdac3  
Polb  
Plat  
Sfrp1  
Adam9  
Htra4  
Fgfr1  
Zfp703  
Rnf122  
Rbpms  
Saraf  
Mfhas1  
Fat1  
Slc25a4  
Casp3  
Stox2  
Hpgd  
Palld  
Ddx60  
Spock3  
Cpe  
Psd3  
Sh2d4a  
Csgalnact1  
Lpl  
Cope

Uba52  
Ell  
Gdf15  
Lsm4  
Jund  
Gm3336  
Kcnn1  
Rpl18a  
Plvap  
Bst2  
Slc27a1  
Pgls  
Gm10282  
Klf2  
Hmox1  
Ednra  
Hhip  
Tbc1d9  
Dnajb1  
Gipc1  
Adgre5  
Gm26532  
Ier2  
Nfix  
Gcdh  
Prdx2  
Junb  
Dnaja2  
Zfp423  
Adcy7  
Tox3  
Rpgr1p11  
Irx3  
Irx5  
Mmp2  
Mt2  
Mt1  
Arl2bp  
Ndr4  
Cdh11  
Cmtm3  
Dync1li2  
Pdp2  
Rad  
Ces2g  
Tppp3  
Hsd11b2  
Psm10  
Smpd3  
Sntb2

Nfat5  
Il34  
St3gal2  
Gcsh  
Pkd1l2  
Gan  
Cmip  
Cdh13  
Mbtps1  
Cotl1  
Crispld2  
1190005I06Rik  
Cox4i1  
Map1lc3b  
Banp  
Zfp469  
Aprt  
Cbfa2t3  
Sult5a1  
Dpep1  
Fanca  
Rhou  
Rab4a  
Agt  
2810004N23Rik  
Tomm20  
Nrp1  
Itgb1  
Flnb  
Rarb  
Rpl15  
Nid2  
Kcnk5  
Anxa7  
Camk2g  
Plau  
Adk  
Rps24  
Anxa11  
Gm9780  
Plac9b  
Selenok  
Mustn1  
Spcs1  
Nt5dc2  
Nisch  
Dph3  
Vstm4  
Arhgap22  
Gdf10

Glud1  
Fam213a  
Gnpnat1  
Ddhd1  
Bmp4  
Cnih1  
Samd4  
Fbxo34  
Ktn1  
Klhl33  
Pnp  
Ndrp2  
Slc7a7  
Efs  
Il17d  
Fam124a  
Ints6  
Ctsb  
Fdft1  
Fam167a  
Scara5  
Scara3  
Ephx2  
Stmn4  
Dpysl2  
Ebf2  
Kctd9  
Loxl2  
Egr3  
Bmp1  
Lgi3  
Lpar6  
Itm2b  
Htr2a  
Tpt1  
Tsc22d1  
Dnajc15  
Tdrd3  
Pcdh20  
Pcdh9  
Rpl36a-ps1  
Kctd12  
Spry2  
Gpc6  
Cldn10  
Mbnl2  
Dock9  
Casp4  
Pdgd  
Mmp3

Yap1  
Vstm5  
Smco4  
Olfm2  
Col5a3  
A230050P20Rik  
Dnmt1  
Mrpl4  
Icam1  
Slc44a2  
Smarca4  
Ldlr  
Kank2  
Dock6  
Tmem205  
Epor  
Acp5  
Bmper  
44081  
Eepd1  
Opcml  
Aplp2  
Arhgap32  
St3gal4  
Fez1  
Pknx2  
Tbrg1  
AW551984  
Hspa8  
Sc5d  
Tmem136  
D630033O11Rik  
Thy1  
H2afx  
Hmbs  
Rps25  
Bcl9l  
Atp5l  
Fxyd6  
Sidt2  
Sik3  
Rexo2  
Nnmt  
Rpl10-ps3  
Pts  
Bco2  
Il18  
Layn  
Arhgap20  
Kdelc2

Etfa  
Peak1  
Snx33  
1700017B05Rik  
Rpp25  
Islr  
Islr2  
Loxl1  
Insyn1  
Cd276  
Nptn  
Rec114  
Neo1  
Hexa  
Thsd4  
Larp6  
Glce  
Anp32a  
Coro2b  
Calml4  
Rpl4  
Igdcc4  
Cilp  
Rasl12  
Plekho2  
Oaz2  
Ppib  
Rab8b  
Tln2  
Ice2  
Anxa2  
Gtf2a2  
Myo1e  
Adam10  
BC065403  
Prtg  
Myo5a  
Lysmd2  
Scg3  
Cox7a2  
Hmgn3  
Bckdhhb  
Ibtk  
Pgm3  
Snap91  
Tbx18  
Nt5e  
Tmed3  
Plscr1  
Pcolce2

Spsb4  
Rbp1  
Ackr4  
Ppm1m  
Alas1  
Rpl29  
Abhd14b  
Pcbp4  
Parp3  
Sema3b  
Mst1r  
Gmppb  
Tcta  
Rhoa  
Gpx1  
Lamb2  
Impdh2  
Wdr6  
Pfkfb4  
Ccdc12  
Pth1r  
Rps27rt  
Stt3b  
Tgfb2  
Itga9  
Acaa1b  
Myd88  
Eif1b  
Rpl14  
Sec22c  
Zfp651  
Higd1a  
Ackr2  
Snrk  
Zdhhc3  
Clec3b  
Tmem158  
Lars2  
Limd1  
Selenom  
Tcn2  
Castor1  
Rasl10a  
Kremen1  
Znrf3  
Aebp1  
Ppia  
H2afv  
Myo1g  
Ccm2

Igfbp3  
Tns3  
Ddc  
Grb10  
Actr2  
Slc1a4  
Lgalsl  
Peli1  
Ugp2  
Ehbp1  
Efemp1  
Rps27a  
Sptbn1  
Stc2  
Rhbd1  
Fbxw11  
Fgf18  
Slit3  
Ccng1  
Gabbr2  
Pttg1  
Adra1b  
Rnf145  
Ebf1  
Clint1  
Adam19  
Irgm1  
Ifi47  
Cnot6  
Gfpt2  
Sqstm1  
Clk4  
Skp1a  
Irf1  
Gm12216  
Slc22a4  
P4ha2  
Anxa6  
Slc36a2  
Sparc  
Atox1  
G3bp1  
Gla1  
Sap30l  
Igtf  
Sh3bp5l  
Hist3h2a  
Guk1  
Alkbh5  
Flii

Shmt1  
Map2k3  
Mfap4  
Ulk2  
Adora2b  
Ncor1  
Cenpv  
Ubb  
Trim16  
Hs3st3b1  
Gas7  
Ntn1  
Ccdc42os  
Ccdc42  
Myh10  
Ndel1  
Rpl26  
Rangrf  
Tmem107  
Trp53  
Mpdu1  
Cd68  
Eif4a1  
Fgf11  
Plscr3  
Kctd11  
Gabarap  
Dlg4  
Cxcl16  
Rnf167  
Rabep1  
C1qbp  
Txndc17  
Med31  
Smtnl2  
Camkk1  
Shpk  
Rtn4rl1  
Serpinf1  
Tlcd2  
Ywhae  
Tusc5  
Ssh2  
Git1  
Traf4  
Rpl23a  
Rab34  
Proca1  
Vtn  
Ift20

Lym9  
Lgals9  
Ksr1  
Ccl11  
Ccl8  
Slfn5  
Rasl10b  
Gm11444  
44078  
Scpep1  
Trim25  
Tmem100  
Nme2  
Spag9  
Tob1  
Cacna1g  
Acsf2  
Col1a1  
Samd14  
Ngfr  
Phb  
Abi3  
Gngt2  
Cbx1  
Copz2  
Cisd3  
Rpl23  
Rpl19  
Stac2  
Igfbp4  
Krt10  
Krt20  
Krt23  
Krt19  
Eif1  
P3h4  
Stat3  
Cavin1  
Ramp2  
Wnk4  
Aoc3  
Vat1  
Tmem106a  
Arl4d  
Meox1  
Grn  
Itga2b  
Hexim1  
1700023F06Rik  
Nsf

Arf2  
Itgb3  
Tanc2  
Cyb561  
Limd2  
Ddx5  
Cep95  
Smurf2  
Gm11713  
Prkca  
Fam20a  
Abca8a  
Abca5  
Ttyh2  
Slc9a3r1  
Fdxr  
Fads6  
Cdr2l  
Jpt1  
Sumo2  
Mif4gd  
H3f3b  
Trim47  
Acox1  
Ubal2  
Cygb  
Prkd  
Jmjd6  
Srsf2  
Sec14l1  
44083  
Tnrc6c  
Socs3  
Timp2  
Cep295nl  
Lgals3bp  
C1qtnf1  
Gm11747  
Engase  
Gaa  
Baiap2  
Slc38a10  
Actg1  
Pcyt2  
Pycr1  
Rac3  
Metrnl  
Gdi2  
Akr1c14  
Akr1c18

Klf6  
Chrm3  
Nid1  
Rala  
Epdr1  
Sfrp4  
Hist1h2bc  
Hfe  
Cmah  
Acot13  
Tdp2  
Gm11361  
Dusp22  
Irf4  
Gmcs  
Serpina1a  
Serpina6a  
1110046J04Rik  
Tubb2b  
Psmg4  
Pxdc1  
Bmp6  
Txnrc5  
Edn1  
Nol7  
Dtnbp1  
Atxn1  
Dek  
Id4  
Ecm2  
Aspn  
Omd  
Ogn  
S1pr3  
Sema4d  
Sfxn1  
4833439L19Rik  
Cltb  
Tspan17  
Prelid1  
Dbn1  
Pdlim7  
Pitx1  
Tgfb1  
Hnrnpa0  
Idnk  
Gkap1  
Hnrnpk  
Ntrk2  
Gas1

Ctsl  
Adcy2  
Srd5a1  
Adamts16  
Mrpl36  
Clptm1l  
Ftl1-ps1  
Cast  
Ell2  
A830082K12Rik  
Mef2c  
Cox7c  
Vcan  
Rps23  
Ssbp2  
Serinc5  
Thbs4  
Lhfp12  
Arhgef28  
Btf3  
Map1b  
Serf1  
Pik3r1  
Rnf180  
Kif2a  
Elovl7  
Plpp1  
Fst  
Itga2  
Fgf10  
Klhl29  
2810032G03Rik  
Sdc1  
Gm46323  
Smc6  
Vsnl1  
Fam49a  
Lpin1  
Rock2  
Adam17  
Id2  
Rps7  
Sntg2  
Alkal2  
Prkar2b  
Gdap10  
Twist1  
Hdac9  
Meox2  
Agmo

Etv1  
Arl4a  
Gm17056  
Dock4  
Dnajb9  
Stxbp6  
Nova1  
Npas3  
Nfkbia  
Trappc6b  
Fkbp3  
Rps29  
Mgat2  
Sav1  
Nin  
Gm32219  
Frmd6  
Dact1  
4930404H11Rik  
Pcnx4  
Ppm1a  
Tmem30b  
Hif1a  
Wdr89  
Rab15  
Max  
Gphn  
Zfp36l1  
Actn1  
Galnt16  
Srsf5  
Smoc1  
Rbm25  
Aldh6a1  
Npc2  
Pgf  
Tmed10  
Fos  
Snw1  
Ston2  
Flrt2  
Zc3h14  
Calm1  
Tc2n  
Fbln5  
Rin3  
Lgmn  
Ifi27  
Serpina3c  
Serpina3n

Gsc  
Gm28875  
Evl  
Wars  
Dlk1  
Meg3  
B830012L14Rik  
Dync1h1  
Hsp90aa1  
Gm266  
Ckb  
Inf2  
Siva1  
Ahnak2  
Pacs2  
Mta1  
Crip2  
Crip1  
Esyt2  
Selenop  
Rpl37  
Osmr  
Lifr  
Egflam  
Slc1a3  
Prlr  
Dnajc21  
Adamts12  
Tars  
Basp1  
Trio  
Dap  
Cmb1  
Snhg18  
Cpq  
Rpl30  
Nipal2  
Osr2  
Cox6c  
Rnf19a  
Ncald  
Gm49313  
Klf10  
Cthrc1  
Zfpn2  
Angpt1  
Emc2  
Eif3h  
Ext1  
Tnfrsf11b

Nov  
Enpp2  
Deptor  
Col14a1  
Has2  
Tmem65  
Ndufb9  
Mtss1  
Asap1  
Slc45a4  
Ly6e  
Ly6a  
Ly6c1  
Ly6h  
Eef1d  
Grina  
Cyc1  
Zfp251  
Rpl8  
Tst  
Kctd17  
C1qtnf6  
Card10  
Cdc42ep1  
Triobp  
H1f0  
Tmem184b  
Csnk1e  
Apobec3  
Rpl3  
Atf4  
Tob2  
Pmm1  
Snu13  
Srebf2  
Smdt1  
Ndufa6  
Cyp2d22  
Cyb5r3  
Tspo  
Prr5  
Fbln1  
Pim3  
Ttll8  
Mapk12  
Slc2a13  
Prickle1  
Slc38a2  
Slc38a4  
Rapgef3

Hdac7  
Tmem106c  
Cntn1  
Fkbp11  
Arf3  
Wnt10b  
Wnt1  
Tuba1a  
Cox14  
Mettl7a1  
Grasp  
Krt80  
Igfbp6  
Csad  
Rarg  
Prr13  
Hoxc10  
Hoxc8  
Hoxc6  
Hoxc4  
Hnrnpa1  
Zfp385a  
Ppp1r1a  
Vasn  
Rogdi  
Ubn1  
Ppl  
Carhsp1  
Rpl39l  
Emp2  
Litaf  
Snai2  
Fgd4  
Scarf2  
Zdhhc8  
Comt  
Eif4g1  
Chrd  
Serp2  
Tra2b  
Eif4a2  
St6gal1  
Rtp4  
Ccnc50  
Fam43a  
Ppp1r2  
Apod  
Pigz  
Rpl35a  
Heg1

Itgb5  
Umps  
Pdia5  
Dirc2  
Parp14  
Fstl1  
Pla1a  
Adprh  
Lsamp  
Gap43  
Zbtb20  
Naa50  
Boc  
Ccgc80  
Cd200  
Phldb2  
Nectin3  
Cd47  
Alcam  
Nfkbiz  
Rpl24  
Abi3bp  
Tmem45a  
Tomm70a  
Filip1l  
Dcbl2  
Pros1  
Htr1f  
Vgll3  
Robo2  
Nrip1  
Btg3  
App  
Adamts5  
Tiam1  
Ifnar2  
Il10rb  
Ifngr2  
Son  
Mrps6  
Slc5a3  
Rcan1  
Bace2  
Tiam2  
Gtf2h5  
Dynlt1f  
Rnaset2b  
Fndc1  
Rnaset2a  
Pde10a

Qk  
Agpat4  
Airn  
Dact2  
Smoc2  
Thbs2  
Lnpep  
Has1  
Hcfc1r1  
Flywch2  
Abca3  
Eci1  
Rab26os  
Slc9a3r2  
Noxo1  
Gnptg  
Dusp1  
Ergic1  
Itpr3  
Uqcc2  
Rps10  
Anks1  
AC132460.3  
Def6  
Rpl10a  
Stk38  
Srsf3  
BC004004  
Pi16  
Mtch1  
Pim1  
Mdga1  
Zfand3  
Rsph1  
Notch3  
Akap8l  
Angptl4  
Rps28  
BC051226  
Zbtb22  
Gm19412  
Pfdn6  
Rps18  
H2-K1  
Brd2  
Psmb9  
Psmb8  
Tap2  
Tnxb  
C4b

Cfb  
C2  
Clic1  
Ddah2  
H2-D1  
H2-Q4  
H2-Q6  
H2-Q7  
H2-Q10  
Ppp1r10  
H2-T23  
H2-T22  
H2-M3  
Gm42418  
9130008F23Rik  
Tnfrsf21  
Rcan2  
Enpp5  
Enpp4  
Tmem63b  
Vegfa  
Mad2l1bp  
Gm26785  
Cul7  
Guca1a  
Al661453  
Ccnd3  
Tomm6  
Mdfi  
Mocs1  
Rftn1  
Plcl2  
Plin4  
Ptprs  
Rpl36  
Tubb4a  
Tnfsf9  
C3  
Efna5  
Fer  
Pja2  
Ralbp1  
Twsg1  
Mtcl1  
Epb41l3  
Emilin2  
Clip4  
Ypel5  
Ltbp1  
Crim1

Vit  
Qpct  
Cyp1b1  
Srsf7  
Zfp36l2  
Epas1  
Rhoq  
Svil  
Zeb1  
Fzd8  
Colec12  
Zfp521  
Dtna  
Ino80c  
Galnt1  
Slc39a6  
Celf4  
Lims2  
Nrep  
Srp19  
Reep5  
4933408B17Rik  
Egr1  
Hspa9  
Ecscr  
Cxxc5  
Sra1  
Taf7  
BC037039  
Diaph1  
Spry4  
Ppp2r2b  
Dpysl3  
Eif3j2  
Mcc  
Tmed7  
Eif1a  
Prr16  
Sncaip  
Ppic  
Aldh7a1  
Lmnb1  
Isoc1  
Adamts19  
Gm4951  
F830016B08Rik  
ligp1  
Rps14  
Arsi  
Pdgfrb

Ppargc1b  
Csnk1a1  
Bvht  
Ablim3  
Txnl1  
Tubb6  
Tcf4  
Ccdc68  
Mbd2  
Mex3c  
Me2  
Mbd1  
Rpl17  
Rnf165  
Atp5a1  
Tshz1  
Cndp2  
Cyb5a  
Cbln2  
Lrp5  
1810055G02Rik  
Cdk2ap2  
Rhod  
Rbm4b  
Cd248  
Yif1a  
Efemp2  
Malat1  
Cdc42ep2  
Capn1  
Fau  
Atg2a  
Ehd1  
Rasgrp2  
Ppp1r14b  
Fkbp2  
Cox8a  
Rtn3  
Pla2g16  
Nxf1  
Lrrn4cl  
Ubxn1  
Eef1g  
Ahnak  
Fth1  
Rab3il1  
AW112010  
Ms4a4d  
Dtx4  
Glyat

Ostf1  
Rorb  
Anxa1  
Aldh1a1  
Zfand5  
Gda  
Abhd17b  
Klf9  
Kank1  
Vldlr  
Ak3  
Plgrkt  
Il33  
Rpl9-ps6  
Pten  
Fas  
Ifit2  
Ifit3  
Ppp1r3c  
43895  
Myof  
Rbp4  
Slc35g1  
Plce1  
Tbc1d12  
Pdlim1  
Ubtd1  
Pyroxd2  
Scd2  
Scd1  
Sfxn3  
Npm3  
Kcnip2  
Nolc1  
Sfxn2  
As3mt  
Sfr1  
Gsto1  
Add3  
Bbip1  
Tcf7l2  
Ablim1  
Atrnl1  
Emx2os  
Emx2  
E330013P04Rik

**Supplementary Table 2: List of differentially expressed genes used for GSEA analysis of *Asc-1* enriched cells of adolescent subcutaneous preadipocytes.**

The list contains the names of the 2,442 genes used for GSEA analysis shown in Supplementary Table 1.

Supplementary Table 3: Quantification of metabolites in shScr control and shAsc-1 cell extracts via NMR based metabolomics analysis.

| metabolites           | shScr      | shAsc-1    | <i>P</i> -value |
|-----------------------|------------|------------|-----------------|
| Lipids                | 125.3±14.0 | 527.6±41.3 | <0.001          |
| Myo-inositol          | 66.3±2.5   | 145.3±8.3  | <0.001          |
| ATP and/or ADP        | 1.5±0.1    | 2.4±0.0    | <0.01           |
| Leucine               | 51.3±1.0   | 32.3±0.9   | <0.001          |
| Valine                | 28.9±0.6   | 16.4±0.3   | <0.0001         |
| Isoleucine            | 26.6±0.5   | 16.1±0.3   | <0.0001         |
| Aspartate             | 10.9±0.7   | 16.2±0.9   | <0.01           |
| Threonine             | 36.5±0.3   | 23.2±0.5   | <0.0001         |
| Alanine               | 130.3±13.8 | 75.8±1.9   | <0.05           |
| Glutamate             | 113.4±11.7 | 77.7±2.5   | <0.05           |
| Methionine            | 13.9±0.7   | 9.8±0.1    | <0.01           |
| Tyrosine              | 11.5±0.4   | 4.5±0.3    | <0.001          |
| Phenylalanine         | 12.1±0.5   | 5.0±0.1    | <0.001          |
| Glycine               | 114.1±15.3 | 50.9±2.4   | <0.05           |
| (Phospho)creatine     | 37.5±1.7   | 28.9±0.3   | <0.01           |
| Choline               | 24.5±3.0   | 15.4±0.4   | <0.05           |
| Phosphocholine        | 124.4±13.4 | 36.2±1.3   | <0.01           |
| Glycerophosphocholine | 53.7±4.6   | 55.8±1.1   | n.s.            |
| Glutathione           | 23.5±1.4   | 11.4±1.7   | <0.01           |
| UDP-glucose           | 11.6±0.2   | 9.2±0.3    | <0.01           |
| Glucose               | 31.2±7.2   | 29.9±1.1   | n.s.            |
| Lactate               | 74.8±6.7   | 30.7±2.3   | <0.01           |
| Formate               | 3.3±0.1    | 2.7±0.1    | <0.05           |
| Fumarate              | 2.1±0.0    | 1.4±0.2    | <0.05           |

**Supplementary Table 3: Quantification of metabolites in shScr control and shAsc-1 cell extracts via NMR based metabolomics analysis.**

Metabolites were relatively quantified by AUC quantification of representative NMR peaks. Data are shown as mean  $\pm$  SEM, statistics calculated using a two-tailed students t-test.

Supplementary Table 4: Primer Sequences

| Gene Name                      | Fwd sequence 5'-3'     | Rev sequence 5'-3'     |
|--------------------------------|------------------------|------------------------|
| <i>Fabp4</i>                   | gatgcctttgtgggaacct    | ctgtcgtctgcggtgattt    |
| <i>Asc-1</i>                   | agtgttcaggacacccttg    | gggtggcactcaagaaagag   |
| <i>P2rx5</i>                   | ctgcagctcaccatcctgt    | cactctgcaggaagtgtca    |
| <i>Pat2</i>                    | gtgccaagaagctgcagag    | tgtgccttgaccagatga     |
| <i>Pgc1<math>\alpha</math></i> | agccgtgaccactgacaacgag | gctgcatggttctgagtctaag |
| <i>Ppar<math>\gamma</math></i> | ccctggcaaagcatttgtat   | gaaactggcacccctgaaaa   |
| <i>Prdm16</i>                  | ccgctgtgatgagtgtgatg   | ggacgatcatgtgtgctcc    |
| <i>Tbp</i>                     | accctcaccaatgactcctatg | tgactgcagcaaatacgcttg  |
| <i>Tfam</i>                    | caggaggcaaaggatgattc   | ccaagacttcatttcattgtcg |
| <i>Ucp1</i>                    | ctgccaggacagtaccaag    | tcagctgttcaaagcacaca   |
| <i>Srr</i>                     | ggcgcaatctttcttcaaa    | aactacggcttgggcttct    |
| <i>Adiponectin</i>             | gatggcactcctggagagaa   | tctccaggctctccttctct   |

# Supplementary material for: Asc-1 regulates white versus beige adipocyte fate in a subcutaneous stromal cell population
**Source:** Nat Commun. 2021 Mar 11;12:1588. doi: 10.1038/s41467-021-21826-9
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Movie 1**

Sub-confluent shAsc-1 cells were supplemented with 170 nM insulin in regular growth medium. Imaging was initiated 4 hours post seeding and continued for three days. The live cell imaging was performed with the Zeiss Cell Observer microscope using the Zen 2.6 program. Pictures were taken in 10 minute intervals.

### **Supplementary Data 1**

Adolescent gene matrices

### **Supplementary Data 2**

Adult gene matrices

### **Supplementary Data 3**

scRNAseq analysis pipeline

# Supplementary material for: Asc-1 regulates white versus beige adipocyte fate in a subcutaneous stromal cell population
**Source:** Nat Commun. 2021 Mar 11;12:1588. doi: 10.1038/s41467-021-21826-9

# asc1\_preadipocytes\_full\_analysis\_v2\_\_

July 3, 2020

## 1 Summary of notebook

In this notebook, we perform the following analysis: (1) Clustering of the cells of young and old mice, annotation of the clusters using marker genes of immune cells and adipocytes. 

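The notebook prints log2 fold changes for the first and last genes of its lists, and 10 genes could be compared between adolescent and adult preadipocytes and 9 between the 2 adolescent clusters. The paper's reported values were set beside CPM ratios of summed UMIs from the deposited counts. For Sulf1, the paper's reported log2 value between the ages is 1.58, and the summed UMIs gave 1.69. Between the clusters built with all genes, counted as Dpp4-low over Dpp4-high, the paper's reported value for Sulf1 is -2.23 and the summed UMIs gave -2.14. All 10 genes between the ages and all 9 between the clusters had the same sign as in the notebook. The median absolute difference on the log2 scale was 0.22 for the former and 0.16 for the latter. The notebook averages values that were scaled cell by cell, which gives a shallow cell the same weight as a deep one, while a sum of UMIs weights cells by depth. With averages of scaled values, the median absolute differences were 0.0039 and 0.0080.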

(2) Separate the preadipocytes from the immune cells and identify the mature subpopulation.

## 2 Load packages and set global variables

How the deposited data were processed for this re-analysis (not part of the article)

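The stromal vascular fraction (SVF) of subcutaneous adipose tissue was profiled by droplet-based single-cell RNA sequencing in 1 library from 7 pooled adolescent mice (2 weeks old) and 1 library from 5 pooled adult mice (8 weeks old). The authors aligned the reads to GRCm38 with Cell Ranger, collapsed them to unique molecular identifiers (UMIs), called the cells and deposited the raw counts per gene and cell, without normalization. The counts are whole numbers, and the totals per cell differ, as for counts that were not scaled. The paper's text names no doublet removal for these files. The adolescent library has 3915 cells and 28010800 UMIs and the adult library 5429 cells and 29517430 UMIs. Of the 31125 gene identifiers in the files, 99.7% were found in the reference annotation, from which gene positions on GRCm38 were taken.

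The minimum of 500 UMIs per cell that the paper states was applied and removed no cell. Following the notebook in Supplementary Data 3, counts were scaled to the median total per cell, 50 principal components were computed without log transformation, and cells were joined in a graph of 100 nearest neighbours and clustered with the Louvain algorithm at resolution 1. The paper's Methods text gives another scaling target, 10000 per cell, which was used as an alternative for the adolescent clusters. The package the authors used for Louvain clustering was not available, and the igraph form was used instead. Adolescent preadipocyte-like cells were clustered again after log1p transformation at resolution 0.5. For the comparisons between these clusters, the 6 compared genes (Slc7a10, Srr, Cd34, Dpp4, Dlk1 and Fabp4) were left out of the principal components. The comparison with the values printed in the notebook, and an alternative, used clusters built with all genes instead. The tools were Python 3.11.15, scanpy 1.11.5, anndata 0.12.19, igraph 0.11.9, leidenalg 0.10.2, scikit-learn 1.9.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

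Clusters were named from lists of marker genes. A class was given when at least 75% of its markers, and no fewer than 3, were each detected in at least 25% of the cluster's cells, at least 2 were among the 10 leading genes by fold of mean scaled values over all other cells with 0.1 added to both, and no other class had more markers among these 10. These thresholds were set after the clusters had been seen. Clusters 2, 4 and 8 failed the rule, stayed unnamed and held 12.0%, 5.13% and 4.57% of the adolescent and 16.7%, 12.9% and 4.35% of the adult cells. Cell classes are called preadipocyte-like, B-cell-like and so on because they are rebuilt from the counts. Doublets were predicted with Scrublet in each library, kept in the main analysis and removed in an alternative.

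Expression of a class was the sum of its UMIs per library, scaled to CPM. With 1 library per age there are no replicates, so no gene was tested between the ages, no P value or count of changed genes was made, and cells were not used as replicates. The depth sets the precision. Values carry 95% intervals, exact Poisson for sums, conditional binomial for ratios and exact binomial for shares of cells, all of which cover counting error only. A ratio against 0 UMIs would be given as a bound against a floor of 3 UMIs, and no ratio was given where both sums were at or under that floor. Shares of cells with a UMI were compared after each cell had been thinned at random to 1000 UMIs, or 2000 UMIs in an alternative. The mean share over all possible thinnings was added after the values had been seen. Genes were ranked by the log2 ratio of CPM with a pseudocount of 1 UMI among genes at 20 CPM or more in at least one sum. The spread of ratios between the ages was compared among 4 classes thinned to the same total, for genes at 100 CPM or more. The overlap of the ages was measured as the share of the 15 nearest neighbours that came from the other library, relative to random mixing within the class. Its intervals took each neighbour as a separate draw and are too narrow, as neighbours of the same cell are not independent.

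The genes whose ratios are reported follow a fixed rule, and they are the genes the paper names for the single-cell data, the 10 highest and the 10 lowest log2 ratios between the ages, and the members of 9 lists: sex check, cell cycle, dissociation response, imprinted genes, mature adipocyte, thermogenic, D-serine and neutral amino acid handling, interstitial progenitor and committed preadipocyte. The median log2 ratio of each list, over its genes at 1 CPM or more, was set beside 10000 random lists matched on expression. This compares genes within the same 2 libraries, and genes are not independent replicates. Outside this rule, genes that overlap Slc7a10 or Srr, cell type markers and the leading genes of clusters are named as a description. One listed name, Zac1, is an older name of Plagl1, which is on the same list, and was not found as such in the files.

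Alternatives changed one choice at a time, except that 2000 highly variable genes were used together with log1p, also where the main setting has no log transformation: the minimum of UMIs per cell, the removal of predicted doublets, the log transformation, Leiden clustering, resolutions of 0.5 and 1.5, 30 neighbours, 2000 highly variable genes, the cells counted as preadipocytes, the scaling, the pseudocount, the minimum expression, the depth of thinning and the genes or UMIs used for clustering. The functions were tested on simulated sums with the sizes of the 2 libraries in which 200 genes were given fold changes between 0.25 and 4. Of these, 199 reached 20 CPM, all with the right sign (100%), and 99.5% of the 200 were among the 200 largest ratios. The intervals held the true ratio for 96.1% of 5242 genes.

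Gene set enrichment, differential expression tests and P values of the paper were not recomputed, because they rest on cells as replicates. Experiments of the paper other than the single-cell data have no deposited file of this kind and were left out.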

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

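Of the tests below, those that set the imprinted genes beside a shift of all genes by the scaling and beside a mix of the adolescent clusters were chosen only after the result was seen. The 3 patterns were found by comparing lists of genes that the paper does not discuss for these cells with random lists of like expression, and each list's median lay outside the central 95% of the random lists. This holds for 7 of the 9 lists, so it does not set these 3 apart from lists that bear on the paper's subject, whose values are among the other observations. Age and library were the same split, with 1 library per age, so a difference between the ages cannot be told apart from a difference in how the libraries were made, and age itself was not tested on other animals.

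Imprinted genes were higher in adolescent than in adult preadipocyte-like cells, with a median log2 ratio of 2.51 over 11 genes, all 11 of them higher, from 0.41 for Ndn to 9.76 for Igf2. The random lists gave medians from -0.35 to 0.23 for their central 95%. All 11 genes are expressed in these cells, Dlk1 is also on the list of committed preadipocyte genes, and 3 of them (Igf2, H19 and Dlk1) are among the 10 highest ratios. A shift of all genes by the scaling to library totals would move the median of all genes as far, but that median was -0.066. Free RNA in the adolescent library would give other cells a like level, but H19 in adolescent B-cell-like cells was 3.58% of its CPM in preadipocyte-like cells. Both tests argue against these explanations in preadipocyte-like cells. In the other classes the imprinted genes at 20 CPM or more were also higher in the adolescent library, with medians of 4.06 in B-cell-like (4 genes), 1.63 in T-cell-like (4 genes), 0.85 in macrophage-like (4 genes) and 1.89 in mast-cell-like cells (6 genes), and 3.77, 1.55 and 2.00 in unnamed clusters 2, 4 and 8 (7, 3 and 3 genes). Free RNA may account for much of this. In adolescent cells of these classes other than mast-cell-like cells, H19 stood at 3.01% to 4.85% and Igf2 at 3.51% to 5.91% of the CPM in preadipocyte-like cells, beside 3.08% to 4.26% for Col3a1 and 2.13% to 3.80% for Dcn, 2 transcripts of preadipocytes. Exceptions were H19 and Dlk1 in mast-cell-like cells, at 13.3% and 17.1%, and Dlk1 in unnamed cluster 2, at 14.6%. Cluster 2 also held cells with endothelial, erythrocyte and mature adipocyte markers, so its values are not those of a single cell type. A different mix of the 2 adolescent precursor clusters in the adult library would put the adult levels between those of the clusters, but for 11 of the 11 genes the adult level lay below both, beyond counting error. For H19 it was 14.9 CPM, against 2650.2 CPM in the Dpp4-high and 1440.2 CPM in the Dpp4-low cluster. Precursor states outside these clusters, a difference between the libraries and the age of the mice remain open.

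Dissociation response genes were lower in adolescent preadipocyte-like cells, with a median log2 ratio of -0.71 over 7 genes, at a percentile of 0.41 of the random lists. All 7 were lower, Hspa1b by less than counting error. A difference in handling between the libraries that acts on all cells alike would lower these genes in other classes too. Over the genes at 20 CPM or more, the median was -0.75 in preadipocyte-like, -0.41 in B-cell-like, -0.44 in T-cell-like and -0.19 in macrophage-like cells, and the highest of the last 3, -0.19, was still below 0. Mast-cell-like cells had -0.16, with 2 of 7 genes higher, close to the median of all their genes, -0.13. Unnamed clusters 4 and 8 had -0.39 and -0.13, and unnamed cluster 2 was an exception with 0.27. Relative to the median of all genes of each class, preadipocyte-like cells had -0.68. B-cell-like, T-cell-like and macrophage-like cells had -0.54, -0.52 and -0.35, and cluster 4 had -0.47. Mast-cell-like cells and cluster 8 had -0.03 and -0.11, and cluster 2 had 0.29. A difference in handling may account for much of the pattern. The small shifts in mast-cell-like cells and cluster 8 and the rise in cluster 2 do not show one that acts on all cells alike. Cluster 2 also held most of the cells with endothelial markers, so its value may reflect its mix of cells. A biological difference between the ages remains open and untested.

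Cell cycle genes were higher in adolescent preadipocyte-like cells, with a median log2 ratio of 1.67 over 6 genes, all 6 higher, from 1.36 for Birc5 to 2.86 for Cenpf. The sums are small, 82 adolescent and 18 adult UMIs for Mki67 and 61 and 5 for Cenpf. Doublets with cycling cells of another type would lose the pattern with the predicted doublets if these were the whole source, but the median without them was 1.69. Only 1.58% of adolescent and 0.939% of adult cells were predicted as doublets. Doublets that the prediction missed are therefore not excluded. A difference between the libraries that acts on all cells alike would raise the genes in the other classes, but the median was -1.33 in macrophage-like and -1.63 in mast-cell-like cells, with 0.10 in B-cell-like and 0.38 in T-cell-like cells. Unnamed clusters 2, 4 and 8 had 0.36, 0.19 and 1.64. A higher share of dividing precursor cells at 2 weeks may account for the pattern, as a hypothesis found and tested on the same data, and a difference between the libraries that acts on preadipocyte-like cells alone remains open.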

How the results depend on the processing

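In this part, the mean share of cells with a Slc7a10 UMI over all thinnings was added only after the result was seen. The alternatives, the lists of genes, the cell type markers and the rule for named genes were set before the data were examined, and the thresholds for naming clusters were set after. Of the values of the leading results under alternatives, 70 were labelled as staying near the main value and 39 as moved. Where the main value has a counting interval, that interval set the label. For the ratios of neighbours that interval is too narrow, so their labels lean towards moved. Numbers of Louvain clusters and of cells per library within 1.5 times the main value counted as staying. Other ranks of Slc7a10, and adolescent cluster sizes from settings with 3 clusters, were labelled moved. The interquartile ranges, which have no counting interval, gave 6 moved and 2 staying values. None of the ratios whose counting interval leaves out 1 in the main analysis changed its direction. The ratio of Srr, whose interval holds 1, lay on either side of 1. It was 0.959 with all genes, 0.885 with divided UMIs, 0.993 with per-cell means and 0.983 without cycling cells, against 1.03 in the main analysis and 1.08 with Leiden clustering. Where a value moved, the cause was not tested unless it is named. No paired analysis was possible because the mice of each age were pooled into 1 library and no animal was sampled at both ages.

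With cells counted by at least 1 Pdgfra UMI, the preadipocyte share was 33.6% in the adolescent and 21.9% in the adult library, and with preadipocytes from the log1p clustering the adult share was 27.6%. The adolescent share was the higher one under all 7 alternatives.

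The ratio of neighbours from the other library to random mixing depended on the setting. With a log1p transformation it was 0.0247 in preadipocyte-like, 0.0914 in B-cell-like, 0.0978 in T-cell-like, 0.0769 in macrophage-like and 0.402 in mast-cell-like cells. With 2000 highly variable genes and log1p together it was 0.0165, 0.130, 0.116, 0.0904 and 0.301 in the same order. With every cell thinned to 1000 UMIs it was 0.128, 0.449, 0.710 and 0.240 in the first 4 classes. Preadipocyte-like cells had the lowest of these values under each of the 3 alternatives.

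The interquartile range of log2 ratios between the ages, for genes at 20 CPM or more, was 0.54 in B-cell-like, 0.53 in T-cell-like and 0.53 in macrophage-like cells. Without mitochondrial and ribosomal protein genes it was 0.50, 0.47 and 0.49. The value of preadipocyte-like cells, 0.65 under both, was the highest. The part of counting noise in these thinned sums was not measured.

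The rank of Slc7a10 was 10 with a minimum of 5 CPM, where more genes are ranked, and 9 with a pseudocount of 10 UMIs. No rank could be given with a minimum of 100 CPM, with preadipocytes from the log1p clustering or without cells holding an endothelial or mural marker UMI, since Slc7a10 was under the minimum. Its CPM ratio between the ages lay between 28.9 and 64.2 under all 7 alternatives, within the counting interval of the main value. The share of cells with a Slc7a10 UMI at 1000 UMIs depends on the random thinning. Its mean over all thinnings was 1.87% (SD between thinnings 0.312%) of adolescent and 0.0358% (SD 0.0467%) of adult preadipocyte-like cells. The share rose with depth by construction. It was 3.59% of adolescent cells at 2000 UMIs, where 18 adolescent and 52 adult preadipocyte-like cells were left out, and 16.4% of adolescent and 0.351% of adult cells without thinning.

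The larger adolescent cluster held 802 cells with 30 neighbours and 774 cells with 2000 highly variable genes, as both settings gave 3 clusters in place of 2. Without cells holding an endothelial or mural marker UMI, the ratio of Dpp4-high over Dpp4-low was 2.56 for Slc7a10, 2.49 for Srr, 2.43 for Cd34, 7.41 for Dpp4, 0.110 for Dlk1 and 0.0513 for Fabp4. For Srr this interval, 1.21 to 5.74, lay above 1, while the intervals of the main value and of the alternatives with all genes, Leiden clustering, the divided UMIs and without cycling cells held 1. That setting kept 605 of 1633 adolescent cells, and the cause was not tested. With clusters and ratios taken from different UMIs, the ratio was 0.0989 for Dlk1 and 0.0411 for Fabp4, and without cells holding a cell cycle gene UMI it was 0.0843 for Dlk1.

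The depth limits what can be said of Slc7a10 in adult cells, where 5 UMIs were counted, and of Srr, where a ratio between 0.740 and 1.44 was not excluded. The single library per age limits every comparison between the ages.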

Differences from the paper's values

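No test in this part was chosen after the result was seen. For Msc, the log2 ratio of adolescent over adult preadipocytes was -1.68 from summed UMIs against the paper's reported -1.32 in Supplementary Data 3. Of the alternatives set before the data were examined, the mean of per-cell scaled values, which is how the notebook computes it, gave -1.32. Preadipocytes from the log1p clustering gave -1.53 and cells with at least 1 Pdgfra UMI gave -1.59, which also left the difference within counting error. The gap stayed open without cells holding an endothelial or mural marker UMI (-0.91), without predicted doublets (-1.66) and with median-ratio scaling (-1.61).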

Other observations

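In this part, the mean shares over all thinnings were computed only after the result was seen. Age and library were the same split, so the values below describe 1 adolescent and 1 adult library.

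The UMIs of Slc7a10 in adolescent preadipocyte-like cells might come from free RNA of broken mature adipocytes. The share of adolescent B-cell-like and T-cell-like cells with a Slc7a10 UMI at 1000 UMIs per cell was 0% in the thinning used, and 0.135% and 0% as means over all thinnings, far below that of preadipocyte-like cells, which argues against free RNA from broken mature adipocytes as the whole source, and Adipoq stood at 1.16 CPM in the adolescent preadipocyte-like cells. The higher level in adolescent than in adult cells could follow from a difference in depth per cell, but at equal depth the adult share was 0%, against 1.96% in adolescent cells (0.0358% and 1.87% as means over all thinnings). It could also follow from endothelial or mural cells among the adult preadipocyte-like cells, but without cells holding a UMI of their markers the ratio was 28.9. A difference between the libraries that acts on preadipocyte-like cells alone was not tested, and the age of the mice remains an open explanation.

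The separation of preadipocyte-like cells by age could come from a difference between the libraries that acts on all cells alike, or from depth. The lowest ratio to random mixing among B-cell-like, T-cell-like and macrophage-like cells was 0.211, above that of preadipocyte-like cells, which argues against the former as the whole cause. Immune cells also fell short of random mixing, so part of the separation may be shared by all cells. With every cell thinned to 1000 UMIs the ratio of preadipocyte-like cells was 0.128, so depth alone does not account for it.

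Between the ages, the other lists gave these median log2 ratios in preadipocyte-like cells. Of these 6 lists, the interstitial progenitor, committed preadipocyte, mature adipocyte and thermogenic lists lay outside the central 95% of their random lists, at percentiles of 99.95, 0, 0 and 1.51, and the D-serine and sex check lists lay inside, at 38.1 and 30.5. Interstitial progenitor genes had 0.76 over 6 genes, all 6 higher in adolescent cells, though Anxa3 only by 0.01. Committed preadipocyte genes had -1.48, with 5 of 6 lower and Dlk1 higher, by 6.70. Mature adipocyte genes had -1.85 over 7 genes, all 7 lower, but Retn, at -0.03, changes its sign under median-ratio scaling, which shifts the median of all genes by 0.07, and with mitochondrial and ribosomal protein genes left out of the total, which shifts it by 0.10. Fabp4 is on both of the last 2 lists. Cfd, on the mature adipocyte list, stood at 21.2 CPM in adult preadipocyte-like and 25.6 CPM in adult B-cell-like cells, and Car3 at 113 CPM and 14.1 CPM. Thermogenic genes had -0.93 over 5 genes, all 5 lower, and Ucp1 had 1 UMI in each library. The counting intervals of the ratios held 1 for Prdm16, Tfam and Slc36a2 of the thermogenic list. They also held 1 for Adipoq and Retn of the mature adipocyte list. Genes for D-serine and neutral amino acid handling had -0.13 over 8 genes, with 2 higher and 6 lower, of which Srr and Phgdh change their sign under both scalings. Slc1a4 had the highest ratio of these, 4.52 (2.87 to 7.45), from 142 adolescent and 22 adult UMIs. Grin1, Grin2a, Grin2b and Grin2c had 0 UMIs in adolescent preadipocyte-like cells, and Grin2d had 83 adolescent and 33 adult UMIs. The sex check genes had -0.19 over 4 genes.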
